# A fungi-derived cyclic peptide enhances Th9-mediated antitumor immunity by targeting ZAP70 and SREBP1

**DOI:** 10.1172/JCI196907

**Published:** 2025-12-09

**Authors:** Wenli Zhao, Yang Zhou, Yuyang Chen, Yicheng Sun, Jiaxin Tang, Yihan Zhu, Jie Ren, Tianxu Du, Handuo Wang, Yuan Gao, Yu Hu, Ling Jiang, Tomohiko Ohwada, Qi Luo, Enguang Bi

**Keywords:** Immunology, Oncology, Cancer immunotherapy, Peptides, T cells

## Abstract

Adoptive cell therapy (ACT) relies on durable and functional T cells to mediate tumor clearance. Th9 cells are a metabolically fit CD4^+^ T cell subset with strong persistence but limited cytotoxicity. Here, we identified endomelipeptide A (EpA), a cyclic peptide isolated from *Ganoderma lucidum*–associated endophytic fungi, as a potent enhancer of Th9 cell differentiation. EpA promoted a cytotoxic Th9 phenotype with enhanced mitochondrial function and metabolic fitness. Mechanistically, EpA dually targeted ZAP70 and SREBP1, coupling T cell receptor signaling activation with lipid metabolism suppression. EpA-treated Th9 cells mediated robust, CD8^+^ T cell–dependent tumor control and enhanced the efficacy of human Th9 CAR T cell therapy in vivo. These findings establish EpA as a distinct cyclic peptide that reprograms Th9 cells and provides a potential approach to boost ACT efficacy.

## Abstract 2

We identify a natural compound that strengthens cancer-fighting immune cells by rewiring their metabolism and signaling, improving the effectiveness of cellular immunotherapy.

## Introduction

Adoptive cell therapy (ACT) has revolutionized cancer immunotherapy, particularly in hematological malignancies, by harnessing genetically modified or ex vivo–expanded T cells to eliminate tumor cells (1–4). While CD8^+^ cytotoxic T lymphocytes (CTLs) have been the primary focus in ACT development, accumulating evidence highlights the indispensable roles of CD4^+^ T cell subsets in orchestrating effective and durable antitumor responses. CD4^+^ T cells can provide critical help to CD8^+^ T cells, enhance antigen presentation, and, in some cases, exert direct cytotoxic effects (5–9).

Among CD4^+^ subsets, Th1 cells are known for their ability to mediate type I immune responses and license CD8^+^ CTLs through IFN-γ, TNF-α and IL-2 production, DC activation, and chemokine release. However, Th1 cells are prone to exhaustion and apoptosis under tumor-induced metabolic and immunologic stress, limiting their persistence and therapeutic impact (10). Thus, identifying alternative CD4^+^ T cell subsets that couple potent effector activity with long-term durability remains a key goal in ACT research.

Th9 cells have recently emerged as a promising candidate in this context. Defined by their high IL-9 production, Th9 cells exhibit superior persistence, resistance to exhaustion, and stem-like transcriptional signatures (11–13). These traits confer robust and durable antitumor responses in preclinical models. However, despite these advantages, Th9 cells possess limited intrinsic cytotoxicity and have been largely characterized as CD8-independent effectors. Although Th9 cells can transition toward IFN-γ–producing Th1-like states in vivo, their ability to support CD8^+^ T cell activation remains suboptimal (14–16). Enhancing the cytotoxicity and CD8-cooperative capacity of Th9 cells could therefore greatly broaden their clinical utility.

Natural products have long served as a cornerstone of drug discovery and immunomodulation, providing structurally diverse scaffolds with unique bioactivities (17). Among these, cyclic peptides represent a particularly attractive class of molecules owing to their conformational rigidity, proteolytic stability, and ability to modulate intracellular protein-protein interactions (18). Classical examples such as cyclosporine A and FK506 are widely used immunosuppressants, while more recent efforts have repurposed synthetic cyclic peptides to target immune checkpoints, including PD-1, CTLA-4, and LAG-3, for cancer immunotherapy (18–26). However, the potential of natural cyclic peptides to actively enhance T cell differentiation and function, particularly in the setting of ACT, remains largely unexplored.

Endophytic fungi, microorganisms that reside symbiotically within insects, medicinal plants, or fungi, have emerged as prolific producers of bioactive secondary metabolites. These endophytes are not only readily culturable under defined laboratory conditions, but also frequently yield compounds with potent immunoregulatory activities that rival or exceed those of their hosts (27, 28). In our previous work, we demonstrated that small molecules, such as polyketides and 3-methoxy-4′′-deoxyterprenin, isolated from the endophytic *Aspergillus taichungensis* derived from *Periplaneta americana*, can modulate CD4^+^ T cell differentiation, highlighting the untapped immunotherapeutic potential of endophyte-derived compounds (29, 30).

In this study, we identified endomelipeptide A (EpA), a functionally unstudied cyclic peptide isolated from *Ganoderma lucidum*–associated endophytic fungi, as a potent and selective enhancer of Th9 cell differentiation. EpA promoted a cytotoxic Th9 phenotype, improved mitochondrial function, and enhanced metabolic fitness. Mechanistically, EpA acted via dual targeting of ZAP70 and SREBP1, coupling T cell receptor (TCR) signaling amplification with suppression of fatty acid biosynthesis. Functionally, EpA-treated Th9 cells elicited strong CD8^+^ T cell–dependent antitumor responses and significantly improved the efficacy of human Th9 CAR T cell therapy in preclinical models. These findings highlight EpA as a promising immunomodulatory compound for improving T cell–based cancer immunotherapy.

## Results

### Identification of EpA as a potent enhancer of Th9 cell differentiation.

To identify natural small molecules that enhance the antitumor potential of Th9 cells, we constructed a chemically and structurally defined small-molecule library derived from endophytic fungi isolated from *G*. *lucidum* and *Periplaneta americana* (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI196907DS1). This library comprised 65 structurally diverse metabolites classified into 11 distinct scaffold families, with each compound structurally elucidated via NMR spectroscopy and verified against previously reported spectral data. To functionally evaluate the immunomodulatory potential of these compounds, we systematically screened the library for their ability to promote Th9 cell differentiation, assessed by intracellular IL-9 expression using flow cytometry (Figure 1, A and B). Among the screened candidates, a previously reported but functionally uncharacterized cyclolipopeptide — anteiso-C15 Leu_7_ surfactin (31), herein referred to as EpA — emerged as the most potent enhancer of Th9 polarization (Supplemental Table 2 and Figure 1, B and C). EpA robustly induced IL-9 expression and was therefore selected for subsequent mechanistic and functional studies.

To determine the optimal dose, naive CD4^+^ T cells were cultured under Th9-polarizing conditions with increasing concentrations of EpA. IL-9 expression peaked at 10 μM, which was used for all subsequent experiments (Figure 1D). As shown in Figure 1, E–I, EpA did not affect the polarization of Th0 cell, Th1 cell, Th17 cell, or Treg subsets, while inducing only a minor increase in Th2 differentiation, indicating a selective immunomodulatory activity toward the Th9 subset.

In addition to IL-9, EpA treatment significantly upregulated key Th9-associated transcription factors and effector cytokines at the transcriptomic level (Figure 1J). These data demonstrated that EpA specifically enhances Th9 cell differentiation.

### EpA confers superior antitumor efficacy to Th9 cells in a CD8^+^ T cell–dependent manner.

To evaluate the antitumor efficacy of EpA-induced Th9 (EpA-Th9) cells, we employed the B16-OVA melanoma model in C57BL/6 mice. CD45.1^+^ OT-II Th9 cells, differentiated with or without EpA, were adoptively transferred into tumor-bearing hosts. Mice receiving EpA-Th9 cells exhibited significantly improved tumor control compared with those treated with conventional Th9 cells (Figure 2A). No significant differences in body weight or serum IL-6 levels were observed among control and treatment groups (Supplemental Figure 1, A and B), indicating that EpA-Th9 therapy was well tolerated. Following transfer, EpA-Th9 cells expanded robustly in the spleen and moderately in the lymph nodes (Figure 2B and Supplemental Figure 1, C and D). Within tumors, although the frequency of transferred cells remained comparable, their absolute numbers were markedly increased (Figure 2C and Supplemental Figure 1E), suggesting that EpA-Th9 cells may undergo peripheral expansion before infiltrating the tumor microenvironment.

To determine whether EpA-Th9 cells influence endogenous immune responses, we analyzed host T cell compartments across lymphoid organs and tumors. The frequencies and absolute numbers of endogenous CD4^+^ T cells showed minimal changes in the spleens, lymph nodes, and tumors (Figure 2, D and E, and Supplemental Figure 1, F–H). In contrast, endogenous CD8^+^ T cells were markedly increased in both frequency and absolute number within the spleens and tumors of EpA-Th9–treated mice (Figure 2, F and G), with a modest frequency increase in lymph nodes despite unchanged total numbers (Supplemental Figure 1I). Moreover, DC frequencies and total counts were significantly elevated in both spleens and lymph nodes of EpA-Th9–treated mice, whereas NK cells increased only in the spleen (Supplemental Figure 1, J–M).

To directly assess the requirement for endogenous CD8^+^ T cells, we utilized β_2_-microglobulin–deficient (β_2_m-KO) mice, which lack functional MHC class I and are therefore devoid of CD8^+^ T cells (32). In this context, the antitumor activity of conventional Th9 cells was preserved, consistent with previous findings that their therapeutic effects are largely CD8^+^ T cell independent (Figure 2H and Supplemental Figure 2A) (15). In contrast, the enhanced antitumor efficacy conferred by EpA-Th9 cells was completely abolished in β_2_m-KO hosts, rendering their effect comparable to that of conventional Th9 cells (Figure 2H). These results demonstrate that the superior tumor control mediated by EpA-Th9 cells is critically dependent on the presence of functional CD8^+^ T cells.

Finally, we examined whether the CD8^+^ T cell–supporting capacity of EpA-Th9 cells could synergize with immune checkpoint blockade (ICB) therapy. B16-OVA tumor-bearing mice were treated with Th9 or EpA-Th9 cells in combination with anti–PD-1 antibody (Supplemental Figure 2B). While conventional Th9 cells conferred no additional benefit in this context, EpA-Th9 cells significantly enhanced the therapeutic response to PD-1 blockade (Figure 2I), further underscoring their capacity to potentiate CD8^+^ T cell–mediated immunity.

Collectively, these data demonstrate that EpA enhances the antitumor activity of Th9 cells by promoting their persistence and licensing of endogenous CD8^+^ T cells.

### EpA promotes the differentiation of cytotoxic Th9 cells with enhanced Th1-like transition in vivo.

To elucidate the molecular mechanisms underlying the CD8^+^ T cell–dependent antitumor activity of EpA-Th9 cells, we performed integrated RNA-seq and transposase-accessible chromatin using sequencing (ATAC-seq) analyses to assess global transcriptional changes and chromatin accessibility. 

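For the RNA-seq, naive CD4+ T cells of C57BL/6J mice were polarized to Th9 cells with 10 ng/mL IL-4 and 1 ng/mL TGF-β in the presence of DMSO (the vehicle), 10 μM EpA, 5 μM fatostatin (an inhibitor of SREBP1), or both compounds. RNA was taken on day 4 from 3 replicates in each of the 4 groups. The paper's methods give 2 μg/mL plate-bound anti-CD3 for the stimulation, whereas the description that accompanies the data gives 5 μg/mL, and both give 1 μg/mL soluble anti-CD28. The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with HISAT2, counted them on genes with featureCounts, and converted the counts to FPKM, which scales them by gene length and library size. The values cover 32051 Ensembl genes in 12 libraries. With gene lengths from a GRCm38 annotation, read counts were recovered as whole numbers for 98.3% to 98.4% of the values of each library. The total to which each library had been scaled, as recovered from the FPKM, was 36607303 to 44375791 reads. Its median was 40860248 for DMSO, 39848195 for EpA, 40507384 for fatostatin, and 41574451 for both compounds. The genes with a length held 36019739 to 43656670 reads. At this depth, 1 read on a gene of 1 kb corresponds to 0.0225 to 0.0273 FPKM. More genes had 2 reads than 1 (medians of 1072.5 and 500.5 per library), as when both mates of a fragment are counted. Numbers of reads may therefore stand for fewer fragments. Differences between groups were tested with limma on log2(FPKM + 0.1) for the 13733 genes with a mean of at least 0.1 FPKM over the 12 libraries, and the p-values were adjusted by the Benjamini-Hochberg method. With 3 replicates against 3, a two-sided exact permutation test of a single gene cannot give a p below 0.1, so genes are reported with limma's adjusted p. ATAC-seq data were not used here.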

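Principal components were computed from the 6 libraries of control Th9 and EpA-Th9 cells over 13725 genes, with each gene centered and scaled to unit variance. PC1 held 45.4% of the variance and PC2 15.1%. On PC1, the 3 control libraries scored from -72.7 to -71.2 and the 3 EpA libraries from 71.1 to 73.7. The share on PC1 moved most when the genes were not scaled, to 31.8%. Across all 12 libraries, PC1 held 31.3% of the variance and separated the libraries with EpA (60.6 to 65.5) from those without it (-65.1 to -60.3). PC2 held 20.9% and separated the libraries with fatostatin (40.4 to 67.6) from those without it (-55.8 to -40.5). Across genes, which are not independent replicates, the log2 values of replicates of the same group correlated with r of 0.985 to 0.988 (12 pairs), and those of control and EpA libraries with r of 0.982 to 0.984 (9 pairs).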

Principal component analysis revealed clear separation of gene expression between EpA-Th9 and control Th9 cells (Supplemental Figure 3A), consistent with widespread transcriptional divergence (Supplemental Figure 3B). 

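Of the 13733 genes tested, 198 were higher and 266 lower in EpA-Th9 cells than in control Th9 cells, at an adjusted p below 0.05 and a fold change of at least 1.5. These thresholds are those of the paper's methods. Without the fold-change threshold, 3759 genes had an adjusted p below 0.05, and 5151 had an unadjusted p below 0.05. Of the 464 genes past both thresholds, 458 showed no overlap between the values of the 3 EpA and the 3 control libraries. Among all genes tested, 42.4% showed no overlap, against 10% by chance. Many of the genes past both thresholds were weakly expressed, and 254 of them (54.7%) had a mean below 1 FPKM over the 12 libraries. A fold-change threshold of 1.2 in place of 1.5 moved the numbers most in genes, to 714 higher and 780 lower, and a pseudocount of 1 in place of 0.1 gave 58 higher and 83 lower.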

Differential expression analysis identified 228 upregulated and 271 downregulated genes upon EpA treatment (Figure 3A). 

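*Il9* (ENSMUSG00000021538, chromosome 13 of GRCm38 from 56479277 to 56482246) had a mean of 54.6 ± 3.38 FPKM (SD, n = 3; 1001 to 1284 reads per library) in control Th9 cells and 640.0 ± 17.5 FPKM (SD, n = 3; 13217 to 14707 reads) in EpA-Th9 cells. Its log2 fold change was 3.55 (SE 0.0566, limma adjusted p = 2.18e-11), and it stayed between 3.502 and 3.591 under 16 alternative settings. *Il13* (ENSMUSG00000020383, chromosome 11 from 53631324 to 53634702) rose from 8.82 ± 0.135 to 15.9 ± 1.87 FPKM (SD, n = 3), a log2 fold change of 0.84 (SE 0.0679, limma adjusted p = 5.17e-06). *Batf* (ENSMUSG00000034266, chromosome 12 from 85686669 to 85709087) rose from 75.5 ± 1.51 to 95.3 ± 1.94 FPKM (SD, n = 3), a log2 fold change of 0.34 (SE 0.0272, limma adjusted p = 5.2e-06), which is below 1.5-fold. For these 3 genes, every EpA library was above every control library. *Il4* (ENSMUSG00000000869, chromosome 11 from 53602982 to 53618669) did not differ by more than the spread between replicates, with 8.71 ± 0.389 and 8.78 ± 0.233 FPKM (SD, n = 3; log2 fold change 0.01, SE 0.0546, limma adjusted p = 0.897). The sign of this change depended on the replicates kept, from -0.02 without replicate 3 of DMSO to 0.05 without replicate 2 of DMSO. *Il5* (ENSMUSG00000036117, chromosome 11 from 53720794 to 53725106) was covered by 33 to 42 reads in control libraries and 39 to 59 in EpA libraries. Its 0.631 ± 0.128 and 0.771 ± 0.135 FPKM (SD, n = 3) overlapped, with a log2 fold change of 0.26 (SE 0.148, limma adjusted p = 0.241). *Spi1* (ENSMUSG00000002111, chromosome 2 from 91082390 to 91115756) was below the minimum mean for testing, with 0 to 4 reads in control libraries (0.0178 ± 0.0182 FPKM, SD, n = 3) and 6 to 18 reads in EpA libraries (0.107 ± 0.0565 FPKM). With all genes above 0 tested, the log2 difference of *Spi1* was 0.79 (limma adjusted p = 0.0254). Of these 6 genes, 5 were tested, 3 had an adjusted p below 0.05 over all genes and 3 when adjusted over the list alone. If the list was chosen on these samples, which the paper's text does not state, the latter count is not independent evidence.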

Notably, canonical Th9 cytokines — *Il9*, *Il4*, *Il5*, and *Il13* — as well as lineage-defining transcription factors, including *Spi1* and *Batf*, were upregulated (Figure 3B). 

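Gene lists were written by hand or by rules on gene symbols and are not the Gene Ontology and KEGG sets named in the paper. The log2 fold changes of each list were compared with those of all other tested genes by limma's camera, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 16 lists. The asthma list held 25 genes for type 2 cytokines, Fc receptor chains, eosinophil granule proteins, and class II antigen presentation, of which 19 were tested. Of these, 14 were higher in EpA-Th9 cells, with a median log2 fold change of 0.26 (limma camera adjusted p = 0.0948). The list contains *Il9*, its largest change. Over 14 alternatives the adjusted p ranged from 2.65e-06 to 0.193. It was lowest with limma's fry, which tests a list without reference to other genes, and was 0.00673 with fgsea, a ranked enrichment, while the other 12 alternatives left it above 0.05.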

GSEA confirmed activation of Th9-associated pathways, including enrichment of asthma-related signatures (Supplemental Figure 3C). Moreover, increased PD-1 expression indicated a more activated phenotype in EpA-Th9 cells (Supplemental Figure 3D).

ATAC-seq analysis revealed that global chromatin accessibility was only modestly affected by EpA (Supplemental Figure 3E). However, locus-specific inspection showed increased accessibility and transcription at the *Il9* locus, while both accessibility and expression of *Ifng* were further reduced — despite already being low in conventional Th9 cells — reinforcing Th9 identity (Figure 3C). 

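*Ifng* (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892) had a mean of 2.203 ± 0.292 FPKM (SD, n = 3; 97 to 143 reads) in control Th9 cells and 1.76 ± 0.334 FPKM (SD, n = 3; 77 to 110 reads) in EpA-Th9 cells, so that the values of the 2 groups overlapped. Its log2 fold change was -0.31 (SE 0.122, limma adjusted p = 0.0812). The result depended on 1 library, because without replicate 1 of EpA the adjusted p from limma was 0.0113, within a range of 0.0113 to 0.272 over 16 alternative settings. The mean level of *Il9* in control cells was well above that of *Ifng*. From the higher transcription and accessibility at the *Il9* locus and the lower values at the *Ifng* locus, the paper concludes that EpA reinforces Th9 identity (Figure 3C).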

Strikingly, EpA-Th9 cells exhibited strong upregulation of cytotoxic effector molecules, including *Tnf*, *Lta*, and *Fasl*, as well as activation of the TNF signaling pathway (Figure 3, D and E, and Supplemental Figure 3F). 

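*Lta* (ENSMUSG00000024402, chromosome 17 from 35203165 to 35205351) rose from 16.2 ± 0.563 FPKM in control Th9 cells to 41.8 ± 0.418 FPKM in EpA-Th9 cells (SD, n = 3), a log2 fold change of 1.36 (SE 0.0481, limma adjusted p = 9.03e-09). *Tnf* (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) rose from 4.10 ± 0.375 to 5.80 ± 0.326 FPKM (SD, n = 3), a log2 fold change of 0.49 (SE 0.0963, limma adjusted p = 0.00281), below 1.5-fold. Both genes lie on the same strand, 1157 bp apart and without shared exons, and for both every EpA library was above every control library. *Fasl* (ENSMUSG00000000817, chromosome 1 from 161780689 to 161788495) had 8.74 ± 1.12 and 9.79 ± 0.387 FPKM (SD, n = 3), a log2 fold change of 0.17 that did not exceed the spread between replicates (SE 0.0785, limma adjusted p = 0.139). Without replicate 2 of DMSO, the adjusted p of *Fasl* from limma was 0.00824, and over 16 alternative settings it ranged up to 0.411. Figure 3D also shows *Tnfsf9*, *Tnfsf14*, and *Tnfsf15*. The log2 fold change was 0.26 for *Tnfsf9* (limma adjusted p = 0.334) and 0.12 for *Tnfsf14* (limma adjusted p = 0.248, or 0.0204 without replicate 1 of DMSO in a range of 0.0204 to 0.712). *Tnfsf15* was below the minimum mean for testing, with 9 to 20 reads per library in control and 10 to 16 in EpA libraries. Of the 5 tested genes of Figure 3D, 2 had an adjusted p below 0.05 over all genes and 2 when adjusted over the list alone, which the study chose on these samples. A hand-written list of 89 TNF signaling genes had 76 tested members, of which 42 were higher, with a median log2 fold change of 0.02 (limma camera adjusted p = 0.293). At an adjusted p below 0.05, 21 of these genes were higher and 12 lower. Over 15 alternatives the adjusted p of the TNF list from limma ranged from 0.000302 with fry to 0.935 with a Reactome set of 9 tested genes, which leaned the other way.

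**Figure D1:**
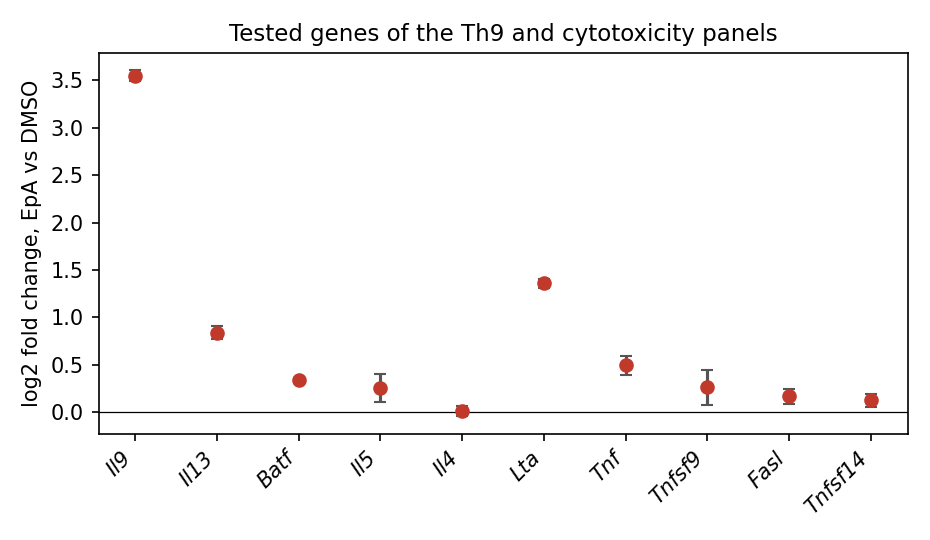
Log2 fold change of each gene between EpA-Th9 and control Th9 cells, as estimated by limma from 3 libraries per group, with bars of 1 SE. The points of *Il9* (3.55), *Lta* (1.36), and *Il13* (0.84) lie highest, and that of *Il4* lies at 0.01.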

TNF-α induction was validated at the protein level (Figure 3F), indicating that EpA promotes a cytotoxic transcriptional program within the Th9 lineage, distinct from conventional Th1 conversion.

Given that Th1 cells are known to potentiate CD8^+^ CTL responses via IFN-γ and TNF-α, but Th9 cells generally lack this capability owing to limited Th1 transition in vivo, we hypothesized that EpA promotes deeper Th1-like differentiation in vivo. Supporting this, analysis of public transcriptomic datasets revealed that Th9 cells, despite displaying heightened TCR signaling signatures (Supplemental Figure 3G), expressed lower levels of cytotoxicity-associated genes and exhibited lower cytotoxic pathways compared with Th1 cells after transfer (Supplemental Figure 3, H–J) (15).

In contrast, adoptively transferred EpA-Th9 cells exhibited markedly increased expression of IFN-γ, TNF-α, and cytolytic molecules, including granzyme B and perforin, in the spleen compared with control Th9 cells (Figure 3G), indicative of enhanced Th1-like effector reprogramming. Within the tumor microenvironment, IFN-γ expression was also elevated in EpA-Th9 cells (Supplemental Figure 4A), whereas TNF-α levels remained unchanged (Supplemental Figure 4B). Notably, the frequency of granzyme B^+^ perforin^+^ EpA-Th9 cells was significantly higher in tumors (Supplemental Figure 4C), suggesting that EpA treatment promotes a cytotoxic effector phenotype.

To further examine whether EpA-Th9 cells influence endogenous T cell functionality, we analyzed the expression of IFN-γ, TNF-α, granzyme B, and perforin in host T cell populations. EpA-Th9 transfer led to a pronounced increase in granzyme B^+^ perforin^+^ CD8^+^ and CD4^+^ T cells in the spleen (Figure 3, H and I), with similar elevations observed within the tumor microenvironment (Supplemental Figure 4, D–I). In addition, both CD8^+^ and CD4^+^ T cells in tumors displayed upregulated TNF-α expression (Supplemental Figure 4E and H), further supporting an enhanced cytotoxic and proinflammatory response, although TNF-α expression in splenic T cells remained unchanged (Figure 3, H and I). Moreover, PD-1 expression was comparable between groups across both donor Th9 and endogenous T cell compartments (Supplemental Figure 4, J–L), indicating that the augmented effector activity induced by EpA occurred independently of changes in T cell exhaustion status.

To evaluate the clinical relevance of the EpA-induced cytotoxic Th9 program, we constructed a gene signature based on the upregulated genes in Figure 3, B and D, and applied it to publicly available datasets of patients with cancer. Patients stratified by high expression of this cytotoxic Th9 signature exhibited significantly improved overall survival across multiple cancer types, including bladder urothelial carcinoma (BLCA), sarcoma (SARC), uterine corpus endometrial carcinoma (UCEC), and melanoma (Figure 3J). Furthermore, patients with melanoma with elevated cytotoxic Th9 signature scores were predicted to derive greater clinical benefit from ICB therapy (Figure 3K). These analyses underscore the potential translational value of cytotoxic Th9 cells in human cancer immunotherapy.

Collectively, these results demonstrate that EpA drives the differentiation of a cytotoxic Th9 subset with enhanced Th1-like features and the capacity to license endogenous CD8^+^ T cell responses, thereby addressing a key limitation of conventional Th9 cells and offering a promising strategy for adoptive T cell therapy.

### EpA enhances the metabolic fitness of Th9 cells.

T cell functionality is intimately linked to its metabolic state, which governs differentiation, persistence, and effector capacity (33–36). 

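A list of 24 genes for glycolytic enzymes and for glucose and lactate transporters had 23 tested members, and 17 of them were higher in EpA-Th9 cells than in control Th9 cells. The median log2 fold change was 0.16 (limma camera adjusted p = 4.16e-07), with 15 genes higher and 1 lower at an adjusted p below 0.05 and 0 past the 1.5-fold threshold. The carbon metabolism list, which shares its glycolytic enzymes with the first list and adds the pentose phosphate pathway and the tricarboxylic acid cycle, had 57 tested members. Of these, 43 were higher, with a median log2 fold change of 0.08 (limma camera adjusted p = 7.37e-07). Over 15 alternatives, the adjusted p of glycolysis was at most 0.034 and that of carbon metabolism at most 0.0514, both with the correlation between genes estimated from the data. In this comparison, 5 of the 16 lists had an adjusted p below 0.05, namely glycolysis, carbon metabolism, mitochondrial ribosome, ribosome biogenesis, and cholesterol biosynthesis. All 5 stayed below 0.05 with fry, and 3 did with the estimated correlation, under which carbon metabolism and the mitochondrial ribosome no longer passed. Of the 10 ways to split the 6 libraries into groups of 3, 4 gave at least as many lists, the real split included.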

GSEA of transcriptomic data revealed significant enrichment of glycolytic and carbon metabolism pathways in EpA-treated Th9 cells (Figure 4A and Supplemental Figure 5A). This transcriptional shift was corroborated by extracellular flux analysis using the Seahorse platform, which demonstrated a marked increase in the extracellular acidification rate (ECAR) — a surrogate marker of glycolytic activity (Figure 4B). Both basal and maximal ECAR levels were significantly elevated in EpA-Th9 cells compared with controls (Figure 4, C and D), indicating enhanced glycolytic flux.

At the molecular level, SLC2A1 expression, which encodes the glucose transporter GLUT1 and is a critical regulator of glucose uptake, was markedly upregulated following EpA treatment (Supplemental Figure 5B), consistent with increased glucose metabolism.

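*Slc2a1* (ENSMUSG00000028645, chromosome 4 of GRCm38 from 119108711 to 119137983) had a mean of 39.6 ± 1.05 FPKM in control Th9 cells and 49.0 ± 0.805 FPKM in EpA-Th9 cells (SD, n = 3). The log2 fold change was 0.31 (SE 0.0265, limma adjusted p = 8.76e-06), below 1.5-fold, and stayed between 0.28 and 0.32 under 16 alternative settings. All 3 EpA libraries, with 6744 to 7408 reads on the gene, had higher FPKM than all 3 control libraries, with 5120 to 6180 reads.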

Mitochondria serve as central hubs for bioenergetic control and are indispensable for sustaining T cell–mediated immune responses (37–41). Correspondingly, GSEA also highlighted upregulation of oxidative phosphorylation–related gene sets in EpA-Th9 cells (Figure 4E). 

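Genes for nuclear-encoded subunits of the respiratory chain and ATP synthase were selected by their symbols. Of the 85 tested, 48 were higher in EpA-Th9 cells and 37 lower, with a median log2 fold change of 0.02 (limma camera adjusted p = 0.542). At an adjusted p below 0.05, 8 of these genes were higher and 5 lower. Of the mitochondrially encoded subunits, 0 were among the tested genes. Over 15 alternatives, the adjusted p of the nuclear-encoded list ranged from 0.274 without replicate 1 of DMSO to 1 with fgsea.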

Seahorse analysis of the oxygen consumption rate (OCR) further revealed higher basal and maximal respiration upon EpA treatment (Figure 4, F–H), reflecting enhanced mitochondrial oxidative capacity.

Moreover, pathway enrichment analysis identified multiple mitochondrial categories, including those involved in translation and ribosomal function (Figure 4I). 

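Among genes for mitochondrial ribosomal proteins (symbols beginning with Mrpl or Mrps), 67 of 77 tested were higher in EpA-Th9 cells, with a median log2 fold change of 0.11 (limma camera adjusted p = 1.06e-08). At an adjusted p below 0.05, 32 of them were higher and 0 lower. In a Reactome set for mitochondrial translation, 75 of 86 genes were higher (limma camera adjusted p = 7.42e-09). With the correlation between genes estimated from the data, the adjusted p of the mitochondrial ribosome list was 0.125, the highest of 15 alternatives whose lowest was 1.77e-09 without replicate 1 of DMSO. The genes of the cytosolic ribosome biogenesis list moved in the same direction, and 48 of 48 were higher with a median log2 fold change of 0.19 (limma camera adjusted p = 4.67e-20). For each of these lists, no gene reached 1.5-fold.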

Transmission electron microscopy directly confirmed an increased number and diameter of mitochondria in EpA-treated Th9 cells (Figure 4, J and K). Consistently, intracellular ATP levels were significantly elevated in EpA-Th9 cells (Figure 4L). Moreover, assessments of mitochondrial quality and functionality demonstrated elevated mitochondrial membrane potential and improved mitochondrial integrity in the EpA-Th9 group (Figure 4, M and N).

Collectively, these results demonstrate that EpA markedly enhances the metabolic fitness of Th9 cells by promoting both glycolytic and oxidative metabolism.

### EpA targets ZAP70 to amplify TCR-MEK-ERK signaling.

To identify the molecular target of EpA in Th9 cells, we synthesized a biotin-conjugated EpA derivative and performed affinity purification using streptavidin-conjugated magnetic beads, followed by mass spectrometry analysis (Supplemental Figure 6 and Supplemental Figure 7A). Among the proteins specifically enriched by EpA pulldown, ZAP70 emerged as a top candidate based on both mass spectrometric abundance and high-affinity scores from molecular docking simulations (Figure 5A, Supplemental Figure 7B, and Supplemental Table 3), suggesting it as a primary target within the TCR signaling cascade (42).

In silico molecular docking confirmed strong binding between EpA and the kinase domain of ZAP70 (Figure 5B), and this interaction was experimentally validated by cellular thermal shift assay (CETSA), which showed increased thermal stability of ZAP70 in the presence of EpA, particularly in the 49°C–55°C range (Figure 5, C and D). These results strongly support direct binding of EpA to ZAP70.

To determine the functional consequence of this interaction, we evaluated ZAP70 phosphorylation in naive CD4^+^ T cells activated under Th9-polarizing conditions. EpA treatment significantly enhanced ZAP70 phosphorylation at 30 minutes after activation (Figure 5E), indicating potentiation of proximal TCR signaling. 

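Gene families whose products bind calcium ions, among them the S100 proteins, calmodulins, annexins, synaptotagmins, cadherins, and calpains, were selected by symbol. Of 194 such genes, 59 were tested, and 25 of these were higher in EpA-Th9 cells than in control Th9 cells and 34 lower. The median log2 fold change was -0.03 and the list did not differ from the other tested genes (limma camera adjusted p = 0.542). Over 14 alternatives the adjusted p ranged from 0.271 to 0.734. This list is not the Gene Ontology set of Supplemental Figure 7C.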

Transcriptomic data also revealed enrichment of calcium ion–binding gene sets, consistent with activated TCR downstream signaling (Supplemental Figure 7C) (42).

ZAP70 is known to phosphorylate LAT, initiating TCR signalosome formation and triggering downstream pathways such as NF-κB, PI3K/AKT, and MAPK/ERK (42). 

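Feedback regulators and transcriptional targets of ERK, such as *Dusp4*, *Dusp5*, *Dusp6*, *Spry1*, *Spred1*, *Egr1*, *Egr2*, *Fosl1*, and *Etv5*, formed a list of 19 genes, of which 18 were tested. In EpA-Th9 cells, 7 were higher and 11 lower than in control Th9 cells, with a median log2 fold change of -0.12 (limma camera adjusted p = 0.542). Past an adjusted p of 0.05, 4 genes were higher and 6 lower. The adjusted p ranged, over 15 alternatives, from 0.0321 with limma's fry, which called the list lower, to 0.962 among genes with a mean of at least 1 FPKM. These values concern transcripts and not the phosphorylation of MEK and ERK.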

GSEA analysis indicated activation of the MAPK/ERK pathway (Figure 5F), which was confirmed by Western blot showing increased phosphorylation of MEK and ERK (Figure 5G) but not of AKT or NF-κB components (Supplemental Figure 7D). Given the key role of mTOR signaling downstream of TCR activation, we next examined mTOR activity. Both total and phosphorylated mTOR levels remained unchanged in EpA-treated Th9 cells (Supplemental Figure 7D), and GSEA similarly showed no enrichment of mTOR-related gene sets (Supplemental Figure 7E). Collectively, these results indicate that EpA specifically activates the MEK-ERK branch of TCR signaling without engaging the AKT, NF-κB, or mTOR pathways.

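A list of 57 tested genes for the mTOR complexes, their upstream regulators, and their translational targets showed 33 genes higher and 24 lower in EpA-Th9 cells. The median log2 fold change was 0.03 (limma camera adjusted p = 0.596). At an adjusted p below 0.05, 10 genes were higher and 11 lower. Over 15 alternatives the adjusted p of the list ranged from 0.0274 with limma's fry to 1 with fgsea, and a Reactome set of 25 tested genes pointed lower with an adjusted p from limma's camera of 0.866.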

To assess the functional role of MEK-ERK signaling in EpA-Th9 polarization, we treated differentiating T cells with pharmacological inhibitors of MEK (trametinib) and ERK (temuterkib). Both inhibitors almost completely abrogated IL-9 production, and EpA was unable to restore it (Figure 5H), indicating that Th9 cell differentiation is MEK-ERK–dependent. Similarly, expression of TNF-α and activation markers CD69 and PD-1 were significantly reduced upon MEK/ERK blockade, even in the presence of EpA (Figure 5, I–K).

Interestingly, pharmacological inhibition of MEK/ERK signaling resulted in a paradoxical increase in mitochondrial membrane potential in EpA-treated Th9 cells (Figure 5L), indicating that this aspect of mitochondrial enhancement is independent of the ZAP70-MEK-ERK axis. While activation of this pathway promotes Th9 cell differentiation and effector function, it may concurrently impose constraints on mitochondrial biogenesis or activity. These findings suggest that EpA exerts its full immunometabolic effects through additional, yet unidentified, signaling mechanisms that cooperate with ZAP70-ERK activation to support Th9 cell metabolic fitness.

### SREBP1 is an additional functional target of EpA and regulates Th9 cell differentiation and mitochondrial fitness.

To uncover additional molecular targets of EpA, we examined RNA-seq data alongside relevant metabolic pathways. 

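Lipid genes were tested as 4 lists, for fatty acid synthesis, cholesterol, sphingolipids, and glycerophospholipids. Of 19 genes for fatty acid synthesis and other SREBP1 targets, 13 were higher in EpA-Th9 cells than in control Th9 cells and 6 lower, with a median log2 fold change of 0.12 (limma camera adjusted p = 0.6). At an adjusted p below 0.05, 4 of these genes were higher and 5 lower. Over 15 alternatives the adjusted p ranged from 0.296 to 0.955 with limma's fry, which pointed lower. Among them, *Fasn* rose from 35.3 ± 0.0801 to 38.7 ± 0.0483 FPKM (SD, n = 3; log2 fold change 0.13, limma adjusted p = 0.0002). *Scd1* fell from 243 ± 2.43 to 226 ± 3.08 FPKM (SD, n = 3; log2 fold change -0.11, limma adjusted p = 0.00129). *Scd2* did not differ (limma adjusted p = 0.913), and the sign of its change depended on which replicates were kept. Cholesterol biosynthesis genes were higher in 17 of 24 cases, with a median log2 fold change of 0.08 (limma camera adjusted p = 0.0035). Over 15 alternatives its adjusted p ranged from 2.65e-06 to 0.113, of which only that of fgsea was above 0.05. For sphingolipid biosynthesis, 19 of 25 genes were lower, with a median log2 fold change of -0.04 (limma camera adjusted p = 0.0939). Over 15 alternatives the adjusted p of the sphingolipid list from limma ranged from 2.9e-05 with fry to 0.935 with a Reactome set of 24 tested genes, which pointed the other way, and fgsea gave 0.0247. The glycerophospholipid genes divided into 21 higher and 15 lower (median log2 fold change 0.04, limma camera adjusted p = 0.739). For the glycerophospholipid genes, fry, fgsea, and the Reactome set pointed lower, with an adjusted p of up to 0.955.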

Notably, multiple lipid-related pathways were markedly downregulated after EpA treatment (Figure 6A). 

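Transport genes were covered by 2 lists. For intracellular sterol transport and transfer, which includes the NPC, StARD, OSBP, and GRAMD1 proteins, 16 of 24 tested genes were lower in EpA-Th9 cells than in control Th9 cells, with a median log2 fold change of -0.07 (limma camera adjusted p = 0.0948). Over 14 alternatives the adjusted p ranged from 0.000291 with limma's fry to 0.623 with fgsea. For long-chain fatty acid transport, which includes the FATP, FABP, ACSL, and CPT proteins, 12 of 18 tested genes were higher, with a median log2 fold change of 0.08 (limma camera adjusted p = 0.533). Its adjusted p over the alternatives had the same highest value and was lowest, at 0.0275, with limma's fry.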

Downregulation trends were also observed for pathways related to long-chain fatty acid transport, intracellular sterol transport, and sterol transfer activity, though statistical significance was not reached (Supplemental Figure 8, A–C). Given recent reports that fatty acid biosynthesis restrains Th9 cell differentiation (43), we hypothesized that EpA enhances Th9 function, in part, by repressing lipid synthesis to improve metabolic fitness.

To explore this, we conducted untargeted lipidomic profiling of EpA-treated and control Th9 cells. EpA-Th9 cells exhibited a global reduction in lipid species, corroborating transcriptomic findings (Figure 6B). We next focused on transcription factors known to regulate lipid biosynthesis (44) — ChREBP, SREBP1, USF1, and LXR-α — and evaluated their potential interaction with EpA via in silico docking analysis (Figure 6C and Supplemental Figure 8, D–F). Among these, SREBP1 showed the second highest binding affinity but the most abundantly expressed, identifying it as the most likely regulatory target (Supplemental Table 4). This prediction was validated using CETSA, which revealed enhanced thermal stability of SREBP1 in the presence of EpA, indicating a direct binding interaction (Figure 6, D and E).

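In control Th9 cells, *Srebf1*, which encodes SREBP1 (ENSMUSG00000020538, chromosome 11 of GRCm38 from 60199089 to 60222581), had a mean of 37.3 ± 0.835 FPKM (SD, n = 3). *Usf1* (ENSMUSG00000026641, chromosome 1 from 171411313 to 171419142) had 13.0 ± 0.811 FPKM, and *Nr1h3*, which encodes LXR-α (ENSMUSG00000002108, chromosome 2 from 91184061 to 91202834), 0.176 ± 0.027 FPKM (SD, n = 3). *Mlxipl*, which encodes ChREBP (ENSMUSG00000005373, chromosome 5 from 135089890 to 135138382), had 0.0192 ± 0.0101 FPKM (SD, n = 3), a level that rests on 2 to 7 reads per library. The order of these means exceeds the spread between replicates. With EpA, neither *Usf1* (limma adjusted p = 0.876) nor *Nr1h3* (limma adjusted p = 0.866) changed by more than that spread, and the sign of both changes depended on which replicates were kept. The docking energies were not analyzed here.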

To assess the relationship between SREBP1 and Th9 cell differentiation, we performed weighted gene coexpression network analysis (WGCNA) of our RNA-seq data, which could be partitioned into 7 gene modules (Figure 6F). 

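The coexpression network was built from the 5000 most variable genes with a mean of at least 1 FPKM over the 12 libraries, as an unsigned network with a power of 9, whose tree was divided into 7 modules of 346 to 1315 genes. The number of genes and the power are choices made here, because the paper's text does not state them. The first principal component of each module, its eigengene, was then correlated with *Il9* and with *Srebf1* across all 12 libraries. For 7 of 7 modules, both correlations had opposite signs. All 4 modules with a positive sign for *Il9* had a negative sign for *Srebf1*. Since *Il9* and *Srebf1* are themselves anticorrelated across these libraries, opposite signs largely restate that relation and are not a separate test of it. *Il9* and *Srebf1* fell into the same module, of 768 genes. They fell into different modules after centering on the means of the libraries with and without EpA, without replicate 3 of EpA, and without replicate 1, 2, or 3 of fatostatin alone. The number of modules with opposite signs was 6 with a power of 6, 7 with 2000 genes, and 7 after centering on the means of the libraries with and without EpA. With average linkage it was 6, but 4969 genes then formed 1 module. Leaving out 1 library at a time gave 5 to 7 such modules, with 5 without replicate 3 of EpA. No value of r or p is given, since the libraries form clusters by treatment.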

We analyzed the correlations between *Il9*, *Srebf1*, and the 7 modules and found that the modules positively correlated with *Il9* were negatively correlated with *Srebf1* (Figure 6G). The correlation analysis also suggested a potential negative correlation between *Il9* and *Srebf1* (Figure 6H).

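Because EpA separates the 12 libraries into clusters, no pooled correlation is given, and the relation was tested within the 6 libraries without EpA and the 6 with EpA. Without EpA, log2 values of *Il9* and *Srebf1* correlated with Pearson's r of -0.95 (two-sided exact permutation p = 0.00972, adjusted for the 2 tests 0.0194) and Spearman's rho of -0.943 (exact permutation p = 0.0167, adjusted 0.0334). With EpA, r was -0.917 (exact permutation p = 0.05, adjusted 0.05) and rho was -0.714 (exact permutation p = 0.136, adjusted 0.136). Without the 2 libraries farthest from the median of *Il9*, r was -0.853 in the 4 remaining libraries without EpA (exact permutation p = 0.167) and -0.972 in those with EpA (exact permutation p = 0.333). With 4 libraries there are 24 pairings, so that this exact p for r cannot fall below 0.0417, and it says little about the relation. Within each set of 6 libraries, 3 had received fatostatin, which moves both genes, so that these values of r include its effect. When the 12 values were centered on the means of the 4 groups and permuted within groups (1296 pairings), r was -0.611 (exact permutation p = 0.123) and rho -0.615 (exact permutation p = 0.109). With the treatments thus removed, the relation did not pass 0.05.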

To functionally validate SREBP1 as a mediator of EpA’s immunometabolic effects, we first employed fatostatin, a well-characterized pharmacological inhibitor of SREBP1. Inhibition of SREBP1 alone significantly upregulated IL-9 production in Th9 cells, and this effect was further enhanced when combined with EpA (Figure 7A). Consistently, *Il9* transcript levels showed a similar trend (Figure 7B). TNF-α production and CD69 expression were also elevated in the combination group, suggesting amplified effector activation (Figure 7, C and D). While PD-1 expression was not further increased in EpA-Th9 cells treated with fatostatin, fatostatin alone induced PD-1 upregulation in control Th9 cells (Figure 7E), indicating distinct regulatory effects depending on the activation context.

Strikingly, mitochondrial membrane potential was further augmented in EpA-Th9 cells upon SREBP1 inhibition (Figure 7F), indicating additive effects on mitochondrial fitness. This was accompanied by reduced expression of *Srebp1* as well as *Fads1*, a key enzyme in the synthesis of long-chain polyunsaturated fatty acids, reinforcing the inhibition of lipid anabolic programs (Supplemental Figure 8, G and H) (45). 

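*Srebf1*, the mouse gene that encodes SREBP1, had a mean of 30.9 ± 0.504 FPKM with EpA, 34.2 ± 0.645 FPKM with fatostatin, and 29.1 ± 0.336 FPKM with both compounds (SD, n = 3). The log2 fold change was -0.27 for EpA against DMSO (SE 0.0231, limma adjusted p = 7.63e-06) and -0.12 for fatostatin against DMSO (SE 0.0231, limma adjusted p = 0.00391). Fatostatin added to EpA lowered *Srebf1* by a smaller amount (log2 fold change -0.09, limma adjusted p = 0.0228), and this last result was above 0.05 in 4 of the 6 fits that left out 1 library, up to 0.0869 without replicate 1 of EpA. *Fads1* (ENSMUSG00000010663, chromosome 19 from 10182888 to 10196877) had 15.2 ± 0.0874 FPKM with DMSO, 14.1 ± 0.146 FPKM with EpA, 13.7 ± 0.482 FPKM with fatostatin, and 12.9 ± 0.0781 FPKM with both (SD, n = 3). Its log2 fold changes were -0.11 for EpA (limma adjusted p = 0.012), -0.15 for fatostatin (limma adjusted p = 0.00303), and -0.13 for fatostatin added to EpA (limma adjusted p = 0.00809). None of these changes reached 1.5-fold. The difference between the effects of EpA with and without fatostatin was 0.04 for *Srebf1* (limma adjusted p = 0.869) and 0.02 for *Fads1* (limma adjusted p = 0.939).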

To assess the global transcriptional consequences of SREBP1 inhibition in combination with EpA, RNA-seq analysis was performed on 4 groups (vehicle control, EpA, fatostatin, and EpA and fatostatin). 

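Fatostatin alone raised 186 genes and lowered 69 against DMSO, and fatostatin added to EpA raised 207 and lowered 66 against EpA, at the thresholds used for EpA. Both comparisons shared 151 of these genes, all in the same direction. EpA in the presence of fatostatin raised 259 genes and lowered 256. In a fit that took fatostatin as an additive term, 6 libraries with EpA against 6 without it, 220 genes were higher and 267 lower. A test of whether the effect of EpA differed with and without fatostatin gave 6 genes at an adjusted p below 0.05 (*Nr4a3*, *Neat1*, *Rara*, *Cpox*, *Cldnd1*, and *Cdkn1a*), 0 of them past 1.5-fold, and 1083 genes at an unadjusted p below 0.05. These 6 genes were not among those fixed in advance. Of the 12 fits that left out 1 library, 10 gave 0 such genes with 940 to 1144 genes at an unadjusted p below 0.05, and those without replicate 1 of EpA and without replicate 1 of fatostatin alone gave 2 each. *Il9* had a mean of 66.5 ± 5.22 FPKM with fatostatin (SD, n = 3) and 821 ± 29.7 FPKM with both compounds (SD, n = 3). Its log2 fold change was 0.28 for fatostatin against DMSO (limma adjusted p = 0.00652) and 0.36 for fatostatin added to EpA (limma adjusted p = 0.00132), and the difference between the effects of EpA with and without fatostatin was 0.08 (limma adjusted p = 0.892).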

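The 13733 tested genes were grouped by k-means on the z-scores of their 4 group means (vehicle, EpA, fatostatin, and EpA and fatostatin), with 6 clusters and the best of 50 starts. The clusters held 768 to 3234 genes. The paper gives the number of clusters and names the ClusterGVis package, and the legend of Figure 7 speaks of hierarchical clustering. K-means and the number of starts are choices made here. All group means entered with equal weight, so that genes whose groups differ by no more than the replicates were also placed in a cluster.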

Gene clustering analysis revealed 6 distinct gene expression modules (Figure 7G). EpA treatment notably upregulated genes within cluster 2, which were further enhanced by fatostatin. This cluster was enriched for genes involved in calcium ion transport, glycolysis, oxidative phosphorylation, and ERK signaling — pathways critical for T cell effector function and metabolic activation. In contrast, genes involved in lipid biosynthesis were enriched in cluster, were progressively downregulated by EpA, and were further suppressed by fatostatin, indicating concerted repression of lipogenic programs.

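The cluster that contains *Il9* held 3234 genes (23.5% of those clustered). Its mean z-score was -0.789 with DMSO, 0.647 with EpA, -0.76 with fatostatin, and 0.902 with both compounds. The size of the cluster moved most when only genes with a mean of at least 1 FPKM were clustered, to 1875 genes. It was 2421 with 8 clusters and 2590 with fuzzy c-means.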

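Lists of genes were compared with the *Il9* cluster by two-sided Fisher's exact tests against all clustered genes, adjusted over 32 tests. Of 23 glycolysis genes, 15 lay in the cluster (65.2%, Fisher's exact adjusted p = 0.000281). By the same exact test, the share was 22 of 85 for oxidative phosphorylation (25.9%, adjusted p = 0.886), 12 of 59 for calcium ion binding families (20.3%, adjusted p = 0.899), and 4 of 18 for ERK feedback and target genes (22.2%, adjusted p = 1). The cluster also held 40 of 48 ribosome biogenesis genes (83.3%, exact test adjusted p = 9.63e-17), 28 of 57 carbon metabolism genes (49.1%, adjusted p = 0.000281), and 32 of 77 mitochondrial ribosomal protein genes (41.6%, adjusted p = 0.00261).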

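The legend of Figure 7 assigns lipid biosynthesis to cluster 6. Cluster numbers do not carry over between runs, and the cluster that contains *Srebf1* is reported here. It held 2342 genes (17.1% of those clustered), with a mean z-score of 1.06 with DMSO, -0.143 with EpA, 0.156 with fatostatin, and -1.07 with both compounds. By two-sided Fisher's exact tests, it held 4 of 19 genes for fatty acid synthesis and SREBP1 targets (21.1%, adjusted p = 0.84), 3 of 24 cholesterol biosynthesis genes (12.5%, adjusted p = 0.964), 6 of 36 glycerophospholipid genes (16.7%, adjusted p = 1), and 9 of 25 sphingolipid genes (36%, adjusted p = 0.125). The paper concludes that EpA and fatostatin act in concert to repress lipogenic programs. It draws this from the enrichment of lipid genes in its own cluster and the fall of that cluster with each compound. Besides the clustering, it reports lower *Srebf1* and *Fads1* transcripts and, for EpA, a broad fall of lipid species by lipidomics (Figure 6B).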

Consistent with these findings, supplementation with oleic acid (OA), a downstream product of fatty acid biosynthesis (Supplemental Figure 8, I and J), reinforced the notion that lipid accumulation antagonizes Th9 polarization. Furthermore, SREBP1 overexpression markedly suppressed the EpA-induced increases in IL-9 and TNF-α at both the mRNA and protein levels (Figure 7, H and I, and Supplemental Figure 8, K–N) and abolished the EpA-induced enhancements in mitochondrial membrane potential (Figure 7J).

Together, these findings establish SREBP1 as a direct functional target of EpA. By repressing SREBP1 activity, EpA alleviates lipid-mediated metabolic burden, redirects biosynthetic flux toward oxidative metabolism, and stabilizes Th9 identity and mitochondrial fitness. This lipid-signaling axis works in concert with TCR-ZAP70-ERK activation to endow Th9 cells with a metabolically optimal, cytotoxic phenotype well-suited for adoptive immunotherapy.

### EpA promotes human Th9 cell differentiation and enhances tumor therapeutic efficacy.

To assess the translational relevance of EpA, we evaluated its effects on human Th9 cell differentiation. Naive CD4^+^ T cells isolated from peripheral blood were cultured under Th9-polarizing conditions in the presence or absence of EpA. As previously reported, IL-9 production declined between day 5 and day 6 of culture (46); however, EpA-treated cells maintained significantly elevated IL-9 expression throughout this period (Figure 8, A and B). Correspondingly, EpA upregulated *IL9* and the Th9 lineage–defining transcription factors *IRF4* and *SPI1* at the mRNA level (Figure 8C). EpA also enhanced the metabolic profile of human Th9 cells, as shown by increased mitochondrial membrane potential, and ATP production (Figure 8, D and E), indicating improved metabolic fitness — an essential feature for sustained T cell function in adoptive immunotherapy. Similar to murine EpA-Th9 cells, human EpA-Th9 cells exhibited increased phosphorylation of ZAP70 and higher TNF-α expression (Figure 8, F and G). Furthermore, treatment with the SREBP1 inhibitor fatostatin further augmented IL-9 production and mitochondrial membrane potential in EpA-Th9 cells during polarization (Supplemental Figure 9, A and B). Collectively, these findings demonstrate that EpA promotes the generation of metabolically active and functionally competent Th9 cells in humans, consistent with its effects in mouse Th9 cells.

Given the clinical success of chimeric antigen receptor (CAR) T cell therapy, we next investigated whether EpA could enhance the performance of human Th9 CAR T cells. CD4^+^ Th9 cells were engineered to express a CD19-targeting CAR and treated with EpA during polarization (Supplemental Figure 9C). EpA-treated Th9 CAR T cells exhibited increased IL-9 production (Supplemental Figure 9, D and E), alongside elevated mitochondrial potential and ATP output (Supplemental Figure 9, F and G). Functionally, these cells demonstrated significantly greater cytotoxicity against Raji lymphoma cells in vitro (Figure 8H).

To evaluate antitumor activity in vivo, Raji-luciferase tumor cells were injected intravenously into NSG mice, followed by treatment with control or EpA-Th9 CAR T cells (Figure 8I). EpA-Th9 CAR T cell–treated mice showed markedly reduced tumor burden and significantly prolonged survival (Figure 8, J–L). Moreover, granzyme B levels were elevated in EpA-treated CAR T cells after transfer, indicating enhanced cytolytic function in vivo (Supplemental Figure 9, H and I). 

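Figure 8M lists *Il9*, *H19*, *Fbxl21*, *Myh11*, *Lhx6*, *Rab27b*, *C1s1*, *Hao1*, *Ccdc159*, and *Il1rn*. In the mouse RNA-seq of EpA-Th9 and control Th9 cells on day 4, *Il9* ranked 2 and *Ccdc159* ranked 107 by log2 fold change among the 13733 tested genes, with *Fbxl21* (11), *Il1rn* (14), *Lhx6* (26), *Myh11* (27), *H19* (40), and *Hao1* (75) between them. *Rab27b* and *C1s1* were below the minimum mean for testing. The added 0.1 FPKM shrinks the fold changes of weakly expressed genes. By the ratio of the group means without it, a ranking chosen after seeing the data, the 10 genes ran from 11.7 for *Il9* to 4.35 for *Il1rn*, in the paper's order apart from *H19* with *Fbxl21* and *Rab27b* with *C1s1*, which trade places. Apart from *Il9* and *Il1rn*, the genes had means below 1 FPKM in both groups. *Il1rn* (ENSMUSG00000026981) rose from 0.604 ± 0.062 to 2.63 ± 0.218 FPKM (SD, n = 3; log2 fold change 1.96, limma adjusted p = 5.14e-08). *Fbxl21* (ENSMUSG00000035509), which lies 40225 bp from *Il9* on chromosome 13, rose from 0.124 ± 0.067 to 0.892 ± 0.114 FPKM (SD, n = 3; log2 fold change 2.18, limma adjusted p = 2.33e-05). The log2 fold changes of *Lhx6*, *Myh11*, *H19*, and *Ccdc159* were 1.68, 1.65, 1.45, and 1.01, with adjusted p from limma of 5.12e-05, 6.81e-05, 0.00185, and 0.0131, and that of *Ccdc159* was 0.0538 without replicate 3 of EpA. *Hao1* had a log2 fold change of 1.15 (limma adjusted p = 0.0551), which passed 0.05 under 4 of 15 alternative settings in a range of 0.0162 to 0.203. *Rab27b* had 0 to 8 reads per library in control and 14 to 24 in EpA libraries, and *C1s1* had 2 to 8 and 18 to 22. For all 10 genes, every EpA library was above every control library. Of the 8 tested, 7 had an adjusted p below 0.05 over all genes and 8 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples.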

To further assess the clinical relevance of EpA-Th9–associated transcriptional changes, the top 10 most upregulated genes in EpA-Th9 cells were defined as constituting an EpA-Th9 gene signature. Kaplan-Meier survival analysis using The Cancer Genome Atlas (TCGA) dataset revealed that patients with higher expression of the EpA-Th9 signature exhibited improved overall survival in breast cancer (BRCA), liver hepatocellular carcinoma (LIHC), and SARC (Figure 8M), supporting the translational potential of EpA-enhanced Th9 cell therapy.

Collectively, these results demonstrate that EpA promotes the differentiation and metabolic activation of human Th9 cells and substantially improves the antitumor efficacy of Th9 CAR T cells both in vitro and in vivo.

## Discussion

Natural products remain a foundational source of immunomodulatory agents, and medicinal fungi such as *G*. *lucidum* have long been recognized for their immune-enhancing properties (17, 47). However, practical limitations, including slow cultivation, inconsistent compound yields, and complex extraction procedures, have hindered their clinical translation. In contrast, endophytic fungi that reside within medicinal plants or fungi offer a scalable and chemically diverse alternative, capable of producing structurally distinct bioactive metabolites under defined culture conditions (18, 27, 48, 49). While endophyte-derived cyclopeptides such as cyclosporine A have been historically utilized as immunosuppressants, their capacity to enhance T cell–mediated immunity has remained underexplored (50).

Here, we identify EpA, a cyclic peptide from *Trichoderma sp*. associated with *G*. *lucidum*, as a first-in-class immunoenhancing reagent that reprograms Th9 cells through dual modulation of TCR signaling and lipid metabolism. Th9 cells are metabolically resilient, stem-like CD4^+^ T cells with long-term persistence and superior tumor control, making them attractive candidates for ACT (12, 14–16). However, their low intrinsic cytotoxicity and limited ability to orchestrate CD8^+^ T cell responses pose key challenges. Previous studies have shown that Th9 cells function largely independently of CD8^+^ T cells in tumor models, a feature attributed to their type II cytokine dominance and partial Th1-like conversion in vivo (15). In contrast, EpA-Th9 cells acquired a distinct, cytotoxic phenotype, expressing IFN-γ, TNF-α, granzyme B, and perforin after adoptive transfer. Critically, EpA-Th9 cells mediate tumor regression in a CD8^+^ T cell–dependent manner, indicating a functional reorientation toward broader cytotoxic coordination. This CD8-licensing function is reminiscent of Th1 cells and suggests that EpA enhances Th9-mediated antitumor immunity not only through intrinsic effector programs, but also via extrinsic activation of CD8^+^ T cells through enhanced cytokine production, antigen presentation, and chemokine secretion.

At the mechanistic level, this reprogramming is driven by EpA’s dual targeting of ZAP70 and SREBP1, two critical regulators of T cell activation and metabolic adaptation. EpA promotes ZAP70 phosphorylation and activates the downstream MEK-ERK signaling axis, a pathway indispensable for Th9 polarization and IL-9 production. This is consistent with prior findings that the MEK-ERK cascade supports T cell activation, effector differentiation, and cytokine expression (51, 52). However, sustained ERK activation has also been implicated in T cell exhaustion and impaired mitochondrial integrity (52). Indeed, pharmacologic ERK inhibition in our system increased mitochondrial membrane potential, revealing an apparent contradiction.

Despite activating ERK signaling, EpA-treated Th9 cells retained superior mitochondrial mass, membrane potential, and ATP production, suggesting the involvement of a parallel pathway that supports mitochondrial fitness. Transcriptomic and biochemical analyzes revealed SREBP1, a master regulator of de novo lipogenesis, as a second direct target of EpA. SREBP1 plays a context-dependent role in T cell immunity: it is essential for the metabolic reprogramming of CD8^+^ T cells during activation, coordinating lipid biosynthesis with glycolytic and oxidative metabolism, though it does not directly affect mitochondrial mass in these cells (53). In Tregs, SREBP1 supports suppressive function within the tumor microenvironment by maintaining lipid-anabolic programs; however, SREBP1 deficiency in this context does not markedly alter mitochondrial mass, membrane potential, or reactive oxygen species production (54). Notably, SREBP1-driven lipogenesis consumes key metabolic intermediates, such as acetyl-CoA and NADPH, which are also essential substrates for mitochondrial oxidative phosphorylation (55). Moreover, lipid intermediates like malonyl-CoA inhibit fatty acid oxidation and promote endoplasmic reticulum stress, both of which can compromise mitochondrial function.

Although ZAP70-ERK signaling and SREBP1-mediated lipid synthesis were initially analyzed separately, our findings and previous reports indicate that they are mechanistically interconnected. Activation of the ZAP70-ERK pathway promotes transcription of Th9-defining factors such as IRF4 and BATF, thereby driving IL-9 expression and cytotoxic programming. However, excessive ERK activity can impose metabolic stress by upregulating SREBP1 and its downstream lipogenic genes (FASN, SCD) (56, 57), leading to lipid accumulation and mitochondrial dysfunction. Consistently, EpA-induced ERK activation alone reduced mitochondrial potential, whereas concurrent SREBP1 inhibition restored oxidative capacity and ATP production, suggesting a compensatory interplay between these pathways. Given that ERK phosphorylates and stabilizes SREBP1 (58–60), EpA likely fine-tunes ERK signaling to promote Th9 lineage commitment while concurrently restraining SREBP1 activity to preserve mitochondrial integrity. This coordinated signaling–metabolic crosstalk allows Th9 cells to maintain balanced activation and metabolic resilience, thereby sustaining durable cytotoxicity and enhancing cooperation with CD8^+^ T cells in tumor immunity. Collectively, these findings illustrate a broader immunometabolic principle: optimal T cell functionality arises not from dominance of a single pathway, but from the integrated tuning of signaling and metabolic networks.

The translational relevance of this dual-pathway strategy was validated in human T cells. EpA enhanced IL-9 expression, mitochondrial function, and Th9 polarization in primary human CD4^+^ T cells. Moreover, EpA markedly boosted the in vivo efficacy of human Th9 CAR T cells in a xenograft lymphoma model. These results demonstrate that EpA can serve not only as a Th9-differentiating agent, but also as a pharmacologic enhancer for CAR-based therapies.

In summary, we identify EpA as a valuable cyclic peptide that reprograms Th9 cells through cooperative modulation of TCR signaling and lipid metabolism. This dual mechanism supports both cytotoxic function and CD8^+^ T cell–dependent antitumor immunity, addressing key limitations of conventional Th9-based ACT. More broadly, our study illustrates how pharmacologic integration of immune signaling and metabolism can unlock latent potential within Th9 cells, offering a powerful strategy to enhance the efficacy of cellular immunotherapies.

## Methods

### Sex as a biological variable.

Human and mouse studies included both sexes; however, sex was not analyzed as a biological variable.

### Isolation and identification of endophytic fungi.

Detailed procedures for endophytic fungi isolation and identification, chemical experimental methods, extraction and isolation (including purification of EpA), and synthesis of the EpA-biotin molecular probe are described in Supplemental Methods.

### Mice and cell lines.

C57BL/6 mice were housed in specific pathogen–free conditions at the Laboratory Animal Center of Southern Medical University. M-NSG mice (catalog NM-NSG-001) were obtained from the Shanghai Model Organisms Center. OT-II transgenic mice [C57BL/6-Tg(TcraTcrb)425Cbn/J] and CD45.1 congenic mice (B6.SJL-Ptprca Pepcb/BoyJ) were provided by Bing Sun at the Chinese Academy of Sciences Center for Excellence in Molecular Cell Science, Shanghai, China, while β2m-KO (B6.129P2-B2mtm1Unc/DcrJ) mice were a gift from Mei Jiang at Shanghai General Hospital, Shanghai, China. All mice used in experiments were sex and age matched (6–8 weeks old).

B16 cells were purchased from ATCC, and Raji-CD19 cells were provided by Gang Xue at Suzhou Institute of Systems Medicine, Chinese Academy of Medical Sciences, Suzhou, China. B16-OVA cells were generated by viral transduction. B16, B16-OVA, and HEK293T cells were cultured in DMEM (ServiceBio, catalog G4511) supplemented with 10% heat-inactivated FBS (ExCell, catalog FSP500) and 100 U/mL penicillin-streptomycin (Gibco, Thermo Fisher Scientific, catalog 15140122). Raji-CD19 cells were maintained in RPMI-1640 medium (Gibco, catalog C11875500BT) under identical supplementation conditions.

### In vitro polarization of Th9, Th1, Th2, and Th17 cells and Tregs.

Naive CD4^+^ T cells were isolated from the spleens of C57BL/6J or CD45.1^+^ OT-II mice using the MojoSort Mouse CD4 Naive T Cell Isolation Kit (BioLegend, catalog 480040), following the manufacturer’s protocol. Purified cells were cultured in RPMI-1640 medium supplemented with 10% FBS, 1% penicillin-streptomycin, and 0.1% β-mercaptoethanol (Gibco, catalog 21985023).

T cell polarization was initiated under plate-bound anti-CD3 (2 μg/mL, clone 17A2, BioXCell, catalog BE0002) and soluble anti-CD28 (1 μg/mL, clone 37.51, BioXCell, catalog BE0015-1) stimulation, with the addition of cytokines and neutralizing antibodies specific to each subset. For Th9 cells, these included IL-4 (10 ng/mL, Peprotech, catalog 400-04), TGF-β (1 ng/mL, EPOTO Biotech, catalog HF-2021), anti–IL-12 (5 μg/mL, clone C17.8, BioXCell, catalog BE0051), and anti–IFN-γ (10 μg/mL, clone XMG1.2, BioXCell, catalog BE0055); for Th1 cells, these included IL-12 (10 ng/mL, GenScript, catalog Z03211-50) and anti–IL-4 (5 μg/mL, clone 11B11, BioXCell, catalog BE0045); for Th2 cells, these included IL-4 (50 ng/mL), anti–IFN-γ (20 μg /mL), anti–IL-12 (5 μg/mL), Th17 cells: IL-6 (20 ng/mL, EPOTO Biotech, catalog MF-1006), TGF-β (1 ng/mL), IL-1β (10 ng/mL, Peprotech, catalog AF-211-11B), anti–IFN-γ (10 μg/mL), anti–IL-12 (5 μg/mL), and anti–IL-4 (5 μg/mL); and for Tregs, these included TGF-β (3 ng/mL). After 3 days of initial culture, cells were either collected for downstream assays or continued in extended culture with refreshed cytokines to maintain lineage commitment.

During the entire culture period, experimental groups were treated continuously with the indicated compound at the designated concentration, whereas control groups received an equal volume of DMSO.

### Tumor inoculation and therapy.

C57BL/6 mice were subcutaneously injected with 5 × 10^5^ B16-OVA melanoma cells. Five days after tumor implantation, mice received an intravenous infusion of 2 × 10^6^ in vitro–differentiated Th9 cells (cultured for 5 days), which were derived from OT-II CD45.1 donor mice, accompanied by 4 × 10^5^ OVA peptide–pulsed DCs via the tail vein. To enhance T cell engraftment and facilitate lymphodepletion, a single intraperitoneal injection of cyclophosphamide (200 mg/kg, Sigma, catalog C0768) was administered 1 day prior to T cell transfer. Mice were euthanized at designated time points for the collection and analysis of spleens, tumor-draining lymph nodes, and tumor tissues.

For xenograft models, M-NSG mice were intravenously inoculated with 1 × 10^6^ Raji-CD19 tumor cells. On day 5 after inoculation, 2 × 10^6^ CD19-CAR Th9 cells were administered intravenously to evaluate in vivo therapeutic efficacy. Tumor progression and immune cell infiltration were subsequently monitored according to experimental endpoints.

### Bulk RNA-seq and transcriptomic analysis.

Total RNA was isolated from in vitro–differentiated Th9 cells treated with DMSO (control), EpA, fatostatin, or the EpA-fatostatin combination on day 4 of culture using RNAex Pro Reagent (AG, catalog AG21102), according to the manufacturer’s instructions. RNA integrity and concentration were assessed by Majorbio Technologies. RNA-seq libraries were constructed following standard Illumina protocols and sequenced using a paired-end strategy on an Illumina platform.

Raw sequencing reads were quality filtered and adapter trimmed using Trim Galore (v0.6.x) and then aligned to the mouse reference genome (GRCm38) with HISAT2 (v2.2.x). Gene-level quantification was performed using featureCounts (v2.0.x) to obtain raw read counts, which were subsequently normalized as fragments per kilobase of transcript per million mapped reads for exploratory analyses and data visualization.

Differential gene expression analysis was conducted using DESeq2 (v1.44.0) in R, with significance thresholds set at an adjusted *P* < 0.05 and absolute fold change ≥1.5. Visualization of transcriptomic profiles included volcano plots generated via ggplot2 (v3.5.1) and heatmaps rendered using pheatmap (v1.0.12), based on raw expression values.

### Functional enrichment analysis.

GSEA was performed using the clusterProfiler R package (v4.12.6), with curated gene sets obtained from the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes databases. Enrichment plots were generated using the GseaVis R package (v0.1.0) to facilitate data visualization.

### Gene expression correlation analysis.

Gene expression values were log_2_ transformed to normalize distribution and stabilize variance across samples. The Pearson correlation coefficient was used to assess relationships between gene expression variables. Regression plots were generated using the ggplot2 R package (v3.5.1).

### WGCNA analysis.

WGCNA was conducted using the R package WGCNA (v1.72.1) to identify gene modules associated with phenotypic traits. Genes exhibiting the highest variance across samples were selected for network construction. An unsigned coexpression network was built by applying a soft-thresholding power to approximate scale-free topology. Modules were defined via hierarchical clustering with dynamic tree cut, and subsequent module-trait correlation analysis was performed to identify modules significantly associated with genes.

### Gene clustering analysis.

Gene expression clustering was conducted using the R package ClusterGVis (v0.1.2).

### Kaplan-Meier survival curve analysis.

For BLCA, SARC, UCEC, BRCA, LIHC, and melanoma ICB cohorts, survival curves were analyzed using the website Kaplan-Meier Plotter (61). Data related to patients with melanoma (not available on the website Kaplan-Meier Plotter) were downloaded from TCGA database using the TCGAbiolinks (v2.32.0) R package and analyzed with the survminer (v0.4.9) and survival (v3.6) R packages. Patients were stratified into high- and low-expression groups based on median gene expression values. Five-year overall survival was assessed for all cohorts.

### Bulk ATAC-seq.

Raw FASTQ reads were subjected to quality control using Trim Galore to remove adapter sequences and low-quality bases. Cleaned reads were aligned to the GRCm38 mouse reference genome using Bowtie2. Low-quality alignments were filtered out using SAMtools, and PCR duplicates were removed using Sambamba to reduce technical artifacts. ENCODE blacklist regions were excluded using BEDtools. Read positions were adjusted using alignmentSieve, followed by sorting and indexing with SAMtools to generate BAM files. Peak calling was conducted using MACS3 to identify regions of open chromatin indicative of accessible regulatory elements.

### Lipid metabolomics.

Comprehensive lipidomic profiling was performed using a liquid chromatography–mass spectrometry (LC-MS) platform. Briefly, samples were first subjected to protein precipitation and impurity removal to ensure metabolite integrity. Lipid species were then extracted using a solvent-based protocol optimized for broad lipid class coverage. LC-MS analysis was conducted in both positive and negative ionization modes to maximize lipid detection breadth. Mass spectrometry data, including MS and MS/MS spectra, were acquired using a high-resolution instrument. Lipid identification and quantification were performed using LipidSearch software (Thermo Fisher Scientific), which generated a lipid expression matrix for downstream statistical and pathway analysis.

### Viral production and transduction.

For murine T cell transduction, MIGR1-based retroviral vector encoding Srebf1 was used. HEK293T cells were transfected with these constructs using Lipofectamine 3000 (Thermo Fisher Scientific) to produce viral particles. Supernatants were collected between 48 and 72 hours after transfection, filtered through a 0.45 μm membrane, and stored at –80°C. Naive murine CD4^+^ T cells were activated with plate-bound anti-CD3 (2 μg/mL, clone 17A2, BioXCell) and soluble anti-CD28 (1 μg/mL, clone 37.51, BioXCell) stimulation in the presence of subset-specific polarizing cytokines and then transduced with viral supernatant supplemented with polybrene (10 μg/mL).

To generate human CAR T cells, a CD19-specific CAR construct — comprising a single-chain variable fragment targeting CD19, the costimulatory domain 4-1BB, and the CD3ζ signaling domain — was cloned into the lentiviral vector pUltra. Lentiviral particles were produced by transient cotransfection of HEK293T cells seeded in 6-well plates using X-tremeGENE HP DNA Transfection Reagent (Roche), according to the manufacturer’s protocol. Viral supernatants were collected 48 hours after transfection, filtered, and stored at –80°C until use.

For infection, human T cells were activated for 40 hours with plate-bound anti-CD3 (BioLegend, clone OKT3, 5 μg/mL) and soluble anti-CD28 antibodies (BioLegend, clone CD28.2, 2 μg/mL) antibodies and then resuspended in viral supernatant (MOI = 5) supplemented with recombinant human IL-2 (100 U/mL) and polybrene (10 μg/mL). The cell-virus mixture was subjected to spinoculation at 550*g* for 2 hours at room temperature, followed by incubation for 24 hours. Transduced CAR T cells were harvested on days 5 or 7 after activation for downstream functional assays.

### Human naive CD4^+^ T cell isolation and Th9 polarization.

Naive human CD4^+^ T cells were isolated from PBMCs obtained from healthy donors using the EasySep Human Naive CD4^+^ T Cell Isolation Kit II (STEMCELL Technologies, catalog 17555), according to the manufacturer’s protocol. Isolated T cells were cultured in OptiVitro T Cell Medium SF (Excell Bio, catalog TE000-N022) supplemented with recombinant human IL-2 (100 U/mL, Novoprotein, catalog C013). T cell activation was achieved using plate-bound anti-CD3 (5 μg/mL) and soluble anti-CD28 antibodies (2 μg/mL).

For Th9 polarization, cultures were supplemented with IL-4 (10 ng/mL, PeproTech, catalog AF-200-04), TGF-β (1 ng/mL), and neutralizing anti–IFN-γ monoclonal antibody (10 μg/mL, clone B27, BioXcell, catalog BE0245). After 3 days of initial culture, cells were either collected for downstream assays or continued in extended culture with refreshed cytokines to maintain lineage commitment without antibodies. Th9 cells were collected at days 4, 5, and 6 for subsequent in vitro assays. For adoptive transfer studies, day 4–cultured Th9 cells were washed and prepared for intravenous injection.

### Flow cytometry.

Details regarding staining panels (human and mouse), reagents (including clones and catalog numbers), acquisition settings, compensation/controls, and analysis procedures are provided in Supplemental Methods.

### Seahorse extracellular flux analysis.

CD4^+^ T cells were pre-activated for 4 days with plate-bound anti-CD3 and soluble anti-CD28 in the presence of DMSO or 10 μM EpA. After stimulation, cells were washed, resuspended in Seahorse XF assay medium (Agilent Technologies; pH 7.40–7.45, catalog 103576-100) and seeded at 5 × 10^5^ cells per well in Seahorse XF96 microplates. Plates were centrifuged at 400 × g for 5 minutes to promote adherence and monolayer formation, and all conditions were tested in quadruplicate.

Glycolytic activity was measured on a Seahorse XFe96 Extracellular Flux Analyzer (Agilent Technologies) using the XFe96 Glycolysis Stress Test kit (Agilent Technologies, catalog 103020-100) per the manufacturer’s instructions. Sequential injections of glucose (10 mM), oligomycin (1 μM), and 2-deoxyglucose (2-DG; 50 mM) were administered to determine ECAR as a proxy for glycolytic function. A glycolytic index was calculated from ECAR values obtained before and after each injection.

Oxidative phosphorylation was assessed on the same instrument using the XFe96 Mitochondrial Stress Test Kit (Agilent Technologies, catalog 103015-100). Oligomycin (1.5 μM), FCCP (0.5 μM), and rotenone plus antimycin A (0.5 μM each) were injected sequentially to measure OCR as a proxy for oxidative phosphorylation. The mitochondrial stress response was derived from OCR values obtained before and after each injection.

### RNA extraction and quantitative PCR.

Total RNA was extracted from T cells using RNAex Pro Reagent (AG, catalog AG21102) following the manufacturer’s instructions. First-strand complementary DNA (cDNA) was synthesized using the Hifair III 1st Strand cDNA Synthesis SuperMix (YEASEN, catalog 11137ES10). Quantitative real-time PCR (qRT-PCR) was conducted on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific) using ChamQ Universal SYBR qPCR Master Mix (Vazyme, catalog Q711-02) and gene-specific primers (Tsingke Biotech).

For normalization, mouse samples were referenced to *Gapdh* or *Actb*, and human samples were normalized to *GAPDH*. Relative gene expression was calculated using the ΔΔCt method. Primer sequences are listed in Supplemental Table 5.

### Western blotting.

Detailed lysis conditions, SDS–PAGE and transfer procedures, primary/secondary antibodies (including clones and catalog numbers), molecular weight markers, ECL detection, and ImageJ (NIH) quantification are described in Supplemental Methods.

### CETSA.

Jurkat or 293T cells were washed twice with PBS and resuspended in PBS containing protease and phosphatase inhibitors. Cells were lysed by 3 cycles of liquid nitrogen snap-freezing and thawing at room temperature. After centrifugation to remove debris, supernatants were divided into aliquots, treated with DMSO or EpA, and rotated at room temperature for 1 hour. One aliquot from each group was maintained at room temperature, and the others were heated for 3 minutes at 3 °C increments from 43°C to 64°C. Samples were then analyzed by SDS-PAGE and immunoblotting to assess protein thermal stability and compound binding.

### ATP assay.

Intracellular adenosine triphosphate (ATP) levels were measured using a chemiluminescent ATP assay kit (Beyotime, catalog S0026) according to the manufacturer’s protocol. Briefly, cells were lysed and incubated with the luciferase-based detection reagent, and the resulting luminescent signal was detected using an Infinite M200 multimode microplate reader (TECAN). ATP concentrations were calculated based on a standard curve and normalized to cell number or protein content where applicable.

### Mitochondrial measurement.

Mitochondrial mass and membrane potential were assessed using MitoTracker™ Deep Red FM (Thermo Fisher Scientific, catalog M22426) and TMRM (tetramethylrhodamine methyl ester; Macklin, catalog T868125), respectively, following the manufacturers’ protocols. Cells were incubated with the respective dyes, washed, and subjected to flow cytometry or fluorescence microscopy analysis. For ultrastructural assessment, mitochondrial number and diameter were quantified from high-resolution transmission electron microscopy (TEM) images using ImageJ software.

### Identification of EpA-binding proteins by pulldown and LC-MS/MS.

Cell lysates from Th9 cells were incubated overnight at 4 °C with EpA-biotin or biotin alone (control). Streptavidin-conjugated magnetic beads were added to capture biotinylated compounds and their interacting proteins. After washing, the bead-bound proteins were resolved by SDS-PAGE and visualized by silver staining. Distinct protein bands were excised, subjected to in-gel enzymatic digestion, and analyzed via liquid chromatography–tandem mass spectrometry (LC-MS/MS) to identify putative EpA-binding proteins.

### Molecular docking analysis.

The 3D structure of SREBP1 was predicted using AlphaFold v2.3.2, along with selected EpA-binding proteins identified by EpA-biotin pulldown assays. Protein structures were processed in PyMOL to remove water molecules and nonessential ligands, followed by the addition of polar hydrogens and Kollman charges. Energy minimization was performed in AutoDock Tools (Python Molecular Viewer), and the structures were saved in PDBQT format.

The 2D structure of EpA was obtained from the PubChem database (https://pubchem.ncbi.nlm.nih.gov/compound/129908858), converted to PDB format in PyMOL, protonated at pH 7, assigned torsional flexibility, and energy-minimized in AutoDock Tools before conversion to PDBQT.

Binding pockets were predicted using the Grid-based HECOMi Finder, and pocket coordinates were visualized in PyMOL to define docking grid boxes. Molecular docking was performed with AutoDock 4.2.6 using the Lamarckian Genetic Algorithm and default parameters, treating proteins as rigid and the ligand as fully flexible. For each target, 100 docking runs were conducted, and the lowest-energy poses were selected for further analysis. EpA-binding sites on pulldown-identified proteins, including ZAP70, were visualized in PyMOL (v2.5 or later).

### Fatty acid treatment.

OA (Sigma-Aldrich, catalog O1008) was first dissolved in 0.1 M NaOH and subsequently complexed with 20% fatty acid–free BSA to generate a bioavailable OA-BSA solution. OA was added to cell cultures at a final concentration of 50 μM, 24 hours after initial T cell activation.

### Luciferase-based cytotoxicity assay.

The cytotoxic activity of CD19-targeting CAR T cells was evaluated using a luciferase-based bioluminescence assay. Raji cells stably expressing firefly luciferase (ffLuc) were resuspended in RPMI 1640 medium supplemented with 10% FBS and seeded into 24-well plates. CAR T cells were added at various effector-to-target (E:T) ratios, while tumor-only wells were included as negative controls. After 20 hours of coculture, 20,000 cells from each tumor-only control well were harvested, washed with PBS, resuspended in 100 μL of lysis buffer, and transferred to a black 96-well plate. Luminescence intensity was measured using a multimode plate reader, and the percentage of specific lysis was calculated as follows: % Cytotoxicity = 1 – (luminescence of coculture well/luminescence of tumor-only control well).

### Serum collection and IL-6 quantification by ELISA.

Peripheral blood was collected from mouse tail veins at predefined time points in the tumor model. Samples were allowed to clot at 4°C for 1 hour and were then centrifuged at 600*g* for 25 minutes to obtain serum. Serum IL-6 levels were measured using an ELISA kit (Invitrogen; catalog 88-7064) according to the manufacturer’s instructions.

### Additional reagents and inhibitors.

The following pharmacological inhibitors were used at the indicated final concentrations: trametinib (MEK1/2 inhibitor; Selleck, catalog S4484) at 10 nM; temuterkib (ERK1/2 inhibitor; MCE, catalog HY-101494) at 100 nM; and fatostatin hydrobromide (SREBP inhibitor; MCE, catalog HY-14452A) at 5 μM. Dead cells were detected using Fixable Viability Dye eFluor 780 (eBioscience, catalog 65-0865).

### Statistics.

Statistical analysis was performed using GraphPad Prism 9, with 2-tailed Student’s *t* test, 1-way ANOVA, 2-way ANOVA, and log-rank test as appropriate. A *P* value less than 0.05 was considered statistically significant.

### Study approval.

All studies involving human samples were approved by the Ethics Committee of Nanfang Hospital, Southern Medical University (approval no. NFEC-2025-131) and conducted in accordance with institutional and international ethical guidelines. Animal experiments were approved by the Institutional Animal Care and Use Committee at the Laboratory Animal Center of Southern Medical University (approval no. SMUL202406037) and were performed in accordance with institutional guidelines and the approved experimental animal research protocol.

### Data availability.

The bulk RNA-seq and ATAC-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE295054 and GSE296515. Publicly available RNA-seq data for Th1 and Th9 cells can be accessed under GEO accession number GSE97087 (15). The values for all data points in the graphs are reported in the Supporting Data Values file.

## Author contributions

EB, QL, and TO initiated the study, designed the experiments, and wrote the paper. WZ, YC, and YS performed most of the experiments and statistical analyses. Yang Zhou performed all the bioinformatic analysis. JT, Yihan Zhu, JR, TD, HW, and YG helped with the experiments. YH and LJ provided critical suggestions.

## Funding support

- National Natural Science Foundation of China (82372775, 82172709).
- Guangdong Basic and Applied Basic Research Foundation (2023A1515012514).
- Guangzhou Key Research and Development Science Foundation (2023B1515120053).
- Guangdong Medical Scientific Research Foundation (A2023131).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
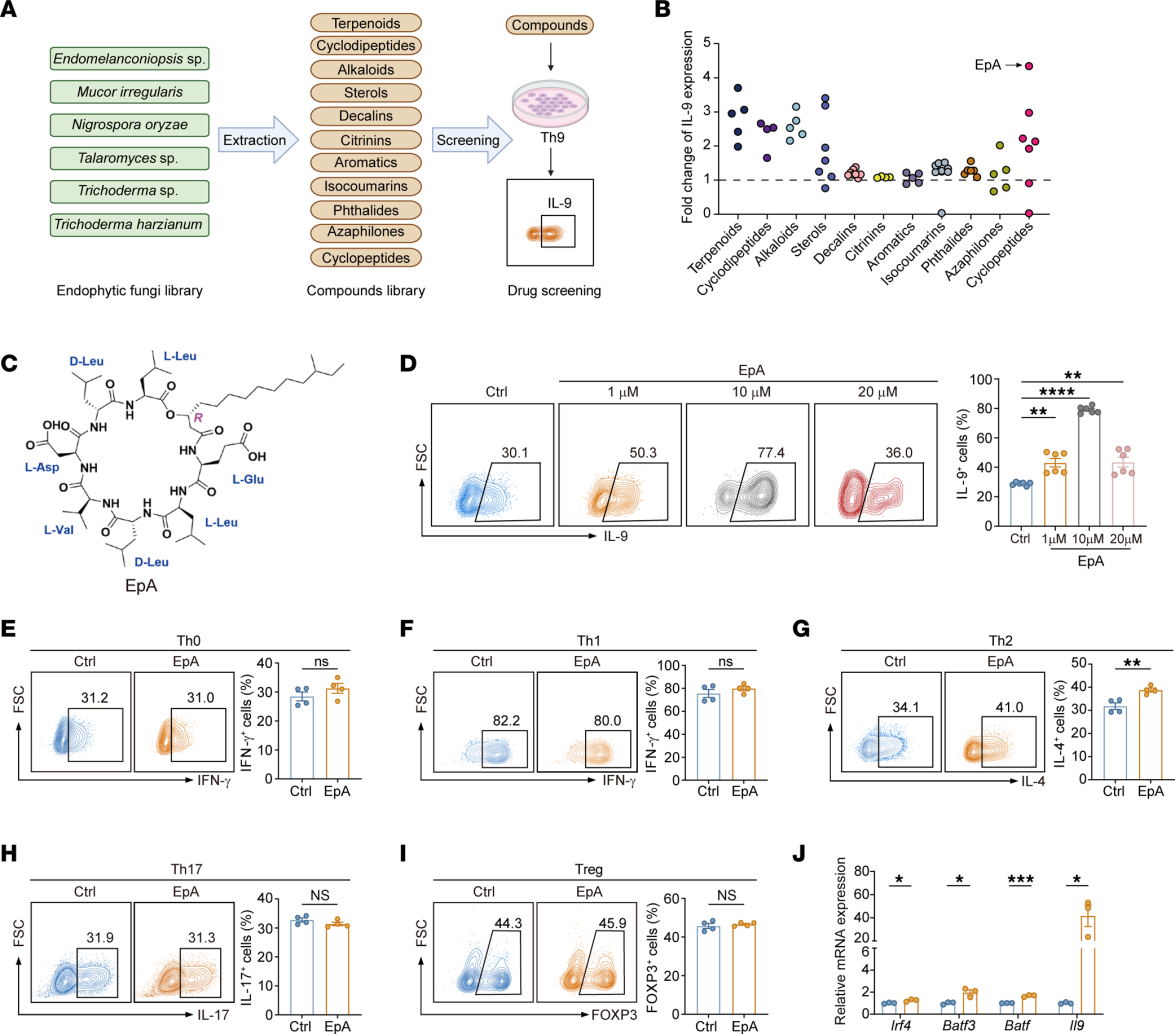
Identification of EpA as a potent and selective enhancer of Th9 cell differentiation. (**A**) Schematic overview of the natural product screening pipeline used to identify small molecules that promote Th9 polarization. (**B**) Scatter plot showing fold changes in IL-9 production by Th9 cells treated with 65 structurally distinct natural compounds (10 μM) compared with the DMSO control. (**C**) Chemical structure of EpA, a cyclic peptide isolated from *Endomelanconiopsis sp*. (**D**) Dose-response analysis of EpA on IL-9^+^ Th9 cell differentiation. Naive CD4^+^ T cells were cultured under Th9-polarizing conditions and analyzed by flow cytometry; representative plots and quantification are shown (*n* = 6). (**E**–**I**) Flow cytometric analysis of CD4^+^ T cells cultured under Th0- (**E**), Th1- (**F**), Th2- (**G**), Th17- (**H**), and Treg-polarizing (**I**) conditions, with or without EpA. Representative plots (left) and quantification (right) of cytokine or Foxp3 expression are shown (*n* = 4). (**J**) Quantitative RT-PCR analysis of Th9 signature genes (*Irf4*, *Batf3*, *Batf*, and *Il9*) in control or EpA-treated Th9 cells (*n* = 3). Statistical analysis was performed using 1-way ANOVA with Tukey’s post hoc test (**D**), 2-tailed unpaired Student’s *t* test (**E**–**J**). Data are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
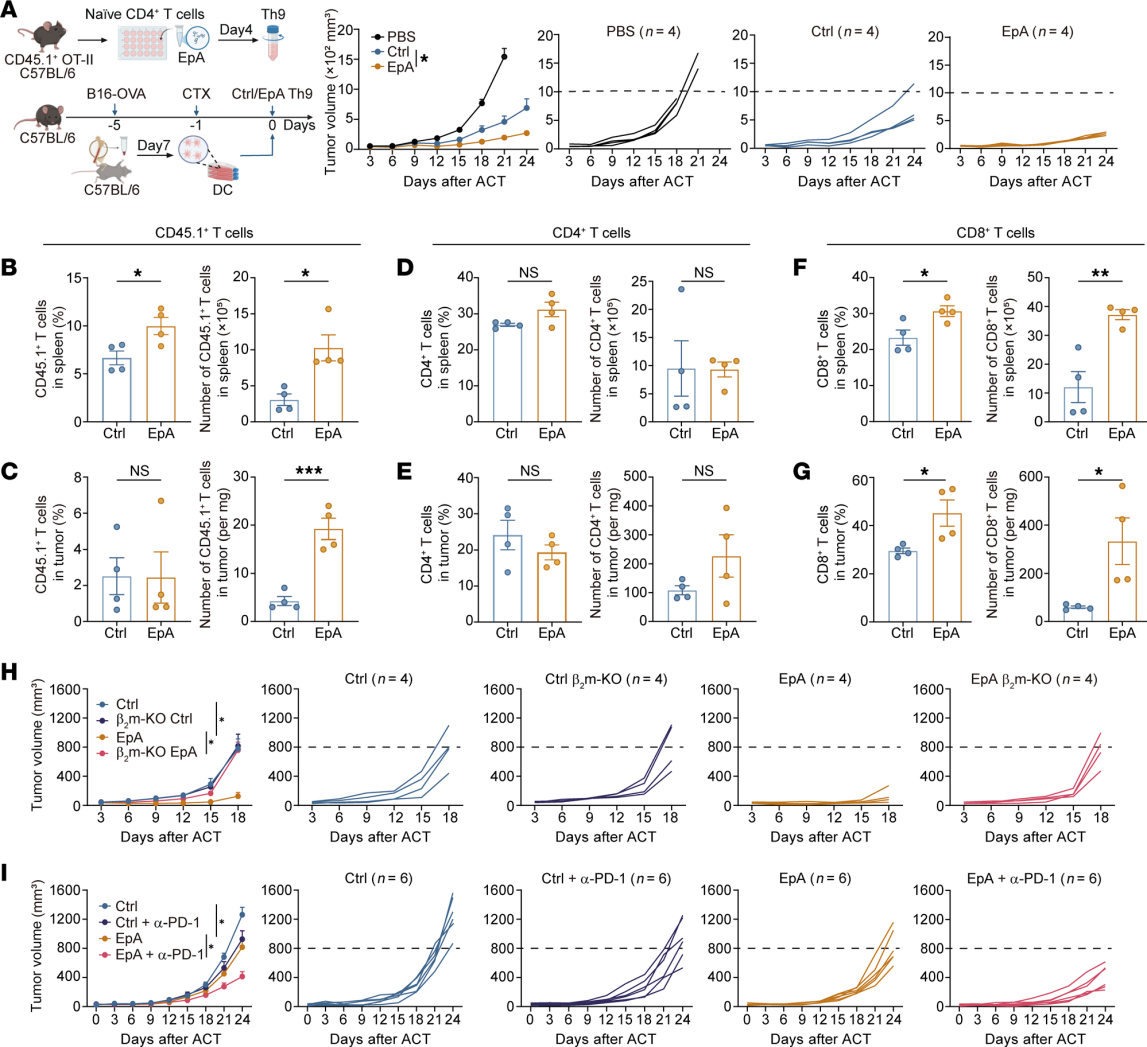
EpA enhances the antitumor activity of Th9 cells in a CD8^+^ T cell–dependent manner. (**A**) Schematic of the therapeutic model. C57BL/6 mice were subcutaneously inoculated with B16-OVA melanoma cells (5 × 10^5^) and preconditioned with cyclophosphamide (CTX) on day 4. On day 5, mice received PBS, OT-II Th9 cells (control), or EpA-treated OT-II Th9 cells (EpA) (2 × 10^6^, i.v.) (*n* = 4 mice per group). (**B**–**G**) Flow-cytometric analysis of transferred CD45.1^+^ OT-II Th9 cells (**B** and **C**) and endogenous CD4^+^ (**D** and **E**) and CD8^+^ T cells (**F** and **G**) in spleens and tumors, showing frequencies and absolute numbers (*n* = 4 mice per group). (**H**) Tumor growth curves in B16-OVA–bearing C57BL/6 or β2-microglobulin–deficient (β_2_m-KO) mice following transfer of control or EpA-treated OT-II Th9 cells (*n* = 4 mice per group). (**I**) C57BL/6 mice bearing B16-OVA tumors were treated with control or EpA-induced OT-II Th9 cells (2 × 10^6^, i.v., day 5), followed by anti–PD-1 antibody (200 μg, i.p.) on day 7, and (100 μg, i.p.) on day 10 and 12. Tumor growth is shown with individual trajectories (*n* = 6 mice per group). Statistical analysis was performed using 2-tailed unpaired Student’s *t* test (**A**, **B**–**G**) or 1-way ANOVA with Tukey’s post hoc test (**H** and **I**). All data are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Schematic in **A** created using BioRender (https://Biorender.com).

**Figure 3:**
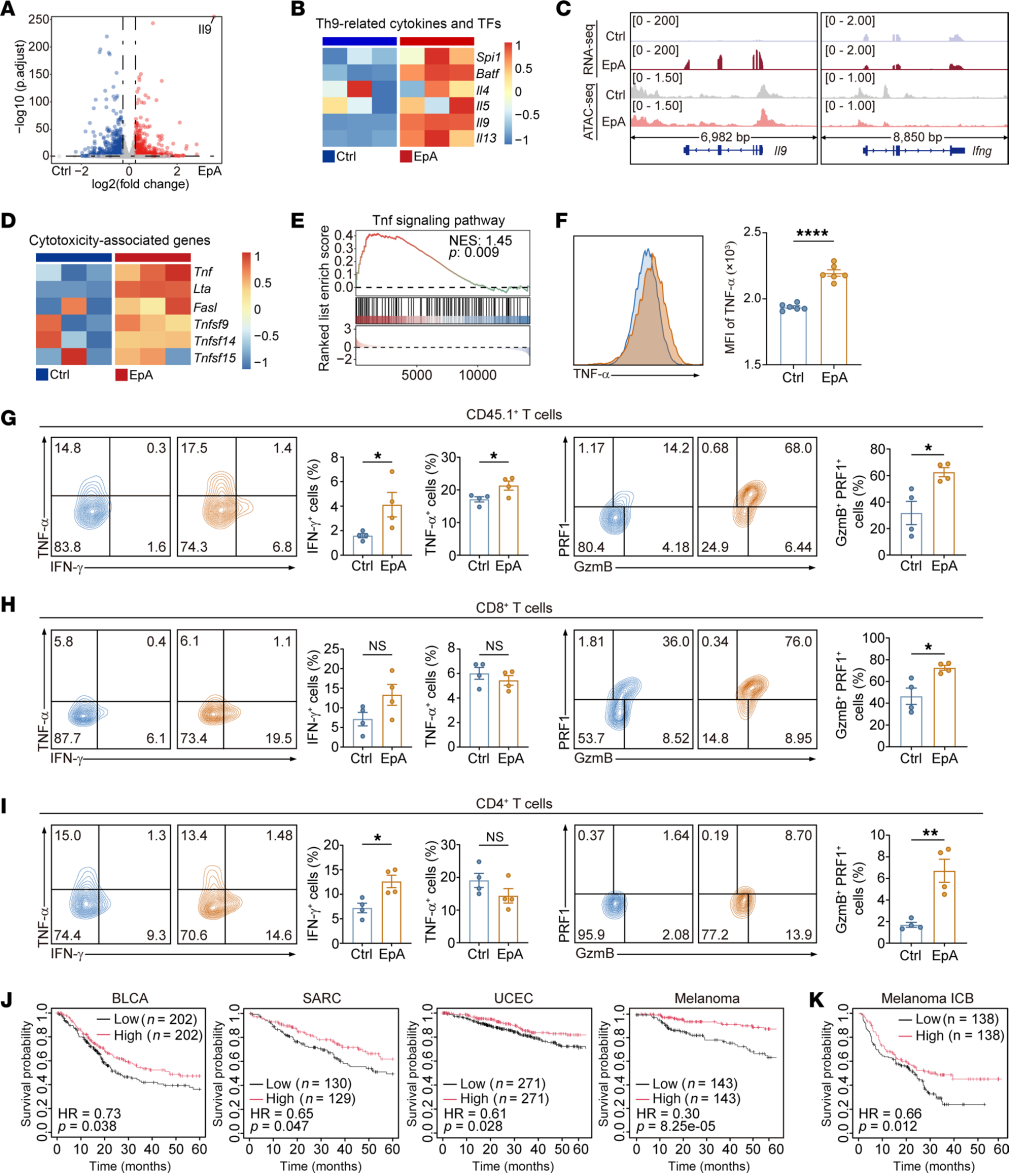
EpA promotes the differentiation of cytotoxic Th9 cells while reinforcing lineage identity. (**A**) Volcano plot depicting differentially expressed genes between EpA-treated Th9 cells and controls on day 4 in vitro polarization. (**B**) Heatmap showing normalized expression of Th9-related signature genes from RNA-seq analysis. (**C**) Integrated genome tracks illustrating transcript abundance and chromatin accessibility at the *Il9* and *Ifng* loci. (**D**) Heatmap of selected cytotoxicity-associated genes upregulated in EpA-treated Th9 cells. (**E**) GSEA revealing enrichment of the TNF signaling pathway in EpA-Th9 cells. (**F**) Representative flow cytometry and quantification of TNF-α expression in EpA-treated Th9 cells (mean ± SEM, *n* = 6). (**G**–**I**) Flow cytometric analysis of adoptively transferred CD45.1^+^ Th9 cells and endogenous T cells from spleens. EpA treatment increased IFN-γ^+^, TNF-α^+^, and granzyme B^+^ perforin^+^ populations among donor Th9 (**G**), endogenous CD8^+^ (**H**), and CD4^+^ T cells (**I**). Data in **G**–**I** are shown as mean ± SEM from *n* = 4 mice per group. (**J** and **K**) Kaplan-Meier survival analysis of patients with BLCA, SARC, and UCEC (**J**) and patients with melanoma and patients with melanoma receiving ICB therapy (**K**) based on the expression of canonical Th9-related signature genes (**B**) and cytotoxicity-associated genes (**D**) in EpA-treated Th9 cells. Statistical significance was determined using 2-tailed unpaired Student’s *t* test (**F**–**I**). *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 4:**
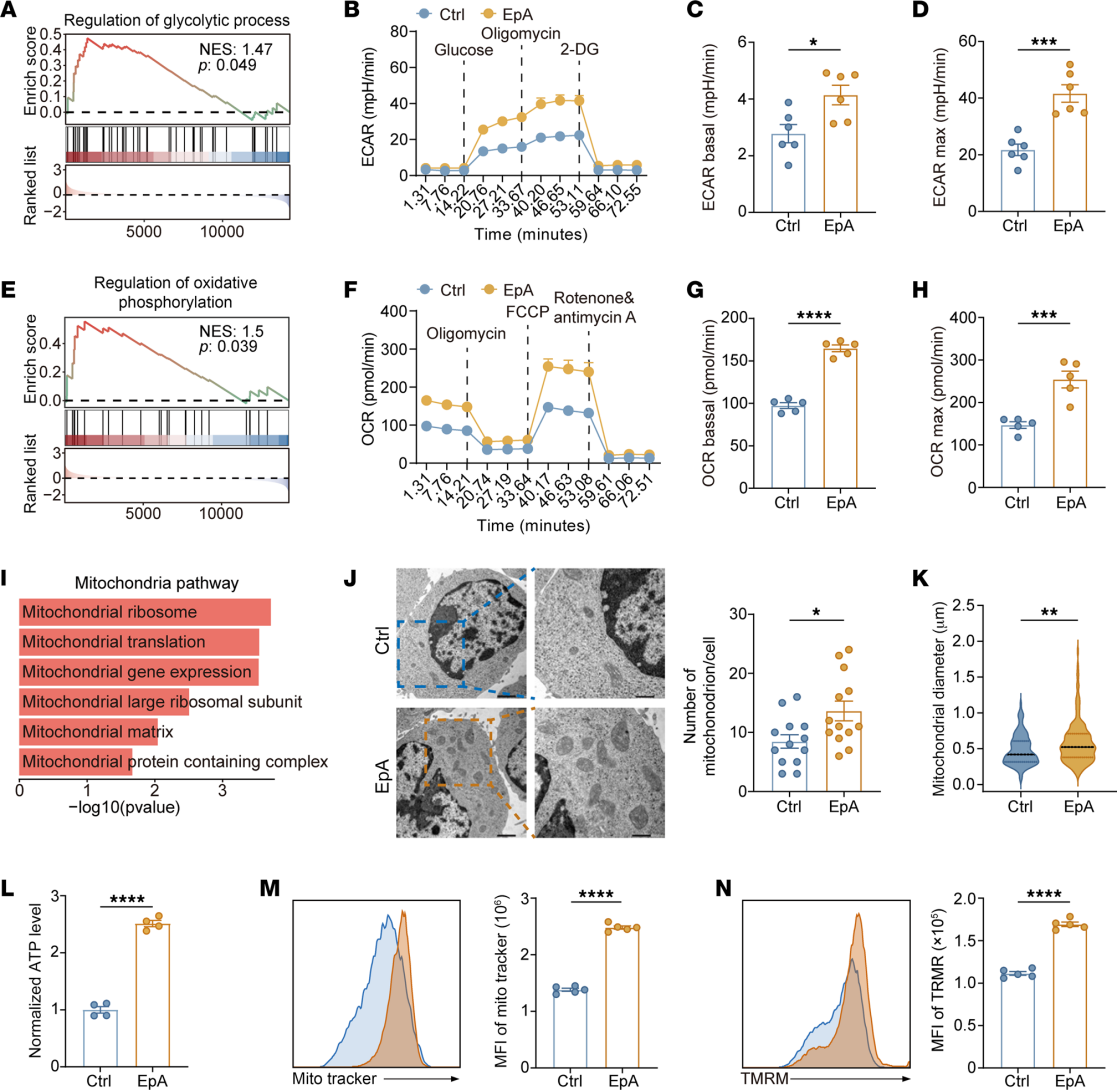
EpA enhances metabolic fitness in Th9 cells. (**A**) GSEA of RNA-seq data showing enrichment of glycolysis-related gene signatures in EpA-treated Th9 cells compared with controls. (**B**–**D**) Real-time extracellular acidification rate (ECAR) measurement using a Seahorse XF analyzer with sequential injection of glucose, oligomycin, and 2-deoxyglucose (2-DG) (**B**), followed by quantification of basal glycolysis (**C**) and glycolytic capacity (**D**) *(n* = 6). (**E**) GSEA of oxidative phosphorylation–associated gene sets in EpA-treated Th9 cells. (**F**–**H**) Oxygen consumption rate (OCR) analysis using a Seahorse XF analyzer with sequential addition of oligomycin, FCCP, and rotenone/antimycin A (**F**), followed by quantification of basal (**G**) and maximal respiration (**H**) (*n* = 5). (**I**) Pathway enrichment analysis of upregulated genes highlighting mitochondrial function–related categories. (**J** and **K**) Transmission electron microscopy (TEM) analysis of mitochondrial ultrastructure showing representative images and quantification of mitochondrial number per cell (**J**) and mitochondrial diameter (**K**). Scale bars: 1 μm (low magnification); 500 nm (high magnification) (*n* = 13 randomly selected microscope fields). (**L**) Intracellular ATP levels measured by a luminescence-based assay normalized to cell number (*n* = 4). (**M** and **N**) Flow-cytometric assessment of mitochondrial mass using MitoTracker Deep Red (**M**) and mitochondrial membrane potential using TMRM (**N**) (*n* = 5). Statistical significance was determined using 2-tailed unpaired Student’s *t* test (**C**, **D**, **G**, **H**, and **J**–**N**). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
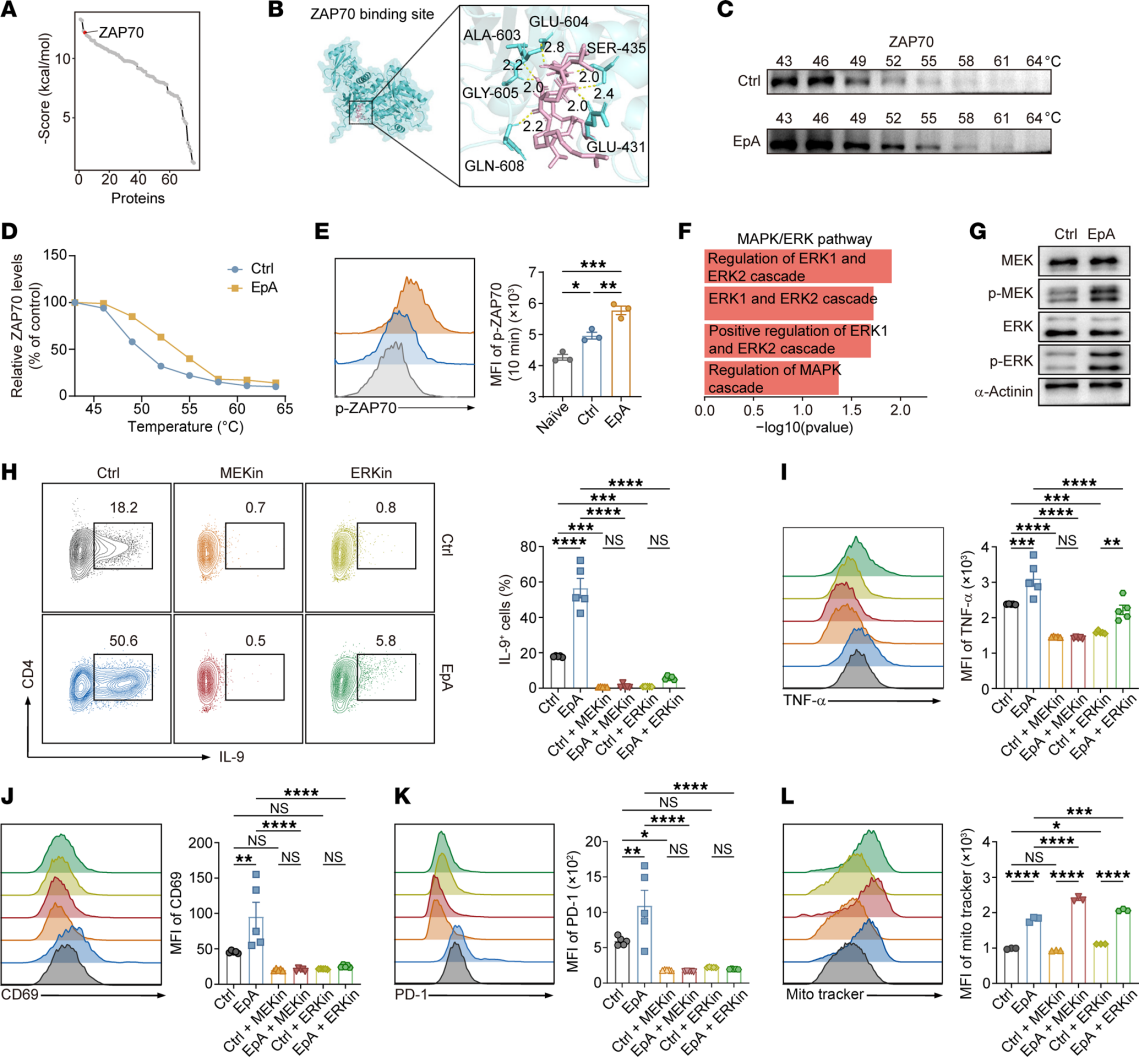
EpA promotes Th9 effector function by binding and activating ZAP70 in a MEK-ERK–dependent manner. (**A**) Identification and ranking of EpA-interacting proteins by affinity pulldown and LC-MS/MS, ordered by in silico binding energy predictions. The line graph shows proteins with binding energy scores of less than 0. (**B**) Predicted binding model of EpA (pink) within the kinase domain of murine ZAP70 (blue), with hydrogen bonding interactions shown as yellow dashed lines. (**C** and **D**) Cellular thermal shift assay (CETSA) of ZAP70 in Jurkat cell lysates treated with control or EpA, showing representative immunoblots (**C**) and quantification of normalized band intensities across the temperature gradient (**D**). (**E**) Flow-cytometric analysis of phosphorylated ZAP70 in Th9 cells 10 minutes after TCR activation (mean ± SEM, *n* = 3). (**F**) Pathway enrichment analysis of RNA-seq data showing MAPK/ERK-related pathways in EpA-treated Th9 cells. (**G**) Immunoblot analysis of total and phosphorylated MEK1/2 and ERK1/2 in control and EpA-treated Th9 cells. (**H**–**L**) Functional consequences of MEK or ERK inhibition in EpA-treated Th9 cells. Flow-cytometric quantification of IL-9 (**H**), TNF-α (**I**), CD69 (**J**), PD-1 (**K**), and mitochondrial membrane potential measured by MitoTracker (**L**) following treatment with EpA with or without MEK inhibitor (trametinib, 10 nM) or ERK inhibitor (temuterkib, 100 nM). Data in **H**–**K** are shown as mean ± SEM (*n* = 5) and in **L** as mean ± SEM (*n* = 3). Statistical significance was determined using 1-way ANOVA followed by Tukey’s test (**E**, **H**–**L**). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 6:**
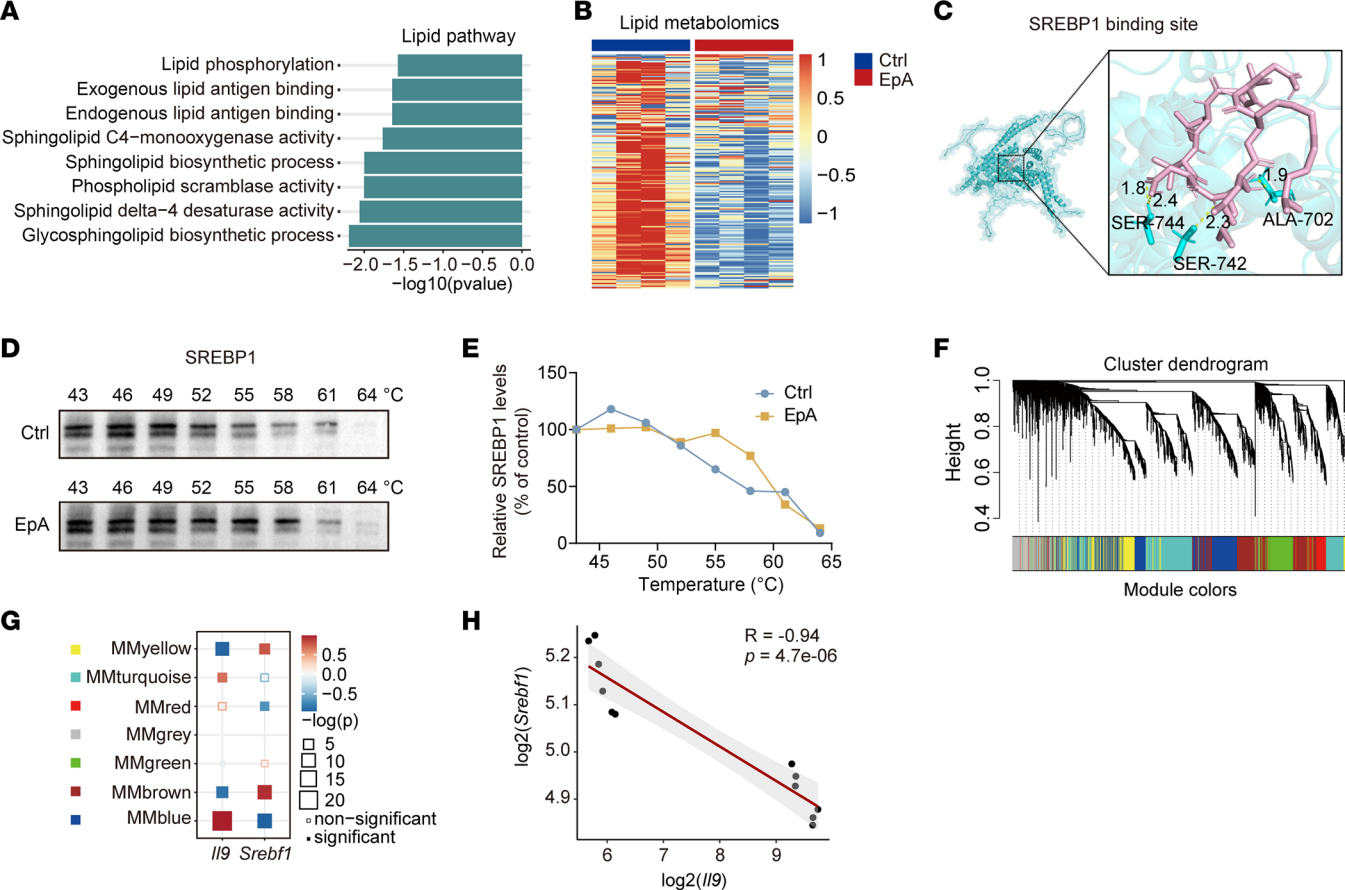
SREBP1 is an additional EpA target in Th9 cells. (**A**) Pathway analysis of RNA-seq data depicting of lipid metabolism pathways in EpA-treated Th9 cells. (**B**) Untargeted lipidomics profiling of Th9 cells on day 4 showing global differences in lipid species abundance between control and EpA-treated groups. (**C**) Predicted binding model of EpA (pink) within SREBP1 (blue). (**D** and **E**) CETSA validating EpA–SREBP1 binding. Representative Western blot (**D**) and quantification (**E**) of normalized SREBP1 signal intensities across a temperature gradient (°C). (**F**) Weighted gene coexpression network analysis (WGCNA) of RNA-seq datasets identifying 7 gene modules. (**G**) Module-trait correlation heatmap revealing a negative association between *Il9* and *Srebp1*-associated gene modules. (**H**) Validation of inverse correlation between *Il9* and *Srebf1* expression using RNA-seq data from 12 independent Th9 samples.

**Figure 7:**
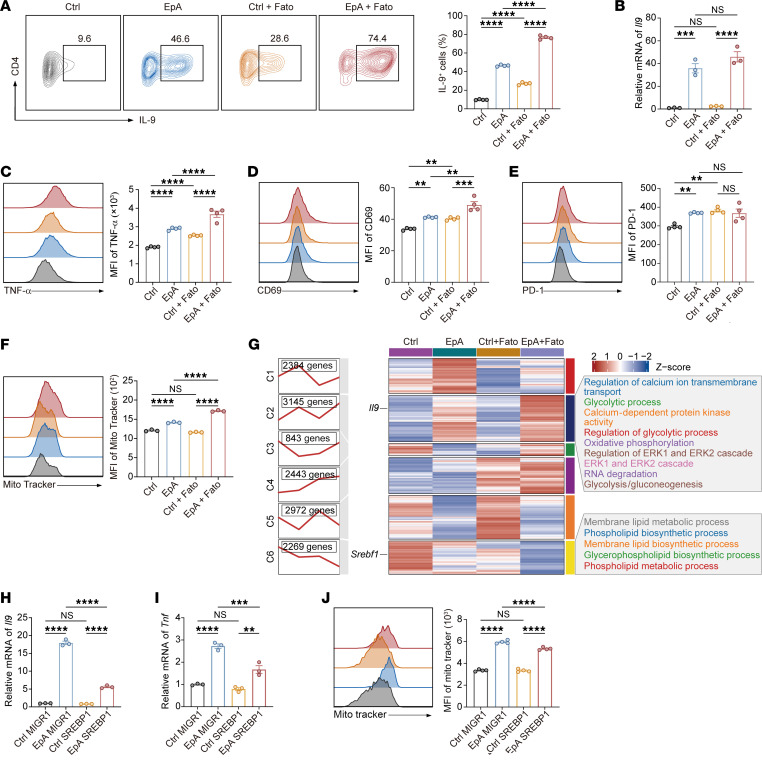
SREBP1 inhibition potentiates the immunometabolic effects of EpA in Th9 cells. (**A**) Flow-cytometric analysis of intracellular IL-9 expression in Th9 cells treated with vehicle, EpA (10 μM), fatostatin (5 μM), or both EpA and fatostatin, with representative plots and quantification (*n* = 4). (**B**) Quantitative PCR analysis of *Il9* mRNA expression in cells treated as in **A** (*n* = 3). (**C**–**F**) Flow cytometric analysis of TNF-α production (**C**), CD69 expression (**D**), PD-1 expression (**E**), and mitochondrial membrane potential measured by MitoTracker staining (**F**) in Th9 cells treated with the indicated conditions (*n* = 4 for **C**–**E**; *n* = 3 for **F**). (**G**) Hierarchical clustering heatmap of RNA-seq data from Th9 cells treated with vehicle, EpA, fatostatin, or both EpA and fatostatin. Cluster 2 includes genes related to calcium signaling, glycolysis, oxidative phosphorylation, and ERK signaling; cluster 6 includes genes associated with lipid biosynthesis. (**H**–**J**) *Il9* (**H**) and *Tnf* (**I**) mRNA expression and mitochondrial membrane potential (**J**) in Th9 cells overexpressing SREBP1, with or without EpA treatment (*n* = 3 for mRNA, *n* = 4 for mitochondrial analysis). Statistical significance was determined using 1-way ANOVA followed by Tukey’s post hoc test (**A**–**F** and **H**–**J**). Data are presented as mean ± SEM (**A**–**F** and **H**–**J**). **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 8:**
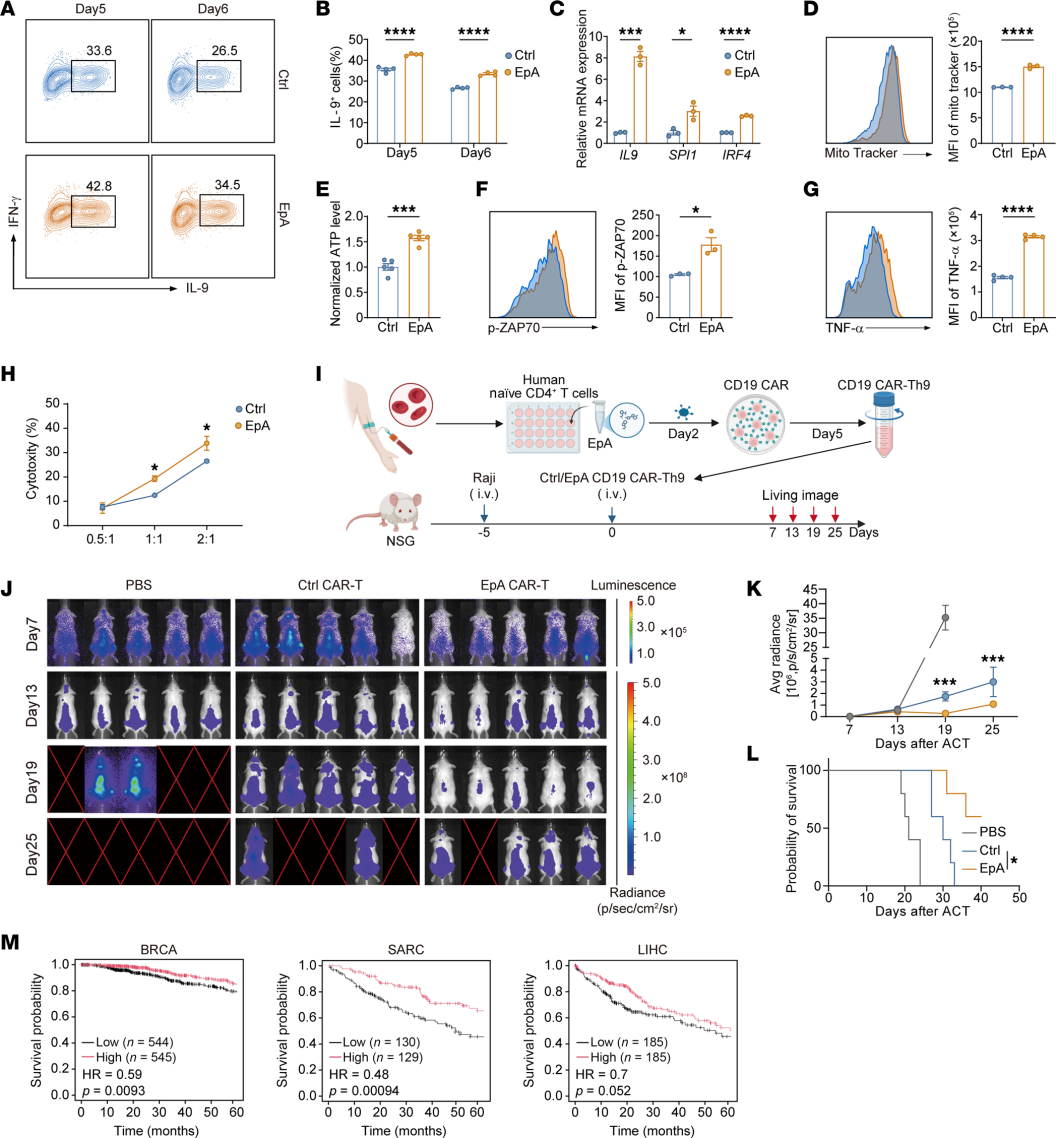
EpA promotes human Th9 cell differentiation and enhances the antitumor activity of Th9 CAR T cells. (**A** and **B**) Flow-cytometric analysis of IL-9 production in human CD4^+^ T cells cultured under Th9-polarizing conditions with or without EpA treatment during in vitro differentiation. Representative plots (**A**) and quantification (**B**) (*n* = 4). (**C**) Quantitative PCR analysis of *IL9*, *IRF4*, and *SPI1* mRNA expression in human Th9 cells (*n* = 3). (**D**) Flow-cytometric analysis of mitochondrial membrane potential in human Th9 cells (*n* = 3). (**E**) Luciferase-based assay analysis of intracellular ATP levels in human Th9 cells (*n* = 5). (**F**) Flow-cytometric analysis of phosphorylated ZAP70 in human Th9 cells (*n* = 3). (**G**) Flow-cytometric analysis of TNF-α expression in human Th9 cells (*n* = 4). (**H**) Cytotoxicity assay of EpA-treated or control CD19 CAR Th9 cells against Raji lymphoma target cells at indicated effector-to-target (E/T) ratios (*n* = 3). (**I**) Schematic diagram of the in vivo Raji-luciferase xenograft model in NSG mice receiving control or EpA-treated human Th9 CAR T cells. (**J** and **K**) Representative bioluminescence imaging (**J**) and quantification of tumor radiance (**K**) in NSG mice at indicated time points after adoptive transfer. (**L**) Kaplan-Meier survival curves of NSG mice treated as in **J**. Data in **J**–**L** are shown from *n* = 5 mice per group. (**M**) Kaplan-Meier survival analysis of patients with BRCA, SARC, and LIHC from the TCGA dataset based on the expression of the top 10 most upregulated genes (*Il9*, *H19*, *Fbxl21*, *Myh11*, *Lhx6*, *Rab27b*, *C1s1*, *Hao1*, *Ccdc159*, *Il1rn*) in EpA-Th9 cells. Statistical significance was determined using 2-tailed unpaired Student’s t test (**B**–**H**), 2-way ANOVA followed by Šidák’s post hoc test (**K**), and log-rank test (**L**). Data are presented as mean ± SEM. *P < 0.05, ***P < 0.001, ****P < 0.0001. Schematic in **I** created using BioRender (https://Biorender.com).

# Supplementary material for: A fungi-derived cyclic peptide enhances Th9-mediated antitumor immunity by targeting ZAP70 and SREBP1
**Source:** J Clin Invest. 2025 Dec 9;136(3):e196907. doi: 10.1172/JCI196907
**Supplement:** Supplemental data

## **Supplemental Information**

### **A fungal-derived cyclic peptide enhances Th9-mediated antitumor immunity by targeting ZAP70 and SREBP1**

Wenli Zhao, Yang Zhou, Yuyang Chen, Yicheng Sun, Jiaxin Tang, Yihan Zhu, Jie Ren, Tianxu Du, Handuo Wang, Yuan Gao, Yu Hu, Ling Jiang, Tomohiko Ohwada, Qi Luo, Enguang Bi

## Supplemental Methods

### Isolation and Identification of Endophytic Fungi

The fresh fruiting bodies of *G. lucidum* were collected from the Lingzhi Planting Base of Tianren, Baiyun District, Guangzhou, China, in July 2021, and *Periplaneta americana* captured in the Southern Medical University, Guangdong Province, People's Republic of China, in November 2020, which was identified by ITS sequence analysis. The strain was deposited at Guangdong Provincial Key Laboratory of Chinese Medicine Pharmaceutics, *Southern Medical University*. Surface disinfection was performed using 70% ethanol for 1 min and then in 2.5% sodium hypochlorite solution for 5 min. Under the aseptic condition, the disinfected fruiting bodies or intestinal section were cut into small pieces and inoculated onto potato dextrose agar (PDA) plates. The inoculated medium was cultured at 28 °C for 2-7 days. Then, colonies were selected and subjected to purification procedures, resulting in the isolation of endophytic fungi, such as *Endomelanconiopsis* sp., *Trichoderma* sp., *Talaromyces* sp., *Nigrospora oryzae*, and *Mucor irregularis*.

### Chemical Experimental Procedures

Column chromatography (CC) was performed on MCI gel CHP 20P (75-150  $\mu$ m, Tokyo, Japan), RP-18 (50 mm, YMC, Japan), Sephadex LH-20 (Amersham Biosciences, Sweden), and silica gel (200–300 mesh). Semipreparative HPLC was carried out using a Shimadzu chromatograph with a 250 mm  $\times$  10 mm, i.d., 5  $\mu$ m, YMC-Pak ODS-A, with a flow rate of 2.5 mL/min. NMR spectra were recorded on a Bruker Avance 400 or 600 MHz instruments, with Tetramethylsilane (TMS) as an internal standard, and chemical shifts ( $\delta$ ) were expressed in ppm. All the spectra were analyzed by MestReNova 14.0.

### Extraction

The endophytic fungi were cultured on potato dextrose agar (PDA) plate at 28 °C for 4 days. Subsequent the mycelia were added to 4  $\times$  500 mL Erlenmeyer flasks each

containing 100 mL potato dextrose (PD) medium (2% glucose, 20% potato), and cultures were fermented by using a thermostatic shaker (200 r/min) for 3 days at 28 °C. And then 3 mL of mycelia suspension was transferred into 200 × 1 L Erlenmeyer flasks each containing rice medium (rice 60.0 g, glucose 0.3 g, yeast extract 0.3 g, H<sub>2</sub>O 80.0 mL) for 30 days at 28 °C. Next, the rice medium was soaked for five times with methanol (5 × 30 L) at room temperature to provide crude extract, which was suspended in H<sub>2</sub>O and extracted with ethyl acetate (three times) to obtain the crude extract. The extract was eluted by column chromatography on MCI gel CHP 20P with MeOH/H<sub>2</sub>O gradient system (20:80–100:0) to obtain subfractions. Subsequently, they were further purified through other chromatography columns (Sephadex LH-20 and silica gel) and high-performance liquid chromatography (HPLC). Among them, endomeliptide A (8.0 mg) was obtained by semi-preparative HPLC on YMC-Pack ODS-A (MeOH/H<sub>2</sub>O containing 0.1% formic acid, 91%; *t<sub>R</sub>* = 30.0 min, flow rate: 2.5 mL/min).

### Synthesis of molecular probe

EpA (**1**) (2.1 mg, 1.0 eq) was dissolved in 1 mL of anhydrous *N,N*-dimethylformamide (DMF). 2-(7-azabenzotriazol-1-yl)-*N,N,N',N'*-tetramethyluronium hexafluorophosphate (HATU) (11.4 mg, 1.5 eq), triethylamine (TEA, 14.5 μL), and 4-dimethylaminopyridine (DMAP, 3.6 mg, 1.5 eq) were added sequentially. The mixture was stirred at room temperature for 30 minutes, followed by the addition of Biotin-*N*-PEG2-OH (9.9 mg, 1.5 eq). The reaction was allowed to proceed for 8 hours. After completion, the reaction mixture was poured into ice-water and extracted three times with ethyl acetate. The organic phases were washed three times with saturated brine to remove residual DMF, then dried over anhydrous magnesium sulfate. Purification by silica gel column chromatography (PE:EA = 20:1) afforded EpA-biotin (0.7 mg, a white solid).

### Flow Cytometry

Cells were centrifuged, washed with FACS buffer (PBS containing 2% FBS and 2 mM EDTA), and incubated with Fc-blocking reagents (Human TruStain FcX™,

BioLegend, Cat. No. 422301 or Mouse TruStain FcX™, BioLegend, Cat. No. 101319) for 10 minutes at 4 ° C. For surface marker detection, cells were stained with fluorochrome-conjugated monoclonal antibodies in 96-well V-bottom plates and incubated on ice for 30 minutes. After staining, cells were washed twice and resuspended in FACS buffer for analysis.

Prior to intracellular cytokine staining, cells were restimulated for 4 hours with PMA (Absin, Cat. No. abs9107), ionomycin (Sigma-Aldrich, Cat. No. I0634), and brefeldin A (MedChemExpress, Cat. No. HY-16592). For intracellular cytokine staining, cells were first surface-stained as described above, then fixed and permeabilized using the BD Cytofix/Cytoperm™ kit (BD Biosciences, Cat. No. 554714) according to the manufacturer's protocol. Intracellular proteins were stained with directly conjugated antibodies targeting IL-9, IL-17a, IL-4, IFN- $\gamma$ , TNF- $\alpha$ , FOXP3, p-ZAP70, Perforin, and Granzyme B.

Antibodies used for mouse samples included those against IL-9 (PE, clone RM9A4, Biolegend, Cat. No. 514104), IFN- $\gamma$  (PE, clone XMG1.2, Biolegend, Cat. No. 505808), IL-4 (PE, clone 11B11, Biolegend, Cat. No. 504103), IL-17a (PE, clone TC-18H10.1, Biolegend, Cat. No. 506904), CD45.1 (BV421, clone A20, Biolegend, Cat. No. 110732; PE, clone A20, Biolegend, Cat. No. 110708; BV450, clone E-AB-F1184UQ, Elabscience, Cat. No. AF19855;), CD45 (BV510, clone 30-F11, Biolegend, Cat. No. 103138), CD4 (APC/Cy7, clone E-AB-F1353UJ, Elabscience, Cat. No. AF18028), CD8 $\alpha$  (PerCP/Cy5.5, clone E-AB-F1104UJ, Elabscience, Cat. No. AF19856), PD-1 (APC, clone 29F.A12 Biolegend, Cat. No. 135210), CD69 (PE/Cy7, clone E-AB-F1187UH, Elabscience, Cat. No. AF19854), TNF- $\alpha$  (BV421, clone MP6-XT22, Biolegend, Cat. No. 506328), FOXP3 (PE, clone FJK-16s, eBioscience, Cat. No. 12-5773-82), p-ZAP70 (PE, clone n3kobu5, eBioscience, Cat. No. 12-9006-41), Perforin (APC, clone S16009A, Biolegend, Cat. No. 154303) and Granzyme B (APC, clone QA16A02, Biolegend, Cat. No. 372203). For human samples, antibodies against CD4 (PerCP/Cy5.5, clone RPA-T4, Biolegend, Cat. No. 300530; APC/Cy7, clone OKT4, Biolegend, Cat. No. 317418), CD19 (APC/Cy7, clone SJ25C1, Biolegend, Cat. No. 363009), IFN- $\gamma$  (PE, clone 4S.B3, Biolegend, Cat. No. 502509), IL-9 (PE, clone

MH9A4, Biolegend, Cat. No. 507605, PE/Cy7, clone MH9A4, Biolegend, Cat. No. 507612), p-ZAP70 (PE, clone n3kobu5, eBioscience, Cat. No. 12-9006-41), TNF $\alpha$  (PE, clone Mab11, Biolegend, Cat. No. 502908), Perforin (APC, clone dG9, Biolegend, Cat. No. 308111), and Granzyme B (APC, clone QA16A02, Biolegend, Cat. No. 372203) were used.

Flow cytometric acquisition was performed using a BD Fortessa or Cytex Aurora cytometer. Data were analyzed with FlowJo software (v10.8.1 or newer). Fluorescence compensation, isotype-matched controls, and fluorescence-minus-one (FMO) controls were applied as appropriate for multicolor panel validation.

### **Western Blotting**

Cells were washed twice with PBS and lysed in 1  $\times$  lysis buffer (NCM, Cat. No. WB3100) supplemented with a protease inhibitor cocktail (Solarbio, Cat. No. P1260). Protein lysates were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE; YEASEN, Cat. No. 20325ES62) and transferred to PVDF membranes for immunoblotting.

Membranes were probed with the following primary antibodies: ERK1/2 (clone W15133B, BioLegend, Cat. No. 686902), phospho-ERK1/2 (clone 6B8B69, BioLegend, Cat. No. 369502), MEK1/2 (clone L38C12, Cell Signaling Technology, Cat. No. 4694S), phospho-MEK1/2 (clone 41G9, Cell Signaling Technology, Cat. No. 9154S), SREBP1 (HUABIO, Cat. No. ER1917-19), ZAP70 (Abways, Cat. No. CY6937), NF- $\kappa$ B1 p105/p50 (Proteintech, Cat. No. 14220-1-AP), NF- $\kappa$ B p65 (Proteintech, Cat. No. 10745-1-AP), Total Akt (Cell Signaling Technology, Cat. No. 4691T), phospho-Akt (Poly6490, BioLegend, Cat. No. 649001), mTOR (BioLegend, 6H9B10, Cat. No. 659201), phospho-mTOR (PT0498R, Immunoway, Cat. No. YM8326),  $\alpha$ -actinin (Beyotime, Cat. No. AG1022),  $\beta$ -actin (Cell Signaling Technology, Cat. No. 4967), and GAPDH (clone A531, Bioworld, Cat. No. AP0066). HRP-conjugated secondary antibodies included goat anti-rabbit IgG (H+L) (YEASEN, Cat. No. 33101ES60), goat anti-rat IgG(H+L) (proteintech, Cat. No. SA00001-15) and goat anti-mouse IgG (H+L) (ZEN-BIOSCIENCE, Cat. No. 511103).

Molecular weight references were provided by PageRuler Prestained Protein Ladder (Thermo Fisher, Cat. No. 26616) and Ncm Color Marker (NCM, Cat. No. P9006). Protein bands were visualized using enhanced chemiluminescence (ECL) and quantified using ImageJ software.

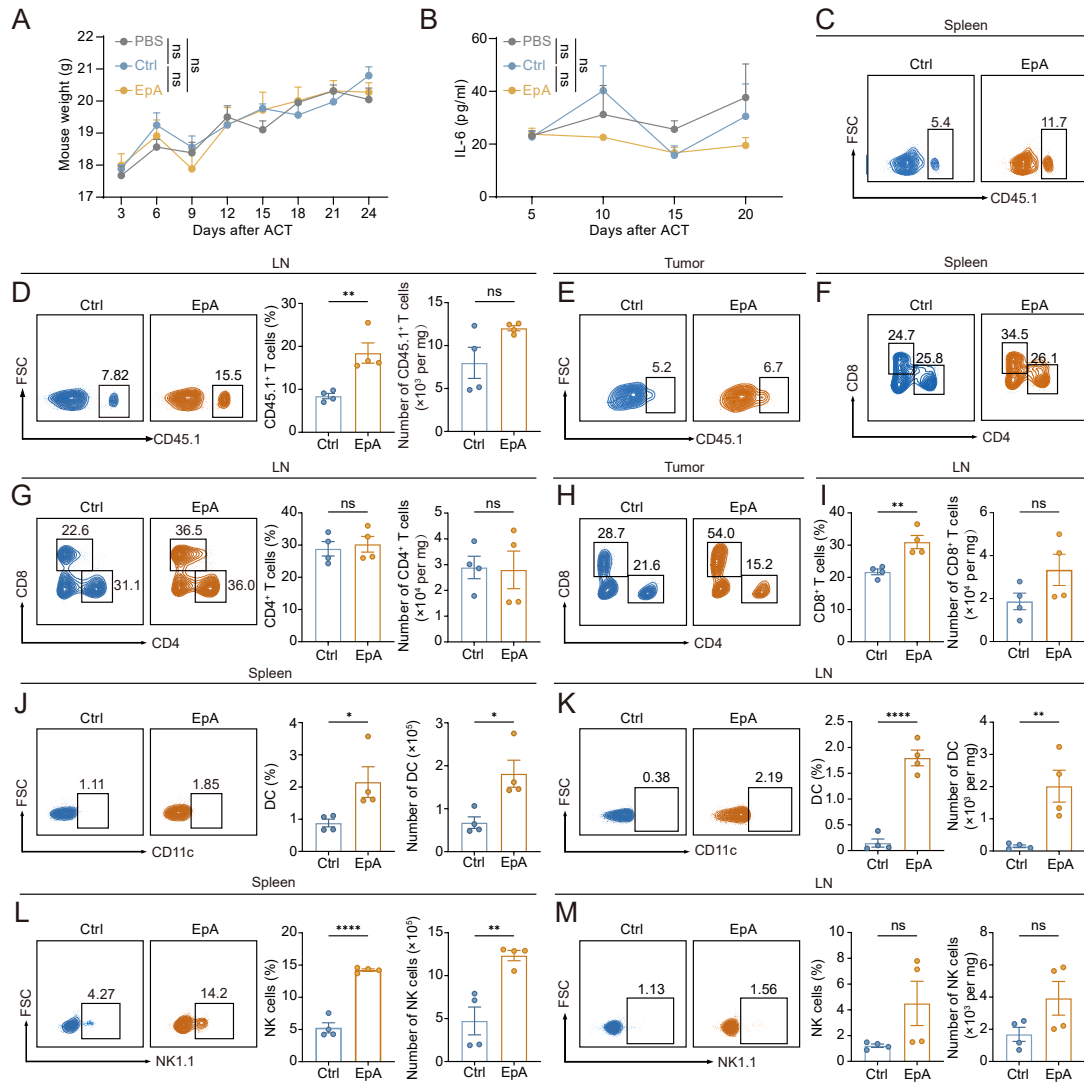

**Figure S1. EpA enhances immune responses.**

(A) Body weight of mice after ACT in PBS, control, and EpA-treated groups. (B) Serum IL-6 levels after ACT, measured by ELISA on days 5, 10, 15, and 20. (C–E) Representative flow-cytometric plots showing transferred CD45.1<sup>+</sup> OT-II Th9 cells in spleens (C), tumor-draining lymph nodes (LNs) (D), and tumors (E); frequencies and absolute numbers of CD45.1<sup>+</sup> OT-II Th9 cells in LNs are quantified in (D). (F–I) Representative flow-cytometric plots of endogenous CD4<sup>+</sup> and CD8<sup>+</sup> T cells in spleens (F), LNs (G), and tumors (H); frequencies and absolute numbers of endogenous CD4<sup>+</sup> (G) and CD8<sup>+</sup> (I) T cells in LNs are quantified. (J and K) Representative plots, frequencies, and total numbers of dendritic cells (DCs) in spleens (J) and LNs (K). (L and M) Representative plots, frequencies, and total numbers of natural killer (NK) cells in spleens (L) and LNs (M). Data in (A–M) are shown as mean  $\pm$  SEM from  $n = 4$  mice per group. Statistical analysis was performed using two-way ANOVA with Tukey's post hoc test (A), one-way ANOVA with Tukey's post hoc test (B) or two-tailed unpaired Student's t-test (D and G–M). ns, not significant. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

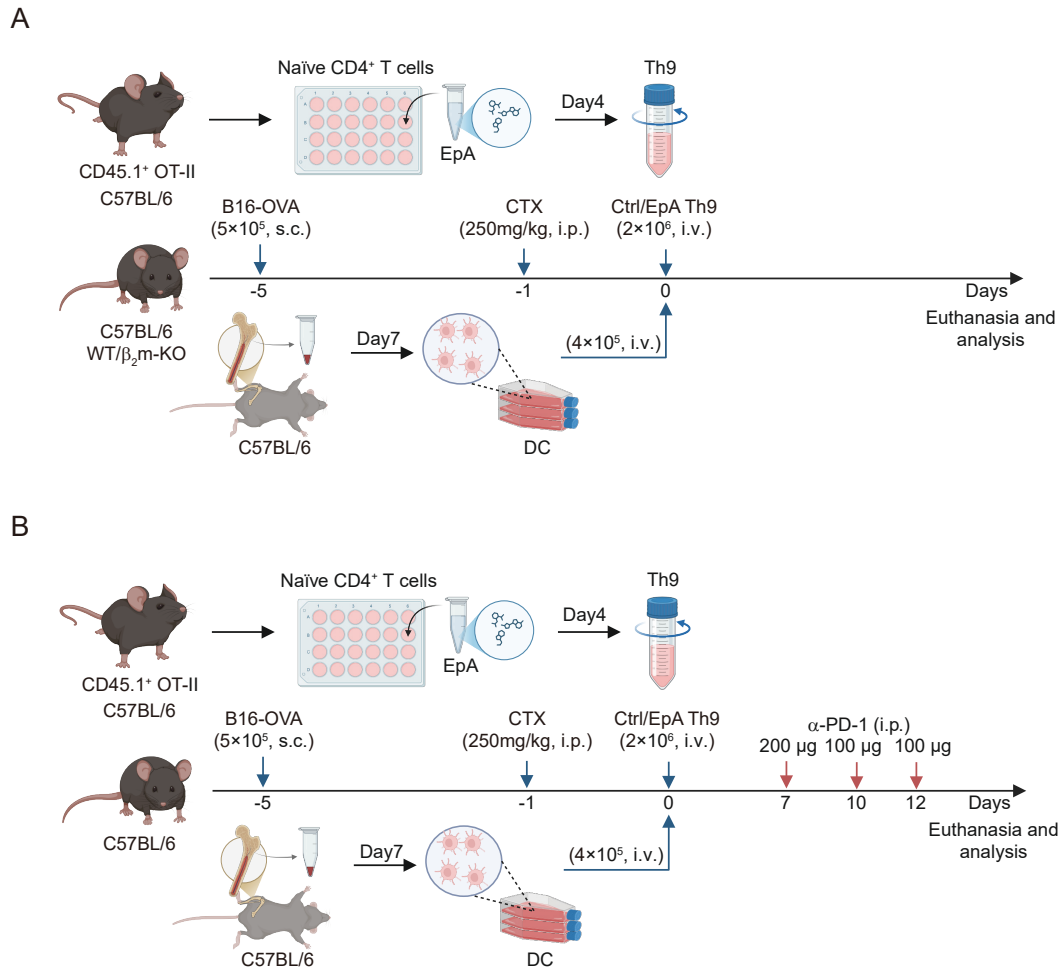

**Figure S2. Schematic diagrams of ACT models used in vivo studies.**

**(A)** Diagram of the ACT model in CD8-deficient hosts. C57BL/6 or  $\beta 2m$ -KO mice were subcutaneously inoculated with B16-OVA melanoma cells ( $5 \times 10^5$ ) and preconditioned with CTX on day 4. On day 5, mice were intravenously administered PBS, OT-II Th9 cells (Ctrl), or OT-II EpA-Th9 cells (EpA) ( $2 \times 10^6$ ) ( $n = 4$  mice per group). **(B)** Diagram of the ACT model combined with immune checkpoint blockade. B16-OVA tumor-bearing C57BL/6 mice were treated with ctrl or EpA-induced OT-II Th9 cells ( $2 \times 10^6$ , i.v., day 5), followed by intraperitoneal administration of anti-PD-1 antibody (200  $\mu$ g/mice, i.p.) on day 7, and (100  $\mu$ g/ mice, i.p.) on day 10 and 12 ( $n = 6$  mice per group). Schematic in **(A)** and **(B)** created using BioRender (<https://Biorender.com>)

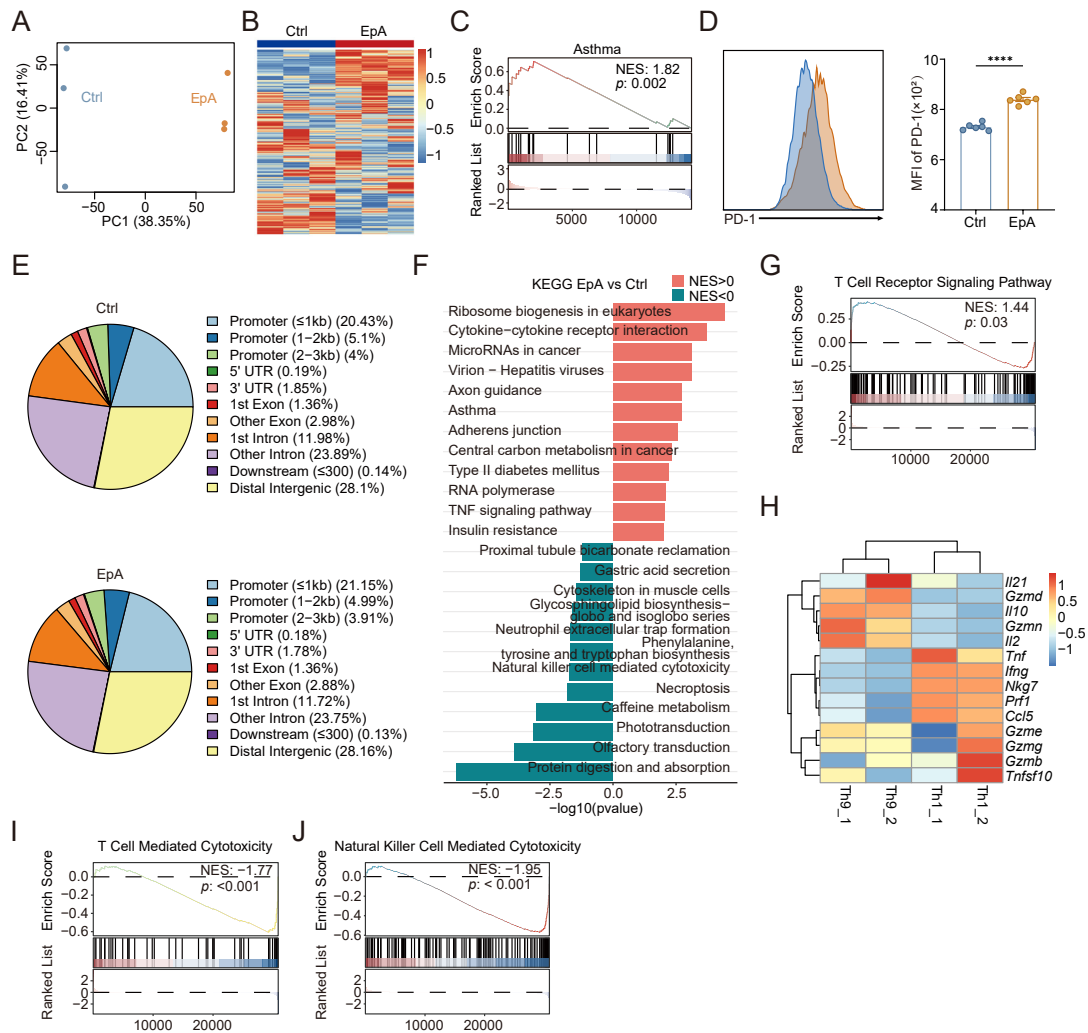

**Figure S3. Transcriptomic and phenotypic characterization of EpA-Th9 cells.** (A) Principal component analysis (PCA) of bulk RNA-seq data showing distinct transcriptional profiles of control and EpA-treated Th9 cells. (B) Heatmap of gene expression in RNA-seq data of control and EpA-treated Th9 cells. (C) GSEA of asthma pathway. (D) Flow cytometric analysis of PD-1 expression (mean  $\pm$  SEM,  $n = 6$ ). \*\*\*\* $p < 0.0001$ . (E) Distribution of ATAC-seq peaks across genomic regions. (F) KEGG pathway enrichment analysis of different pathways between control and EpA-Th9 groups. Red bars indicate pathways upregulated in EpA-Th9 cells; green bars indicate downregulated pathways. (G–J) Data reanalysis of GEO dataset (accession number: GSE97087). GSEA of T cell receptor signaling pathway in Th9 compared to Th1 cells (G). Heatmap of cytotoxic effector genes and cytokines (H). GSEA plots showing T cell-mediated cytotoxicity pathway (I) and natural killer cell-mediated cytotoxicity pathway (J). Statistical analysis was performed using two-tailed unpaired Student's t-test (D).

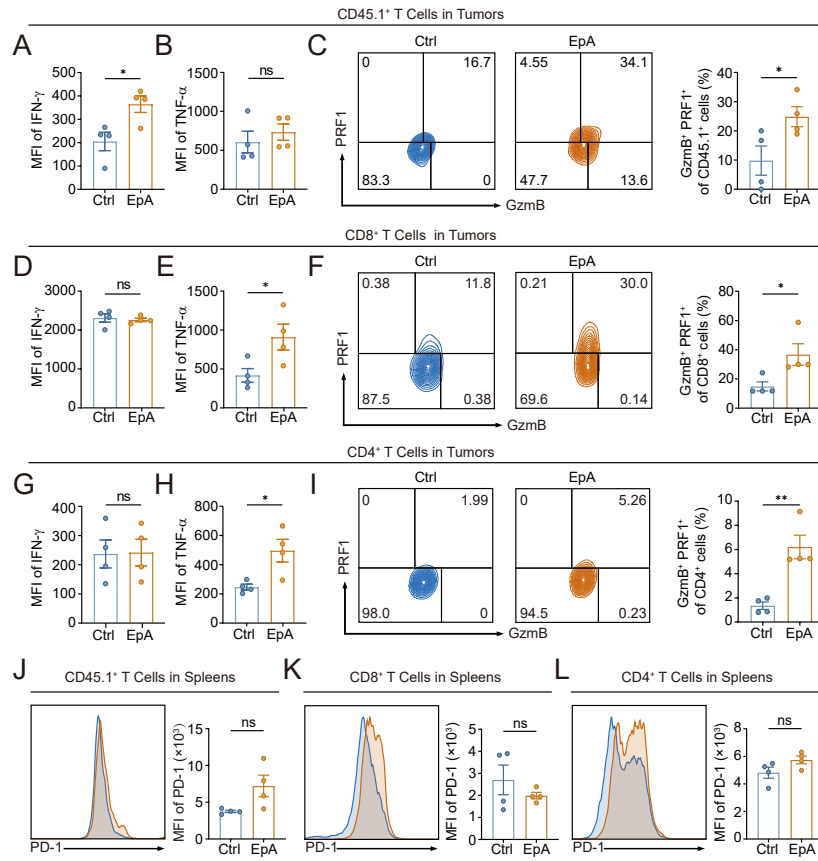

**Figure S4. EpA enhances cytotoxic effector functions of tumor-infiltrating Th9 cells and endogenous T cells.**

(A–C) Mean fluorescence intensity (MFI) of IFN- $\gamma$  (A) and TNF- $\alpha$  (B), and representative flow-cytometric plots with quantification of Granzyme B<sup>+</sup> Perforin<sup>+</sup> cells (C) among adoptively transferred CD45.1<sup>+</sup> Th9 cells in tumors. (D–F) MFI of IFN- $\gamma$  (D) and TNF- $\alpha$  (E), and representative plots with quantification of Granzyme B<sup>+</sup> Perforin<sup>+</sup> cells (F) among tumor-infiltrating CD8<sup>+</sup> T cells. (G–I) MFI of IFN- $\gamma$  (G) and TNF- $\alpha$  (H), and representative plots with quantification of Granzyme B<sup>+</sup> Perforin<sup>+</sup> cells (I) among tumor-infiltrating CD4<sup>+</sup> T cells. (J–L) PD-1 expression in adoptively transferred CD45.1<sup>+</sup> Th9 cells (J), endogenous CD8<sup>+</sup> T cells (K), and endogenous CD4<sup>+</sup> T cells (L) from spleens of tumor-bearing mice. Data in (A–L) are shown as mean  $\pm$  SEM from  $n = 4$  mice per group. Statistical analysis was performed using two-tailed unpaired Student's t-test (A–L). ns, not significant. \* $p < 0.05$ , \*\* $p < 0.01$ .

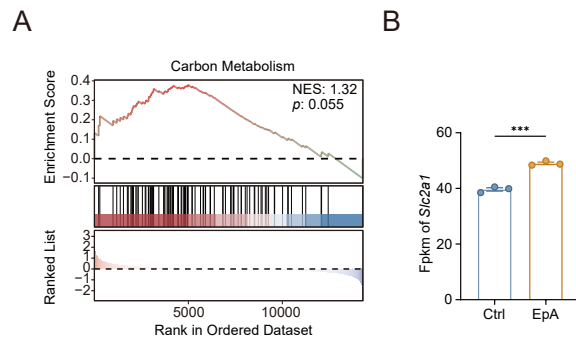

**Figure S5. EpA promotes metabolic reprogramming in Th9 cells.**

**(A)** GSEA of carbon metabolism pathway. **(B)** Fpkms of *Slc2a1* (GLUT1) in control and EpA-treated Th9 cells (mean  $\pm$  SEM,  $n = 3$ ). Statistical analysis was performed using two-tailed unpaired Student's t-test. \*\*\* $p < 0.001$ .

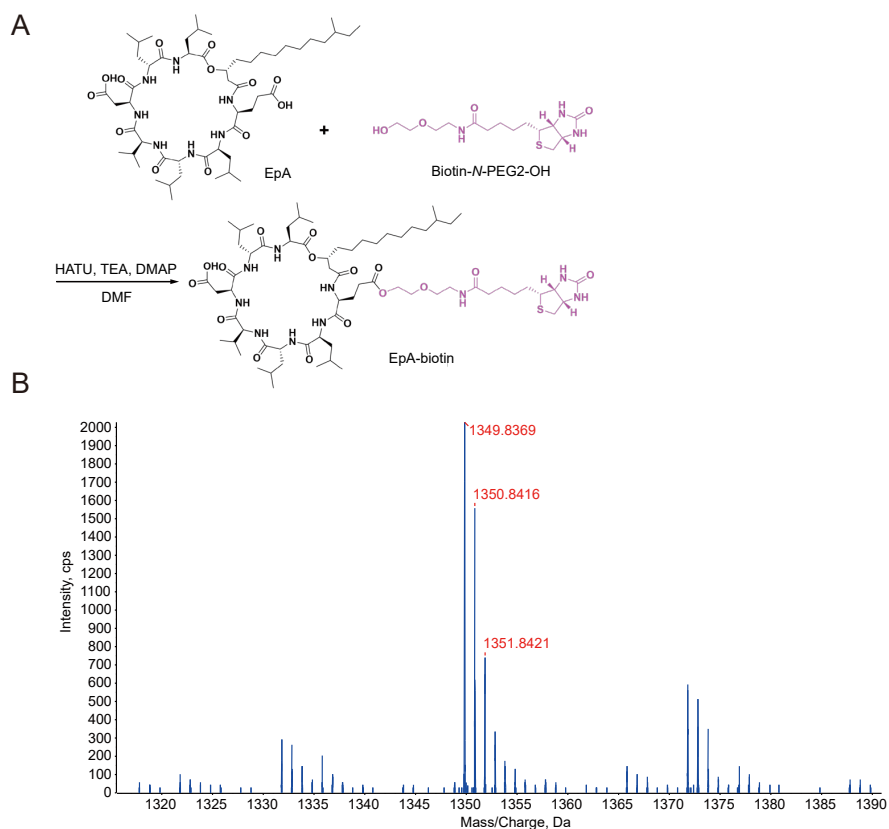

| Hit | Formula                                                            | $m/z$     | RDB  | ppm | MS Rank |
|-----|--------------------------------------------------------------------|-----------|------|-----|---------|
| 1   | C <sub>67</sub> H <sub>116</sub> N <sub>10</sub> O <sub>16</sub> S | 1349.8364 | 15.0 | 0.5 | 1       |

**Figure S6. Chemical synthesis of molecular probe (biotin-conjugated EpA) and its mass spectrometry validation.**

**(A)** Synthetic scheme for biotinylated EpA. **(B)** LC–MS spectrum of the biotin-conjugated EpA product, showing a dominant peak at  $m/z = 1349.8369$   $[M+H]^+$ , confirming successful conjugation of the biotin moiety.

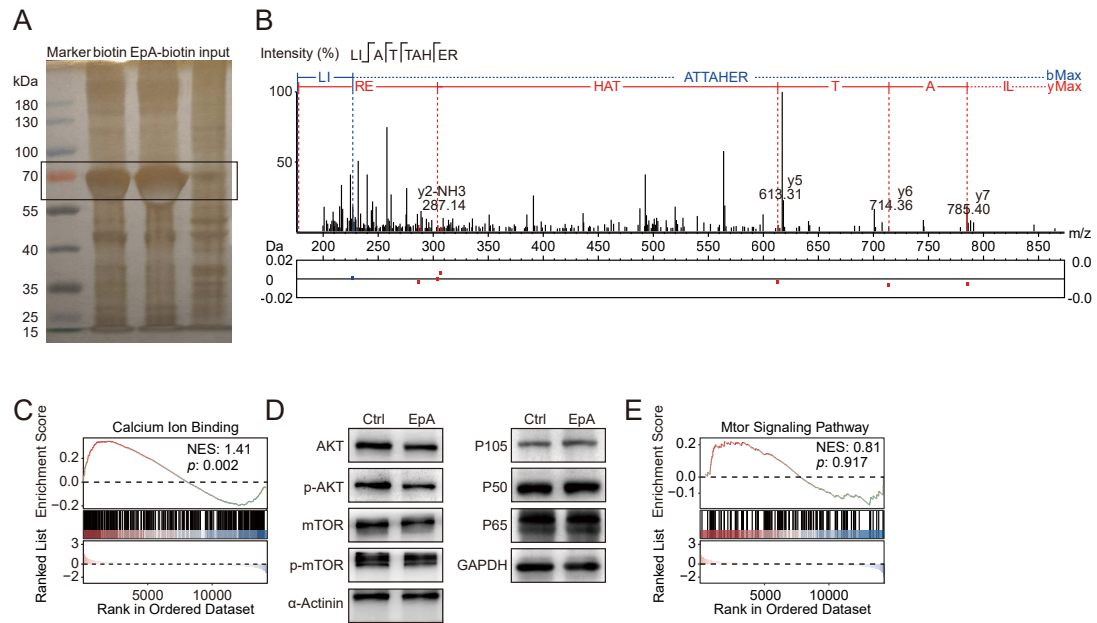

**Figure S7. Identification of EpA-binding proteins and analysis of downstream signaling pathways.**

(A) Affinity-based pull-down assay using biotin-conjugated EpA and streptavidin magnetic beads in Th9 cell lysates. EpA-associated proteins were visualized by silver staining. (B) Representative mass spectrometry spectrum showing the identification of a ZAP70-derived peptide among EpA-bound proteins. (C) GSEA showing enrichment of calcium binding in EpA-treated cells. (D) Immunoblot analysis of total and phosphorylated AKT, mTOR, and NF-κB signaling components (P105, P50, and P65) in control and EpA-treated Th9 cells. (E) GSEA showing mTOR signaling pathway.

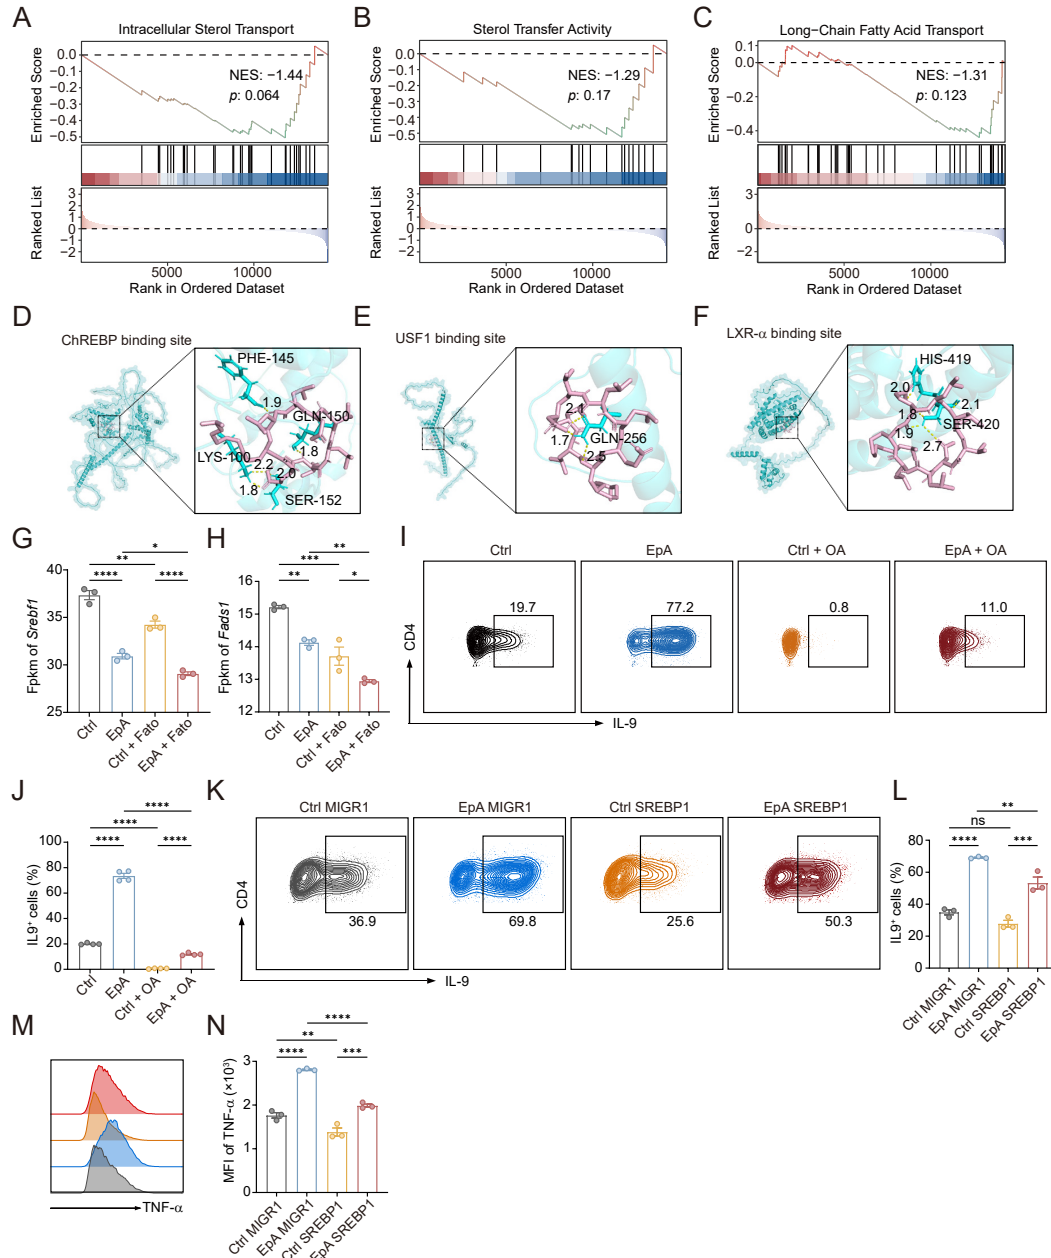

**Figure S8. EpA-associated modulation of lipid metabolism and its impact on Th9 cell function.**

(A–C) GSEA of RNA-seq data showing intracellular sterol transport (A), sterol transfer activity (B), and long-chain fatty acid transport (C) pathways in control and EpA-treated Th9 cells. (D–F) Predicted molecular docking models of EpA (pink) with key lipid metabolism-related transcription factors, including ChREBP (D), USF1 (E), and LXR- $\alpha$  (F) (proteins shown in blue). (G and H) RNA-seq quantification of *Srebf1* (G) and *Fads1* (H) transcript levels in Th9 cells treated with vehicle, EpA (10  $\mu$ M), Fatostatin (5  $\mu$ M), or the combination ( $n$  = 3). (I and J) Flow-cytometric analysis of intracellular IL-9 expression in Th9 cells treated with control, EpA (10  $\mu$ M), oleic acid (OA, 50  $\mu$ M), or both, showing representative plots (I) and quantification of IL-9<sup>+</sup> cells (J) ( $n$  = 4). (K and L) Flow-cytometric analysis of IL-9 expression in Th9 cells transduced with either control (MIGR1) or SREBP1-

overexpressing vectors, with or without EpA treatment, showing representative plots **(K)** and quantification of IL-9<sup>+</sup> cells **(L)** ( $n = 3$ ). **(M and N)** Flow-cytometric analysis of intracellular TNF- $\alpha$  expression in Th9 cells treated as in **(K)**, showing representative histograms **(M)** and quantification of mean fluorescence intensity **(N)** ( $n = 3$ ). Statistical analysis was performed using one-way ANOVA followed by Tukey's post hoc test **(G and H, J, L, N)**. ns, not significant. Repeated data are presented as mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

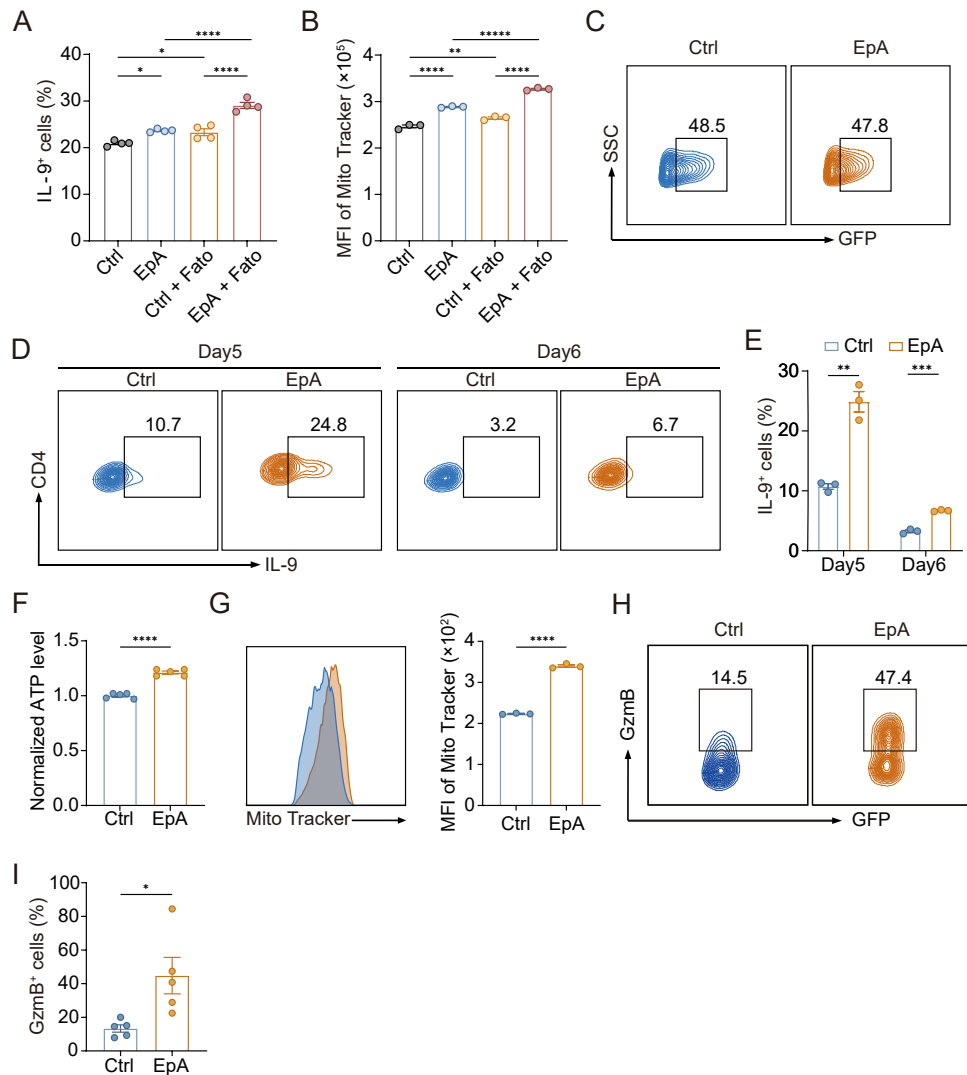

**Figure S9. Effects of EpA on human Th9 CAR-T cells.**

(A) Flow-cytometric analysis of intracellular IL-9 expression in human Th9 cells treated with EpA, Fatostatin, or both ( $n = 4$ ). (B) Flow-cytometric assessment of mitochondrial mass using Mito Tracker in human Th9 cells treated as in (A) ( $n = 3$ ). (C) Flow-cytometric analysis of infection efficiency in Th9 cells transduced with a CD19-directed CAR lentivirus. (D and E) Flow-cytometric analysis of IL-9 expression in human Th9 CAR-T cells on days 5 and 6 of in vitro differentiation, showing representative plots (D) and quantification (E) ( $n = 3$ ). (F) Measurement of intracellular ATP levels normalized to cell number in human Th9 CAR-T cells ( $n = 5$ ). (G) Flow-cytometric analysis of mitochondrial mass using Mito Tracker in human Th9 CAR-T cells ( $n = 3$ ). (H and I) Flow-cytometric analysis of granzyme B<sup>+</sup> CAR-Th9 cells isolated from spleens after adoptive transfer, showing representative plots (H) and quantification (I) ( $n = 5$  mice per group). Statistical analysis was performed using one-way ANOVA with Tukey's post hoc test (A and B), or two-tailed unpaired Student's t-test (E–G, and I). Repeated data are presented as mean  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

### Part I. The chemical structures of metabolites 1-65.

The image displays the chemical structures of EpA (1) and its derivatives 2 and 3. EpA (1) is a complex polypeptide with a central core and several side chains. The side chains are labeled: D-Leu, L-Leu, L-Asp, L-Glu, L-Val, and D-Leu. A pink 'R' group is attached to the central core. The derivatives 2 and 3 are shown to the right, with R<sub>1</sub> and R<sub>2</sub> groups. The definitions for R<sub>1</sub> and R<sub>2</sub> are provided below the structures:

2 R<sub>1</sub> = H R<sub>2</sub> = CH(CH<sub>3</sub>)<sub>2</sub>  
 3 R<sub>1</sub> = OH R<sub>2</sub> = CH(CH<sub>3</sub>)<sub>2</sub>

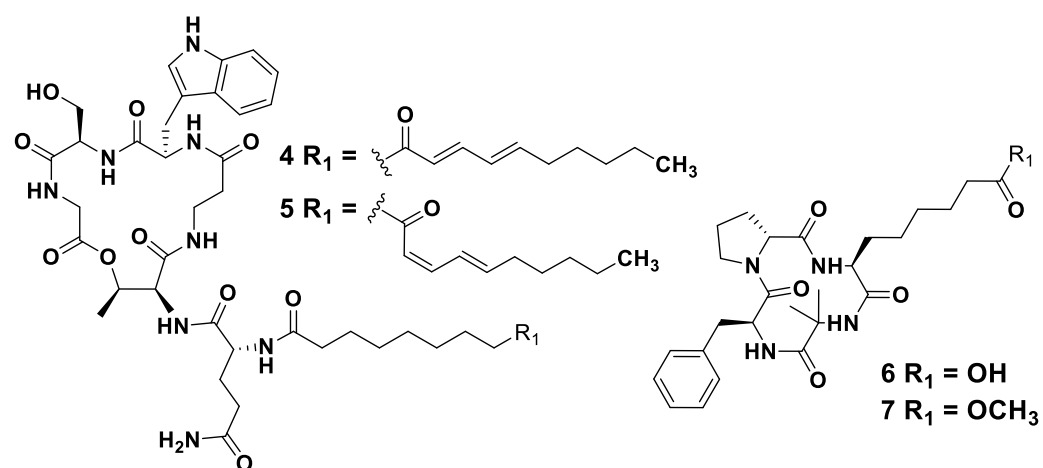

Chemical structures of compounds 8, 9, 10, 11, and 12 are shown. Compounds 8, 9, and 10 are bicyclic molecules with a cycloheptene ring fused to a cyclopentenone ring, and a side chain containing a hydroxyl group and a hydroxymethyl group. Compounds 11 and 12 are bicyclic molecules with a cyclopentane ring fused to a cyclopentene ring, and a side chain containing a hydroxyl group and a hydroxymethyl group.

### Cyclodipeptides

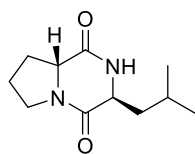

13

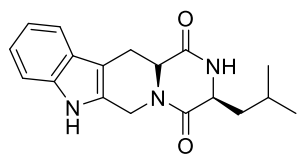

14

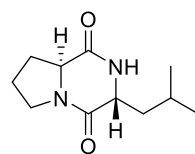

15

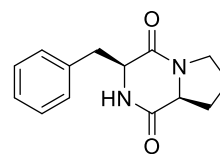

16

### Alkaloids

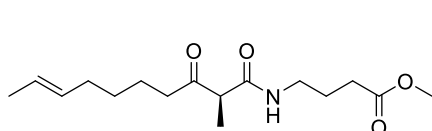

17

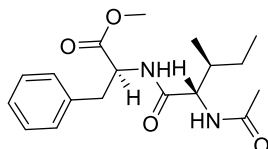

18

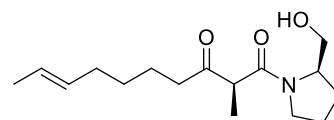

19

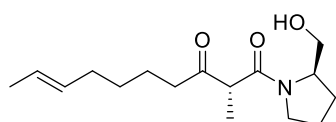

20

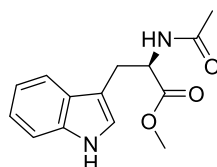

21

### Sterols

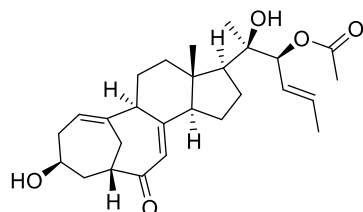

22

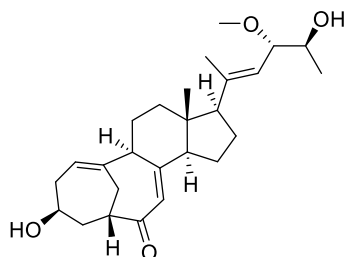

23

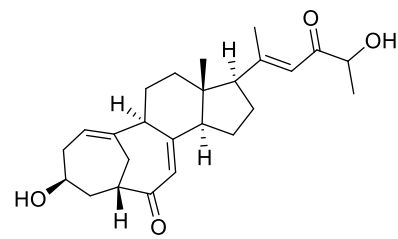

24

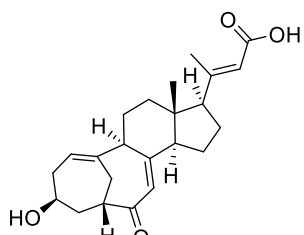

25

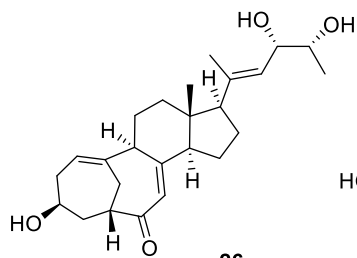

26

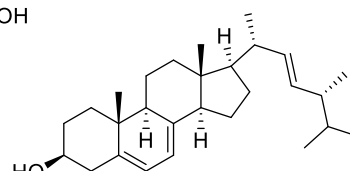

27

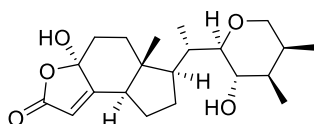

28

### Decalins

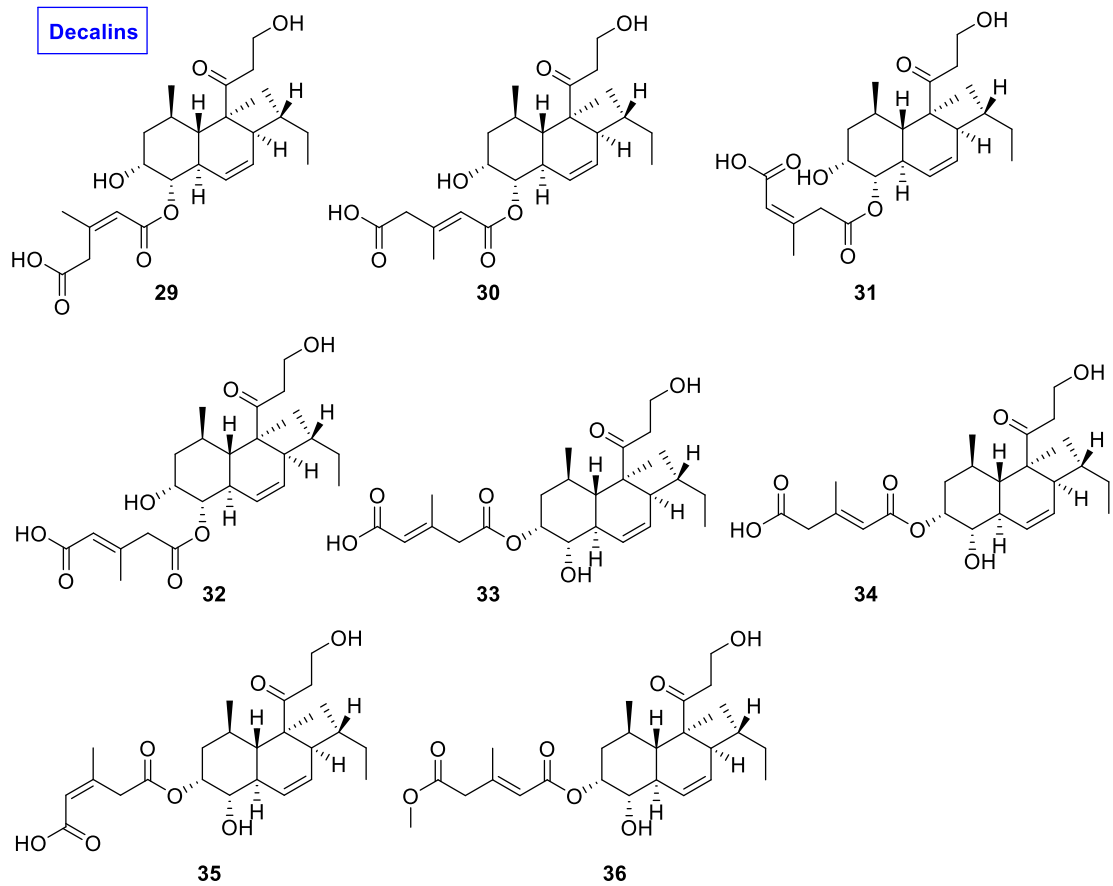

### Citrinins

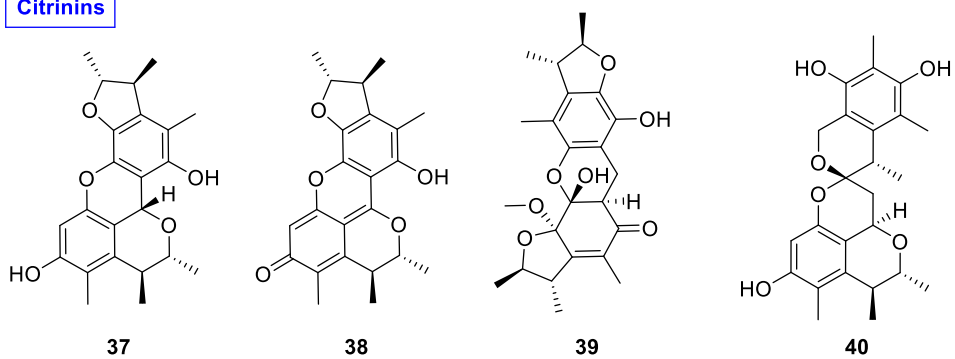

### Aromatics

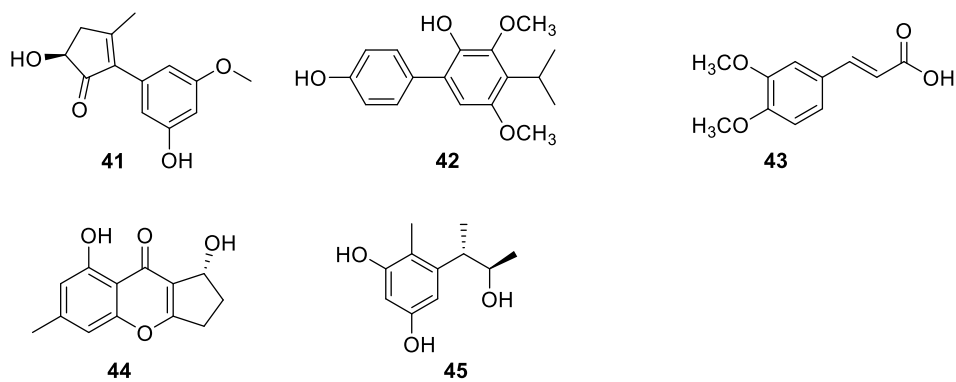

### Isocoumarins

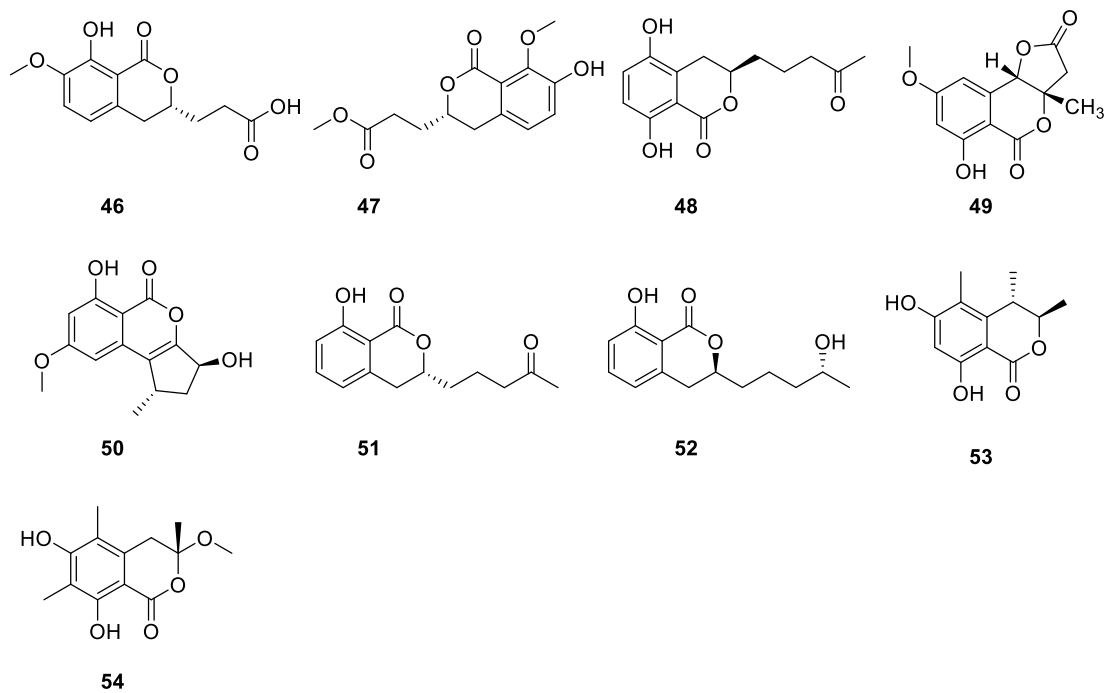

### Phthalides

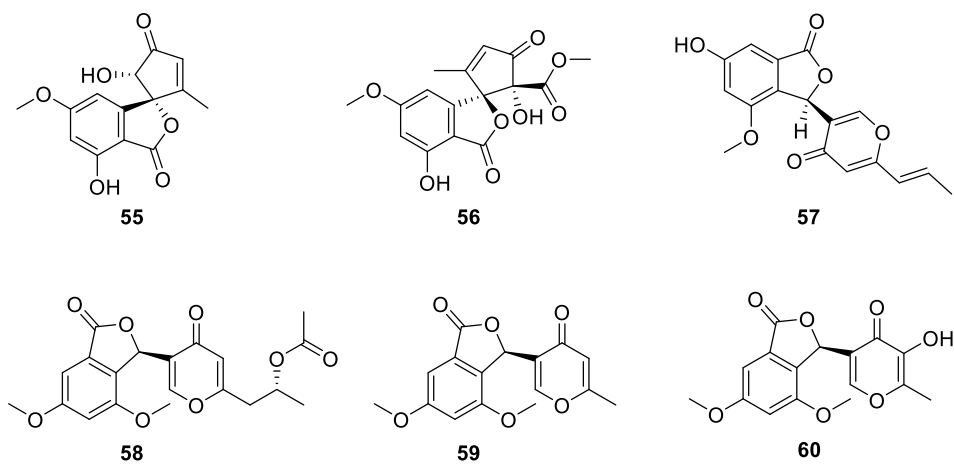

### Azaphilones

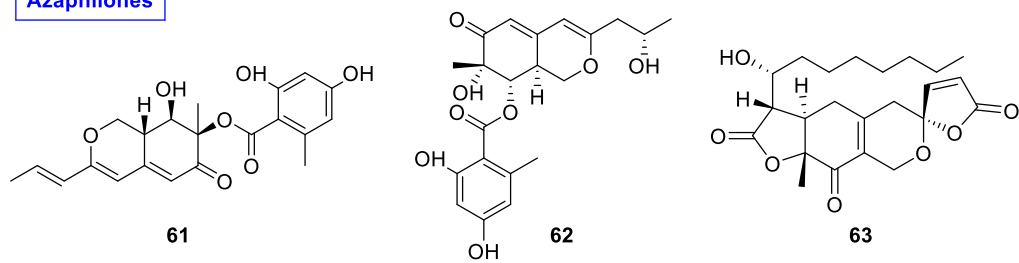

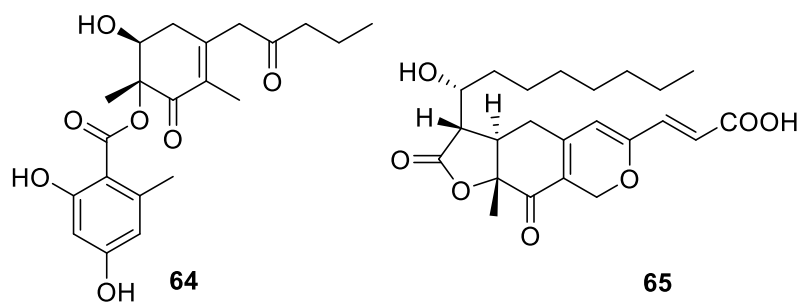

## Part II. Detailed information of metabolites and their effects on Th9 differentiation.

| Name                                                                                        | Fold change of IL-9 expression | Origins                      | Hosts                    |
|---------------------------------------------------------------------------------------------|--------------------------------|------------------------------|--------------------------|
| EpA (1)                                                                                     | 4.34                           | <i>Endomelanconiosis sp.</i> | <i>Ganoderma lucidum</i> |
| 1962B (2)                                                                                   | 1.92                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| 1962A (3)                                                                                   | 2.22                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| Aselacin C (4)                                                                              | 2.13                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| Aselacin derivative (5)                                                                     | 2.98                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| Chlamydocin derivative (6)                                                                  | 0.91                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| Tirchocyclopeptide B (7)                                                                    | 0.026                          | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| Trichodermanol B (8)                                                                        | 2.95                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| Trichodermanol C (9)                                                                        | 3.06                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| (1 <i>S</i> ,7 <i>R</i> ,10 <i>S</i> ,11 <i>R</i> )-3-oxoguai-4-ene-11,12-diol (10)         | 1.98                           | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i> |
| Mucorinic acid A (11)                                                                       | 2.42                           | <i>Mucor irregularis</i>     | <i>Ganoderma lucidum</i> |
| Mucorinic acid B (12)                                                                       | 3.70                           | <i>Mucor irregularis</i>     | <i>Ganoderma lucidum</i> |
| Cyclo-(( <i>S</i> )-Pro-( <i>R</i> )-Leu) (13)                                              | 2.54                           | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i> |
| (3 <i>S</i> ,12 <i>aS</i> )-2,3,6,7,12,12 <i>a</i> -Hexahydro-3-(2-methylpropyl)pyrazino[1' | 1.65                           | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i> |

|                                                                                                                  |       |                              |                              |
|------------------------------------------------------------------------------------------------------------------|-------|------------------------------|------------------------------|
| ,2':1,6]pyrido[3,4-<br>b]indole-1,4-dione ( <b>14</b> )                                                          |       |                              |                              |
| Cyclo-(( <i>S</i> )-Pro-( <i>R</i> )-Leu)<br>( <b>15</b> )                                                       | 2.50  | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i>     |
| (3 <i>S</i> ,8 <i>aS</i> )-3-<br>Benzylhexahydropyrrolo<br>[1,2- <i>a</i> ] pyrazine-1,4-<br>dione ( <b>16</b> ) | 2.66  | <i>Mucor irregularis</i>     | <i>Ganoderma lucidum</i>     |
| Ethyl 2-(2-acetamido-3-<br>methylpentanamido)-3-<br>phenylpropanoate ( <b>17</b> )                               | 2.35  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Methyl (2 <i>S</i> ,8 <i>E</i> )-1'-(2-<br>methyl-3-oxodec-8-<br>enamido) butanoate ( <b>18</b> )                | 2.15  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| ( <i>R</i> )-scalusamide A ( <b>19</b> )                                                                         | 2.53  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| ( <i>S</i> )-scalusamide A ( <b>20</b> )                                                                         | 2.74  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| <i>N</i> -acetyltryptophan<br>methyl ester ( <b>21</b> )                                                         | 3.15  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| 22-acetylisocyclocitrinol<br>A ( <b>22</b> )                                                                     | 1.57  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Erythro-23-O-<br>methylneocyclocitrinol<br>( <b>23</b> )                                                         | 1.10  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| 23-oxoneocyclocitrinol<br>( <b>24</b> )                                                                          | 1.95  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Norcyclocitrinoicacid A<br>( <b>25</b> )                                                                         | 3.40  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Neocyclocitrinol D ( <b>26</b> )                                                                                 | 0.76  | <i>Mucor irregularis</i>     | <i>Ganoderma lucidum</i>     |
| Ergosta-5,7,22-trien-3 $\beta$ -<br>ol ( <b>27</b> )                                                             | 3.19  | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Trichodermanol A ( <b>28</b> )                                                                                   | 1.25  | <i>Trichoderma sp.</i>       | <i>Ganoderma lucidum</i>     |
| Tandyukisin J ( <b>29</b> )                                                                                      | 1.18  | <i>Trichoderma harzianum</i> | <i>Ganoderma lucidum</i>     |
| Tandyukisin I ( <b>30</b> )                                                                                      | 1.318 | <i>Trichoderma harzianum</i> | <i>Ganoderma lucidum</i>     |
| Tandyukisin C ( <b>31</b> )                                                                                      | 1.228 | <i>Trichoderma harzianum</i> | <i>Ganoderma lucidum</i>     |
| Tandyukisin H ( <b>32</b> )                                                                                      | 1.148 | <i>Trichoderma harzianum</i> | <i>Ganoderma lucidum</i>     |
| Tandyukisin G ( <b>33</b> )                                                                                      | 1.06  | <i>Trichoderma harzianum</i> | <i>Ganoderma</i>             |

|                                                                                                                                                   |      |                              |                              |
|---------------------------------------------------------------------------------------------------------------------------------------------------|------|------------------------------|------------------------------|
|                                                                                                                                                   |      |                              | <i>lucidum</i>               |
| Trichoharzin (34)                                                                                                                                 | 1.38 | <i>Trichoderma harzianum</i> | <i>Ganoderma lucidum</i>     |
| Tandyukisin D (35)                                                                                                                                | 1.17 | <i>Trichoderma harzianum</i> | <i>Ganoderma lucidum</i>     |
| Trichoharzin B (36)                                                                                                                               | 1.16 | <i>Trichoderma harzianum</i> | <i>Ganoderma lucidum</i>     |
| Penicitrinol A (37)                                                                                                                               | 1.09 | <i>Mucor irregularis</i>     | <i>Ganoderma lucidum</i>     |
| Penicitrinone A (38)                                                                                                                              | 1.08 | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Penidicitrinin A (39)                                                                                                                             | 1.11 | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Xerucitrinin A (40)                                                                                                                               | 1.07 | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Alternariphent A (41)                                                                                                                             | 0.89 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| 3,5-Dimethoxy-4-(1-methylethyl)[1,1'-biphenyl]-2,4'-diol (42)                                                                                     | 1.06 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| <i>Trans</i> -3,4-dimethoxycinnamic acid (43)                                                                                                     | 1.19 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| Coniochaetone B (44)                                                                                                                              | 1.22 | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Phenol A (45)                                                                                                                                     | 0.92 | <i>Nigrospora oryzae</i>     | <i>Periplaneta americana</i> |
| Isocoumarin (46)                                                                                                                                  | 1.24 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| Peniciisocoumarin E (47)                                                                                                                          | 1.43 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| Penicilloxalone B (48)                                                                                                                            | 1.50 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| (3a <i>S</i> ,9b <i>S</i> )-3a,9b-Dihydro-6-hydroxy-8-methoxy-3a-methyl-2 <i>H</i> -furo[3,2- <i>c</i> ][2]benzopyran-2,5(3 <i>H</i> )-dione (49) | 1.34 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| Phialophoriol (50)                                                                                                                                | 0.04 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| Aspergillumarins A (51)                                                                                                                           | 1.52 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |
| Isocoumarin derivatives (52)                                                                                                                      | 1.24 | <i>Talaromyces sp.</i>       | <i>Ganoderma lucidum</i>     |

|                                                                                                                               |      |                          |                              |
|-------------------------------------------------------------------------------------------------------------------------------|------|--------------------------|------------------------------|
| (3 <i>R</i> ,4 <i>S</i> )-6,8-dihydroxy-3,4,5-trimethylisocoumarin ( <b>53</b> )                                              | 1.25 | <i>Nigrospora oryzae</i> | <i>Periplaneta americana</i> |
| Stoloniferol A ( <b>54</b> )                                                                                                  | 1.27 | <i>Nigrospora oryzae</i> | <i>Periplaneta americana</i> |
| Talaroflavone ( <b>55</b> )                                                                                                   | 1.56 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Alternaone A ( <b>56</b> )                                                                                                    | 1.18 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| 6-Demethylvermistatin ( <b>57</b> )                                                                                           | 1.28 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Dihydrovermistatin ( <b>58</b> )                                                                                              | 1.29 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Penisimplicissin ( <b>59</b> )                                                                                                | 1.09 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| (3 <i>R</i> )-3-(5-hydroxy-6-methyl-4-oxo-4 <i>H</i> -pyran-3-yl)-4,6-dimethoxy-1(3 <i>H</i> )-isobenzofuranone ( <b>60</b> ) | 1.28 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Pinophilins A ( <b>61</b> )                                                                                                   | 1.18 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Pinophilins E ( <b>62</b> )                                                                                                   | 1.30 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Sequoiamonascin A ( <b>63</b> )                                                                                               | 0.67 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Talarophilone ( <b>64</b> )                                                                                                   | 0.79 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |
| Sequoiamonascin C ( <b>65</b> )                                                                                               | 2.02 | <i>Talaromyces sp.</i>   | <i>Ganoderma lucidum</i>     |

**Table 2. Structural characterization of EpA by NMR and high-resolution mass spectrometry.**

**Part I.  $^1\text{H}$  (600 MHz) NMR spectrum of EpA in DMSO- $\text{d}_6$ .**

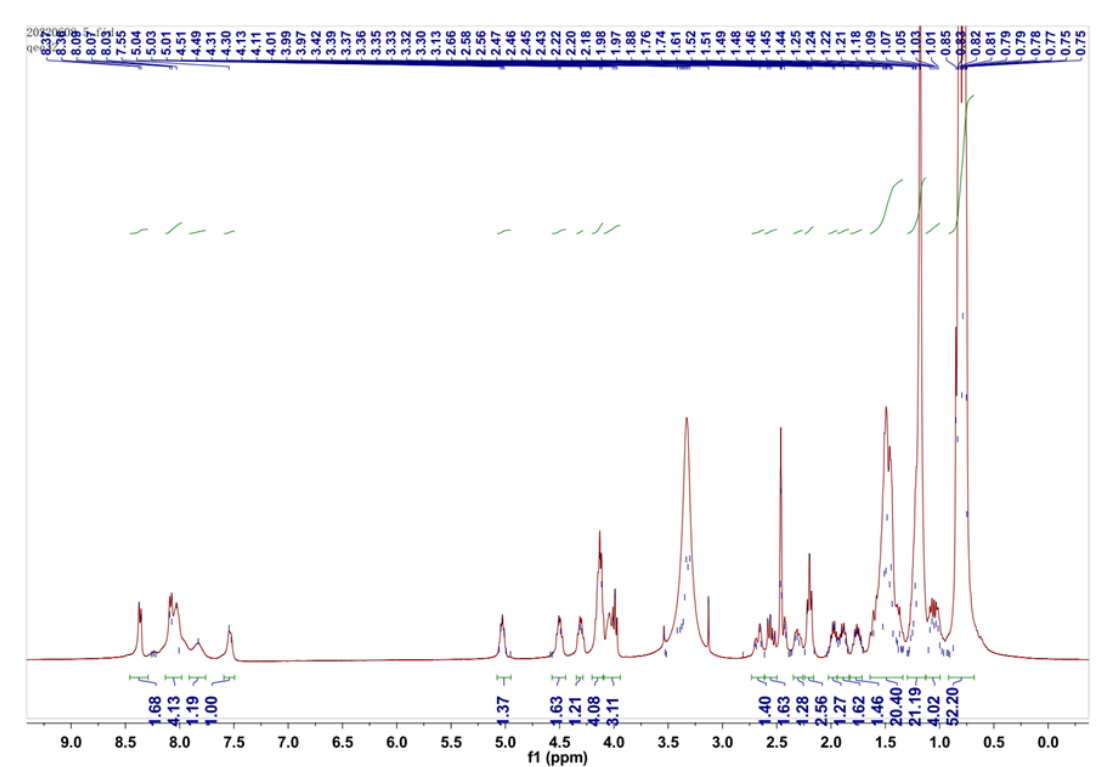

**Part II.  $^{13}\text{C}$  (150 MHz) NMR spectra of EpA in DMSO- $\text{d}_6$ .**

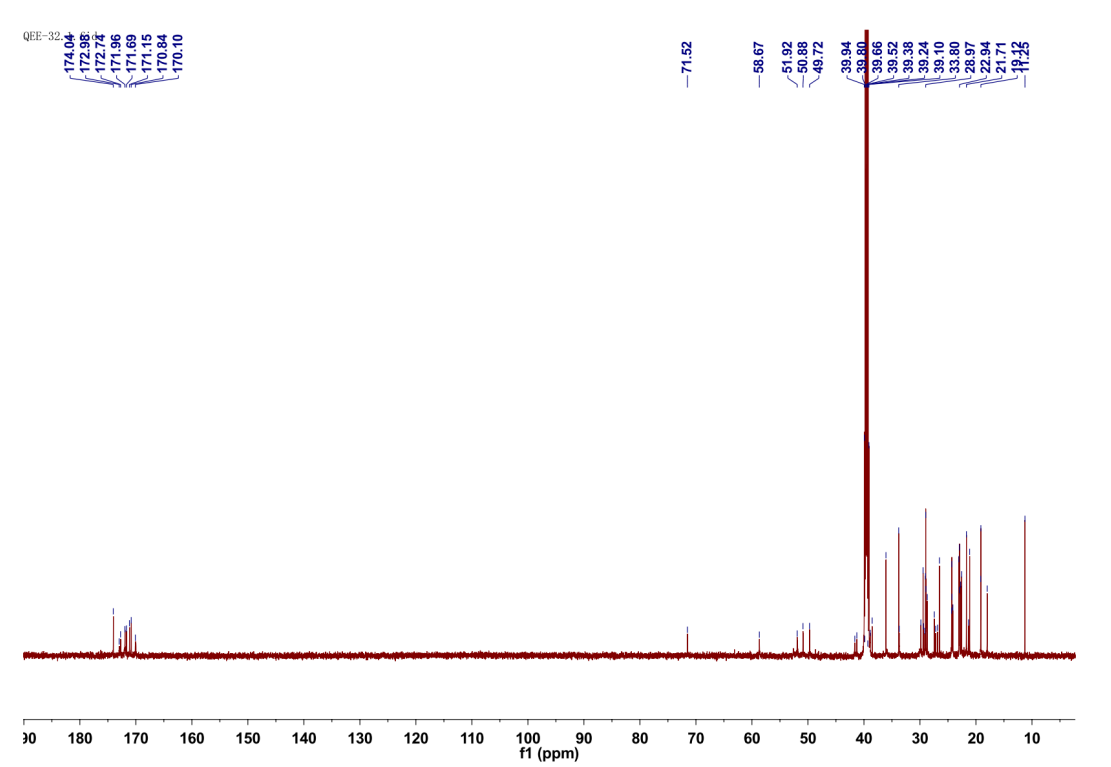

### Part III. HRESIMS of compound EpA

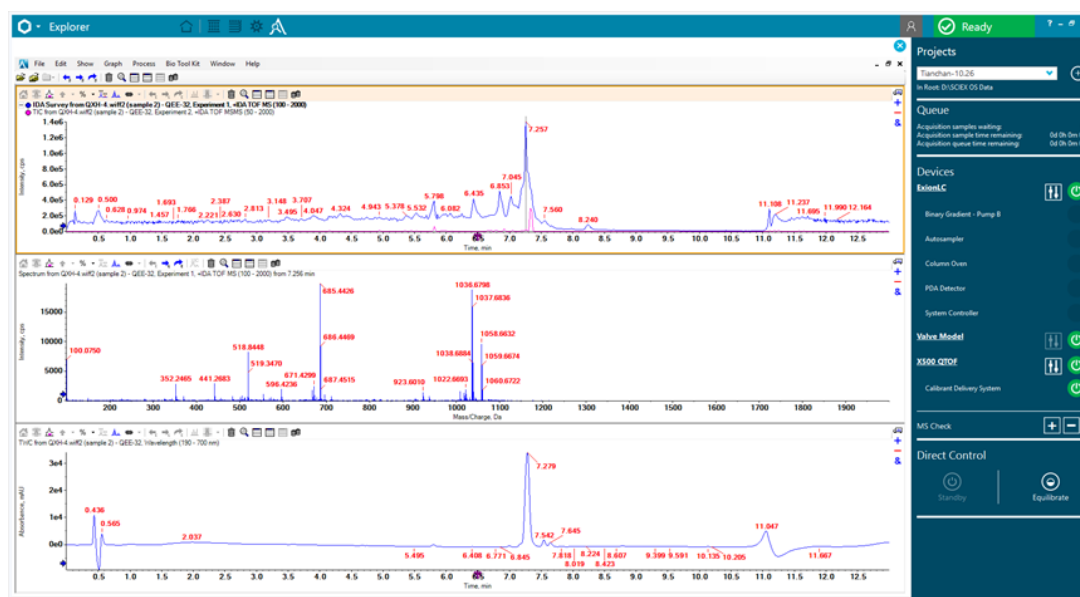

**Table 3. Molecular docking predictions of EpA-bound proteins identified by pull-down assay.**

| EpA-bound proteins identified by pull-down assay |                  |
|--------------------------------------------------|------------------|
| symbol                                           | score (kcal/mol) |
| Q14AX6 CDK12_MOUSE                               | -13.29           |
| Q9QX66 DPF1_MOUSE                                | -13.19           |
| Q69ZA1 CDK13_MOUSE                               | -12.3            |
| P43404 ZAP70_MOUSE                               | -12.17           |
| P17932 RL32P_MOUSE                               | -11.95           |
| Q3TKT4 SMCA4_MOUSE                               | -11.86           |
| O35495 CDK14_MOUSE                               | -11.77           |
| Q05920 PYC_MOUSE                                 | -11.55           |
| Q8K4B0 MTA1_MOUSE                                | -11.49           |
| Q61210 ARHG1_MOUSE                               | -11.49           |
| Q924K8 MTA3_MOUSE                                | -11.27           |
| P63094 GNAS2_MOUSE                               | -11.16           |
| Q9DB96 NGDN_MOUSE                                | -11.12           |
| P32883 RASK_MOUSE                                | -11.07           |
| Q8CGZ0 CHERP_MOUSE                               | -10.98           |
| Q91ZE5 AGRE4_MOUSE                               | -10.92           |
| Q6PDG5 SMRC2_MOUSE                               | -10.83           |
| Q7TPB0 PLPR3_MOUSE                               | -10.8            |
| Q8K0D0 CDK17_MOUSE                               | -10.72           |
| Q5S006 LRRK2_MOUSE                               | -10.58           |
| Q6A068 CDC5L_MOUSE                               | -10.57           |
| P56716 RP1_MOUSE                                 | -10.51           |
| Q6NZJ6 IF4G1_MOUSE                               | -10.46           |
| P54823 DDX6_MOUSE                                | -10.42           |
| Q6DIC0 SMCA2_MOUSE                               | -10.3            |
| Q99J95 CDK9_MOUSE                                | -10.29           |
| B1AZI6 THOC2_MOUSE                               | -10.12           |
| Q9JL26 FMNL1_MOUSE                               | -10.04           |
| Q8BHD7 PTBP3_MOUSE                               | -9.9             |
| Q9R0E2 PLOD1_MOUSE                               | -9.78            |
| Q9D992 MAJIN_MOUSE                               | -9.78            |
| Q9CWH5 TRM11_MOUSE                               | -9.78            |
| Q91ZA3 PCCA_MOUSE                                | -9.77            |
| Q64237 DOPO_MOUSE                                | -9.74            |
| Q3V3A1 CDK15_MOUSE                               | -9.71            |
| Q04899 CDK18_MOUSE                               | -9.67            |
| Q9QXX4 S2513_MOUSE                               | -9.58            |

|                    |       |
|--------------------|-------|
| Q04735 CDK16_MOUSE | -9.5  |
| Q99MN9 PCCB_MOUSE  | -9.17 |
| P97376 FRG1_MOUSE  | -9.15 |
| P97496 SMRC1_MOUSE | -9.12 |
| P04187 GRAB_MOUSE  | -9    |
| Q6R0H7 GNAS1_MOUSE | -8.89 |
| Q9Z0N1 IF2G_MOUSE  | -8.88 |
| Q9Z0N2 IF2H_MOUSE  | -8.59 |
| P61028 RAB8B_MOUSE | -8.55 |
| P70429 EVL_MOUSE   | -8.49 |
| Q9ESW4 AGK_MOUSE   | -8.48 |
| Q9CZ83 RM55_MOUSE  | -8.44 |
| Q61103 REQU_MOUSE  | -8.3  |
| Q61411 RASH_MOUSE  | -8.12 |
| B2RSH2 GNAI1_MOUSE | -8.07 |
| Q8CGK7 GNAL_MOUSE  | -8.01 |
| Q9D937 CK098_MOUSE | -7.98 |
| P58854 GCP3_MOUSE  | -7.97 |
| P25799 NFKB1_MOUSE | -7.95 |
| Q9DA69 IFT43_MOUSE | -7.84 |
| P50149 GNAT2_MOUSE | -7.79 |
| P20612 GNAT1_MOUSE | -7.16 |
| Q922B2 SYDC_MOUSE  | -7.12 |
| Q3V3I2 GNAT3_MOUSE | -7.01 |
| P08556 RASN_MOUSE  | -6.96 |
| Q64261 CDK6_MOUSE  | -6.86 |
| Q6ZQ06 CE162_MOUSE | -6.85 |
| Q9DC51 GNAI3_MOUSE | -6.83 |
| Q91YH5 ATLA3_MOUSE | -6.62 |
| P18872 GNAO_MOUSE  | -6.35 |
| Q8C9S4 CC186_MOUSE | -5.83 |
| Q99JY9 ARP3_MOUSE  | -4.94 |
| O35639 ANXA3_MOUSE | -4.68 |
| P09542 MYL3_MOUSE  | -4.51 |
| P05977 MYL1_MOUSE  | -2.89 |
| Q9JHJ0 TMOD3_MOUSE | -2.56 |
| Q8CI43 MYL6B_MOUSE | -2.21 |
| P21107 TPM3_MOUSE  | -1.32 |
| Q6IRU2 TPM4_MOUSE  | -1.2  |
| P58774 TPM2_MOUSE  | 0     |
| P58771 TPM1_MOUSE  | 0.28  |
| Q9D7G0 PRPS1_MOUSE | 72.56 |
| P49615 CDK5_MOUSE  | 118.6 |

|                    |          |
|--------------------|----------|
| P30285 CDK4_MOUSE  | 173.54   |
| P97377 CDK2_MOUSE  | 453.35   |
| Q80YP0 CDK3_MOUSE  | 1896.88  |
| Q3TLS3 GDPP1_MOUSE | 5114.64  |
| Q6PHN9 RAB35_MOUSE | 7637.55  |
| E9PVX6 KI67_MOUSE  | 16220.88 |
| Q7TPH6 MYCB2_MOUSE | 17124.83 |

**Table 4. Docking energies and expression profiles of lipid-metabolism–related transcription factors.**

| Receptor<br>Protein | Free energy of<br>binding(kcal/mol) | mRNA expression<br>in Th9 (fpkm) |
|---------------------|-------------------------------------|----------------------------------|
| ChREBP              | -11.24                              | 0.02                             |
| SREBP1              | -9.89                               | 37.34                            |
| USF1                | -6.89                               | 13.00                            |
| LXR- $\alpha$       | -6.83                               | 0.18                             |

**Table 5. Quantitative PCR Primers.**

|                      |                          |
|----------------------|--------------------------|
| Human <i>SP11</i> F  | CCCTCAGCCATCAGAAGACC     |
| Human <i>SP11</i> R  | CTGGAGCTCCGTGAAGTTGT     |
| Human <i>IL9</i> F   | GACCAGTTGTCTCTGTTTGGGC   |
| Human <i>IL9</i> R   | TTTCACCCGACTGAAAATCAGTGG |
| Human <i>IRF4</i> F  | AGCCCAGCAGGTTCACAACT     |
| Human <i>IRF4</i> R  | GCTTCGGCAGACCTTATGCT     |
| Human <i>GAPDH</i> F | GGAGTCCACTGGCGTCTTCA     |
| Human <i>GAPDH</i> R | TGCAGGAGGCATTGCTGAT      |
| Mouse <i>Irf4</i> F  | AACTACATGATGCCACCCCA     |
| Mouse <i>Irf4</i> R  | TATGCTTGGCTCAATGGGGA     |
| Mouse <i>Gapdh</i> F | TTGATGGCAACAATCTCCAC     |
| Mouse <i>Gapdh</i> R | CGTCCCGTAGACAAAATGGT     |
| Mouse <i>Batf</i> F  | AGAAGGCTGACAAGCTCCAC     |
| Mouse <i>Batf</i> R  | ACCGAAGCTGCACAAAGTTC     |
| Mouse <i>Batf3</i> F | CAGCAGTGACTCCAGCTTCA     |
| Mouse <i>Batf3</i> R | GAGCTGCGTTCTGTTTCTCC     |
| Mouse <i>Il9</i> F   | CTCTCCGTCCCAACTGATGA     |
| Mouse <i>Il9</i> R   | GGTCTGGTTGCATGGCTTTT     |
| Mouse <i>Actb</i> F  | GATTACTGCTCTGGCTCCTAGC   |
| Mouse <i>Actb</i> R  | GACTCATCGTACTCCTGCTTGC   |
| Mouse <i>Tnf</i> F   | CAGGCGGTGCCTATGTCTC      |
| Mouse <i>Tnf</i> R   | CGATCACCCCGAAGTTCAGTAG   |

How the deposited data were processed for this re-analysis (not part of the article)

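RNA-seq was measured in Th9 cells polarized from naive CD4+ T cells of C57BL/6J mice in 4 groups (DMSO, EpA, fatostatin, and EpA and fatostatin) with 3 replicates each. Per the paper's methods, the authors made the FPKM values by trimming the reads with Trim Galore, aligning them to GRCm38 with HISAT2, counting them on genes with featureCounts, and scaling the counts by gene length and library size. The paper's text does not name the annotation release or whether strand was used in counting, so genes that overlap on opposite strands are treated as uncertain. The authors' differential expression used DESeq2 on counts. Counts as such were not among the values used here, and DESeq2 was not run.

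The table holds 32352 lines for 32051 Ensembl genes. The 301 lines that repeat a gene under another symbol carry the same values, and 1 line per gene was kept. Each of the 12 columns belongs to 1 library, and 0 columns belong to none. Gene lengths and positions were taken from a GENCODE annotation of GRCm38, which covers 32003 of the genes (99.9%). With the exon length of each gene, the FPKM of each library were divided by the value of 1 read, and 98.3% to 98.4% of the values of a library came out as whole numbers of reads. The recovered total of reads differed by a factor of 1.21 between the deepest and the shallowest library. A median of 500.5 genes per library had 1 read and 1072.5 had 2, as when both mates of a fragment are counted as reads. The FPKM of a library summed to 279719.9 to 286956.1. A value that rests on 3 reads or fewer in every library of a group was taken as at the floor, and folds against such a group are given as bounds.

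Values were transformed to log2(FPKM + 0.1). Genes with a mean of at least 0.1 FPKM over the 12 libraries were tested in R 4.3.3 with limma 3.58.1, as 1 fit with a mean for each of the 4 groups and an intensity trend in the empirical Bayes step. The comparisons were EpA against DMSO, fatostatin against DMSO, both compounds against EpA, both compounds against fatostatin, and the difference between the effects of EpA with and without fatostatin. A further fit gave the effect of EpA with fatostatin as an additive term. p-values are two-sided and were adjusted by the Benjamini-Hochberg method over the tested genes of each comparison. A gene was called at an adjusted p below 0.05 and a fold change of at least 1.5. The genes named in the text were 38 genes that the paper names, and, for EpA against DMSO, fatostatin against DMSO, and both compounds against EpA, the 5 genes with the largest change in each direction among those past both thresholds, with a mean of at least 1 FPKM and no overlap between the groups compared. The 6 genes of the test of the difference, the neighbors of *Cpox*, and the target genes of the aryl hydrocarbon receptor were named after their values were seen.

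Gene lists were written by hand or by a rule on symbols, 17 in all, of which 16 had enough tested genes. They were tested with camera of limma at a correlation between genes of 0.01. The 3 lists of genes that the paper shows in Figures 3B, 3D, and 8M were counted, with adjustment over all genes and over the list alone, and not tested as sets. Principal components used genes centered and scaled to unit variance. Modules were built from 5000 genes with an unsigned correlation network, a power of 9, topological overlap, and Ward linkage into 7 modules. Clusters were made by k-means with 6 clusters and 50 starts. *Il9* and *Srebf1* were related by Pearson's r and Spearman's rho with exact permutation tests, over all pairings of the 6 libraries of a set or, for values centered on the 4 group means, over the 1296 pairings within groups. The methods were tested on simulated data made from the means of the DMSO libraries and the read totals of all 12. The spread between simulated replicates was assumed. The changed genes had means of at least 1 FPKM and changes beyond the 1.5-fold threshold. Of 200 genes changed by known amounts, 197 were called, with 4 others among 13600. In unchanged data 1 gene of 13602 was called and 5.09% had an unadjusted p below 0.05 from limma. This recovery does not cover genes with a mean below 1 FPKM, which were 54.7% of the calls for EpA against DMSO. Of 100 random lists, 5 had a camera p below 0.05. The simulated genes varied independently, so this rate does not show how camera behaves for lists of correlated genes. The test of the difference found 192 of 200 changed genes, whose planted differences were larger than those of the 6 genes found in the real data. In the clustering, 1800 of 1800 genes were placed in their planted cluster.

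The alternatives changed the pseudocount, the minimum FPKM, the scaling (TPM or median ratio), the fold-change threshold, the groups in the fit, the empirical Bayes step, the replicate numbers, the set test (fry of limma, fgsea 1.28.0, or an estimated correlation), the gene lists (Reactome sets shipped with fgsea), the network settings, the clustering (8 clusters, or fuzzy c-means with e1071 1.7.16), and the libraries, each left out in turn. The groups, main tests, lists, and these alternatives were chosen before the data were examined. The comparison of both compounds with fatostatin, the tests of gene lists for it and for the difference between the effects of EpA, the choice of which Reactome set stands for each list, the ranking by ratios of group means, and voom of limma on the recovered reads were added after the data had been opened. Data handling outside R used Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. The ATAC-seq and the experiments other than RNA-seq were left out, because only RNA-seq values were analyzed.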

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

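All tests of explanations in this part were chosen after the results were seen.

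A difference between groups was found for 6 genes, whose response to EpA in the presence of fatostatin differed from that in its absence (limma adjusted p = 0.0372 for each). On the log2 scale, the effect of EpA with fatostatin minus the effect without it was 0.49 for *Nr4a3* (0.51 and 0.02), 0.335 for *Neat1* (0.24 and -0.10), 0.328 for *Rara* (0.35 and 0.02), 0.286 for *Cpox* (0.46 and 0.18), 0.228 for *Cldnd1* (0.32 and 0.09), and -0.254 for *Cdkn1a* (0.74 and 0.99). The paper does not report these differences. A difference in scaling between the libraries is argued against by the median of the same difference over all tested genes, which was 0.00895, and with median ratio scaling the adjusted p was 0.0467 for each of the 6 genes. With TPM the differences were of similar size, 0.498, 0.34, 0.333, 0.29, 0.231, and -0.253 in the same order, but only *Cdkn1a* passed (limma adjusted p = 0.0106), with 0.0576 to 0.064 for the other 5, so the calls depended on the scaling. Few reads are argued against because the lowest number of reads of these genes in any library was 573. Of 100 splits of the libraries by fatostatin within those with and without EpA, 2 gave as many genes, the real split included, and the other gave 6 genes. The genes depended on the libraries, since 10 of the 12 fits that left out 1 library gave 0 genes at an adjusted p below 0.05, with 940 to 1144 genes at an unadjusted p below 0.05. Without replicate 1 of fatostatin alone, 2 of the 6 genes were left, and without replicate 1 of EpA the fit gave 2 genes, 0 of them among the 6. With the replicate number as a covariate, the fit gave 0 genes. That fatostatin modifies the response of these genes to EpA may be the explanation and stays a hypothesis, found and tested on the same libraries.

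With EpA, 7 genes that the paper does not discuss were among the genes with the largest changes. Of these, 4 have transcripts of more than 1 kb and 32 or more reads in every library. The log2 fold change was 1.55 for *Cldn4* (limma adjusted p = 2e-05), -1.71 for the processed pseudogene *Gm8714* (limma adjusted p = 2.66e-06), -1.67 for *Frmpd1* (limma adjusted p = 2.16e-07), and -1.58 for *Il17rb* (limma adjusted p = 1.16e-08). Few reads are argued against for these genes, since voom on the recovered reads called 4 of the 4. A difference in scaling is argued against by the median log2 fold change of genes with a mean of at least 1 FPKM, which was 0.00289. Reads of *Gm8714* can be shared with the gene it was copied from, and this was not tested. Chance in the 6 libraries in which these genes were chosen is argued against, since the comparison of both compounds with fatostatin, which shares no library with the first, called 4 of the 4 in the same direction. There the log2 fold change was 1.58 for *Cldn4*, -2.40 for *Gm8714*, -1.60 for *Frmpd1*, and -1.49 for *Il17rb*. An effect of EpA is what remains for *Cldn4*, *Frmpd1*, and *Il17rb*, as a hypothesis whose route was not tested. The other 3 genes are short and rest on few reads. *Gm23341*, a small nuclear RNA gene of 97 bp, had 0 to 2 reads with DMSO and 2 to 8 with EpA, at least 1.79-fold higher (fitted log2 fold change 2.2, limma adjusted p = 0.0402). It no longer passed under 10 of 16 alternative settings (adjusted p up to 0.144). *Trgj1*, a T cell receptor joining segment of 60 bp, had 7 to 8 reads with DMSO and 1 to 3 with EpA, at least 2.47-fold lower (fitted log2 fold change -1.7, limma adjusted p = 0.00344). *Traj25*, a joining segment of 57 bp, had 4 to 5 reads with DMSO and 1 to 2 with EpA, at least 1.46-fold lower (fitted log2 fold change -1.61, limma adjusted p = 0.00383). Voom on the recovered reads called 0 of these 3 genes, which is consistent with few reads as the source of their calls.

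With fatostatin, 10 changes against DMSO and 10 against EpA in the cells that also received EpA were among the largest, and the paper does not discuss these genes. Against DMSO, the log2 fold change was 1.78 for *Ak1* (limma adjusted p = 1.49e-05), 1.73 for *Art2b* (0.000183), 1.67 for *Zfp385a* (1.21e-07), and 1.45 for *Tnfsf4* (2.64e-08). It was -3.42 for *Cyp1a1* (limma adjusted p = 1.21e-07), -2.45 for *Gpr15* (5.93e-07), -1.99 for *Car8* (8.92e-06), -1.81 for *Lgals3* (8.61e-08), and -1.4 for *Gpr55* (2.18e-07). *Gm23341* had 5 to 10 reads and was at least 2.17-fold higher (fitted log2 fold change 2.58, limma adjusted p = 0.0329). This change no longer passed under 8 of 16 alternative settings (adjusted p up to 0.11). Against EpA, the log2 fold change of both compounds was 1.67 for *Zfp385a* (limma adjusted p = 1.51e-07), 1.49 for *Nr4a3* (7.25e-09), 1.36 for *Ak1* (0.000106), 1.33 for *Art2b* (0.00117), and 1.33 for *Pierce1* (7.34e-05). It was -4.58 for *Cyp1a1* (limma adjusted p = 1.59e-08), -2.04 for *Car8* (6.63e-06), -1.94 for *Gpr15* (4.52e-06), -1.69 for *Lgals3* (1.84e-07), and -1.62 for *Ifitm1* (0.000341). *Cyp1a1* had 300 to 325 reads with DMSO, 14 to 24 with fatostatin, and 0 to 6 with both compounds. The size of its fall therefore depended on the settings. Over 16 alternatives, its log2 fold change ranged from -4.01 to -1.68 against DMSO and from -7.13 to -1.94 against EpA. A difference in scaling is argued against by the median log2 fold change of genes with a mean of at least 1 FPKM, which was -0.00081 for fatostatin against DMSO. Few reads are argued against for the changes other than that of *Gm23341*, since voom on the recovered reads called all 19. Chance in the 6 libraries in which a change was chosen is argued against, since the other fatostatin comparison, which shares no library with it, called the same 19 changes in the same direction. *Gm23341* was not called there (-0.69, limma adjusted p = 0.584). An effect of fatostatin on the genes other than *Gm23341* is what remains, as a hypothesis. Whether it runs through SREBP1 stays open, because these libraries hold 1 inhibitor and no second means of lowering SREBP1.

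*Gpr15* is one of 3 neighboring genes that fell together with fatostatin. On chromosome 16 of GRCm38, *Cpox* lies from 58670292 to 58717636, *Gpr15* from 58717433 to 58719070 on the opposite strand, and *Cldnd1* from 58727910 to 58734251. Exons of *Cpox* and *Gpr15* overlap by 204 bp. Against DMSO, the log2 fold change was -1.31 for *Cpox* and -1.17 for *Cldnd1* (limma adjusted p = 1.32e-10 for both). The tested genes on either side, *St3gal6* (-0.59, limma adjusted p = 0.135) and *Or5k1* (-0.56, limma adjusted p = 0.216), had means of 0.108 and 0.165 FPKM and did not pass. Reads counted on both genes are argued against as the cause for *Cpox* and *Cldnd1*, since each lost at least 15 times the reads that *Gpr15* had with DMSO. Mean reads per library fell from 11180 to 4639 for *Cpox*, from 15190 to 6954 for *Cldnd1*, and from 436 to 76 for *Gpr15*. Whether reads of *Cpox* add to the count of *Gpr15* was not tested. Neighboring genes among the calls by chance cannot be told apart from a shared cause. When all calls of this comparison were placed at random among the tested genes, 3 neighbors called in any direction arose in a share of 0.08 of 100000 placements, and 3 called in the same direction in a share of 0.034. These shares count placements with 1 such run or more. The real calls held 2 such runs in either case, and how often 2 arise was not counted. Regulation of the region by fatostatin may be the explanation of the joint fall and stays open.

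The numbers of called genes were compared with other splits of the libraries. For EpA against DMSO, fatostatin against DMSO, and both compounds against EpA, 1 of the 10 splits of the 6 libraries, the real one, gave as many higher genes and as many lower genes, and no other split gave more than 1 gene. With 10 splits, a share below 0.1 cannot be reached. For the effect of EpA over all 12 libraries, 1 of 100 splits, the real one, gave as many genes, and the next gave 1 gene.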

How the results depend on the processing

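No test of an explanation was run in this part. Voom on the recovered reads was chosen after seeing the data, and the cause of a change with a setting was not tested unless the setting's construction gives it.

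The numbers of called genes moved with the fold-change threshold and with settings that compress or remove small values. With a pseudocount of 1, 58 genes were higher and 83 lower for EpA against DMSO, 55 and 34 for fatostatin against DMSO, and 51 and 33 for both compounds against EpA, and the effect of EpA over 12 libraries counted 135 genes. Among genes with a mean of at least 1 FPKM, fewer were tested, and the numbers were 78 higher and 138 lower for EpA, 97 higher for fatostatin, 98 higher for both compounds against EpA, and 220 for the effect over 12 libraries, while the cluster of *Il9* held 1875 genes. A fold change of at least 1.2 as threshold admits smaller changes by construction and gave 714 higher and 780 lower genes for EpA, 498 and 226 for fatostatin, 633 (EpA + fatostatin vs EpA: higher genes) and 215 (EpA + fatostatin vs EpA: lower genes) for both compounds against EpA, and 1835 over 12 libraries. With each library left out in turn, 167 to 197 genes were higher and 228 to 251 lower for EpA, 157 to 174 and 58 to 83 for fatostatin, and 171 to 199 and 62 to 78 for both compounds against EpA. Over 12 libraries 487 to 509 genes were called, and the clusters of *Il9* and *Srebf1* held 2953 to 3224 and 2235 to 2398 genes. The share of higher genes among those called for EpA was 42.7%, 42.1% with median ratio scaling, and 44.9% with TPM.

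The number of genes whose response to EpA differed with fatostatin was 10 with a pseudocount of 0.01, 2 with TPM (1 of them among the 6), 19 with voom, and 0 to 2 across the 12 fits that each left out 1 library (2 without replicate 1 of EpA and 2 without replicate 1 of fatostatin alone). With a replicate block, in which the replicate number is a covariate, it was 0, with 1103 genes at an unadjusted p below 0.05. Across genes, the residuals of libraries with the same number correlated with r of -0.0881 to 0.113 over 18 pairs. Those with different numbers correlated with r of -0.122 to 0.0951 over 36 pairs. These values show no general pairing by number but cannot exclude a feature shared by a few libraries. On PC2 of all 12 libraries, replicate 1 scored 62.4 with fatostatin alone and 67.6 with both compounds. The other libraries with fatostatin scored 40.4 to 44.7. The FPKM sums of these replicates 1, 280099.1 and 279719.9, were the lowest of the 12. Whether they share a batch stays open.

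The share of variance on PC1 was 38.35% with all genes above 0, 50.14% with genes of a mean of at least 1 FPKM, 31.79% without scaling, and 47.95% to 48.8% with 1 library left out, where 5 libraries remain. Between *Il9* and *Srebf1* in libraries without EpA, r was -0.853 without the 2 libraries farthest from the median, which leaves 4, and it lay between -0.981 and -0.935 with 1 library left out, with an exact permutation p of 0.05 without replicate 2 of DMSO. In libraries with EpA, r lay between -0.976 and -0.882. The exact permutation p was 0.0417 without replicate 2 and 0.0333 without replicate 3 of both compounds. In the other fits that left out 1 library, it lay between 0.0583 and 0.1. Centered on the 4 group means, r was -0.611 and no longer passed 0.05 (exact permutation p = 0.123 over the 1296 pairings within groups).

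For EpA against DMSO, fry moved 7 lists past the threshold that camera left above it. Its adjusted p was 2.65e-06 for asthma, 0.000302 for TNF signaling, 0.0321 for ERK target genes, 0.0274 for mTOR signaling, 2.9e-05 for sphingolipid biosynthesis, 0.000291 for sterol transport, and 0.0275 for long-chain fatty acid transport. Fgsea moved asthma (0.00673) and sphingolipid biosynthesis (0.0247) past it and cholesterol biosynthesis above it (0.113), and an estimated correlation moved carbon metabolism (0.0514) and the mitochondrial ribosome (0.125) above it. Fry and fgsea test or weight lists differently from camera.

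Directions that reversed had an adjusted p above 0.05 in every case. For EpA against DMSO these were the Reactome sets for TNF signaling and sphingolipids (0.935 each) and for mTOR signaling and glycerophospholipids (0.866 each), fry for fatty acid synthesis and glycerophospholipids (0.955 each), and fgsea for glycerophospholipids (0.932). For fatostatin against DMSO they were the Reactome sets for TNF signaling and sphingolipids (0.86 each), fry for asthma (0.383) and long-chain fatty acid transport (0.641), and fgsea for calcium, long-chain fatty acid transport, mTOR, oxidative phosphorylation, and sterol transport (1 each). The list for long-chain fatty acid transport also reversed without replicate 3 of DMSO and without replicate 1 of fatostatin alone, within a range of 0.741 to 0.936 over the fits that each left out 1 library. For both compounds against EpA they were the Reactome sets for TNF signaling (0.656), carbon metabolism, and glycerophospholipids (0.486 each), fry for calcium and mTOR (0.618 each), carbon metabolism (0.369), and glycerophospholipids (0.258), fgsea for these 4 lists (1 each), and the minimum of 1 FPKM for glycerophospholipids (0.875). With 1 library left out, calcium reversed without replicate 1 of both compounds (range 0.669 to 0.88), carbon metabolism without replicate 3 of EpA and replicate 1 of both compounds (0.591 to 0.951), and long-chain fatty acid transport without replicate 2 of EpA and replicate 2 of both compounds (0.691 to 0.88). Oxidative phosphorylation reversed without replicate 1 of both compounds (0.934) and passed the threshold downward without replicate 3 of EpA, replicate 2, and replicate 3 of both compounds (down to 0.00814).

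Of the alternatives for gene lists in the fatostatin comparisons, 402 left the result the same, 17 made it weaker, 22 stronger, and 29 reversed it. For single genes the numbers were 1010, 28, 9, and 6. The reversals of single genes came with 1 library left out, for *Il4* (log2 fold change -0.0175 without replicate 3 of DMSO to 0.0459 without replicate 2 of DMSO), *Nr1h3* (-0.386 to 0.153), *Scd2* (-0.0082 to 0.0114), and *Usf1* (-0.0614 to 0.028), for EpA against DMSO. *Batf3* no longer passed without replicate 2 of DMSO or without replicate 1 or 3 of EpA. *Gm23341* no longer passed under 10 of 16 alternatives for EpA against DMSO and 8 of 16 for fatostatin against DMSO. The depth limits genes with few reads such as *Spi1*, *Rab27b*, and *C1s1*, whose results depend on whether genes below 0.1 FPKM are tested.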

Differences from the paper's values

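No test in this part was chosen after the result was seen, apart from voom on the recovered reads, the comparison of both compounds with fatostatin, and the ranking by ratios of group means, which were chosen after seeing the data. None of the values that the paper states for a measure computed here differed by more than 1.5 times and by more than the error. The paper's number of higher genes with EpA is 228 and that of lower genes is 271, against 198 and 266 here. Among the alternatives set before the data were examined, TPM came to 222 higher and 272 lower genes and a pseudocount of 0.01 to 220 and 280, whereas a pseudocount of 1, a minimum mean of 1 FPKM, and a fold-change threshold of 1.2 moved further away. The share of variance on PC1 is about 38% in Supplemental Figure 3A, read by eye, against 45.35% here and 38.35% with all genes above 0. The gene clusters are about 3100 and about 2300 genes in Figure 7G, read by eye, against 3234 and 2342 here.

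The paper shows *Il4*, *Il5*, and *Spi1* higher with EpA in Figure 3B. Here the log2 fold change was 0.01 for *Il4* (limma adjusted p = 0.897) and 0.26 for *Il5* (0.241), and 0 of the 16 alternatives gave an adjusted p below 0.05 for either. In cells that also received fatostatin, a comparison chosen after seeing the data, EpA raised both, *Il4* by 0.34 (limma adjusted p = 0.000667) and *Il5* by 0.54 (0.0182). *Spi1* was below the minimum mean and was called, at an adjusted p of 0.0254 from limma, only when all genes above 0 were tested. The paper states that *Fasl* rose and shows *Tnfsf9*, *Tnfsf14*, and *Tnfsf15* higher in Figure 3D, whereas the adjusted p from limma was 0.139 for *Fasl*, 0.334 for *Tnfsf9*, and 0.248 for *Tnfsf14*. *Fasl* passed 0.05 without replicate 2 of DMSO (0.00824, range 0.00824 to 0.411) and *Tnfsf14* without replicate 1 of DMSO (0.0204, range 0.0204 to 0.712). *Tnfsf15* was tested only among all genes above 0 (0.92). In cells that also received fatostatin, *Fasl* (0.23, limma adjusted p = 0.0469) and *Tnfsf9* (0.83, limma adjusted p = 0.0054) rose with EpA, and *Tnfsf14* did not pass (0.143). The paper states that *Ifng* was further reduced, and here its fall had an adjusted p from limma of 0.0812, which was 0.0113 without replicate 1 of EpA in a range of 0.0113 to 0.272. With fatostatin present, EpA lowered *Ifng* by a log2 fold change of -0.86 (limma adjusted p = 0.000297). The paper states that EpA raised Th9-associated transcription factors in Figure 1J, a quantitative PCR of *Irf4*, *Batf3*, *Batf*, and *Il9*. Here *Irf4* (log2 fold change -0.12, limma adjusted p = 0.00185) and *Batf3* (-0.18, limma adjusted p = 0.0195) were lower with EpA. *Batf3* no longer passed under 3 of 16 alternatives. With fatostatin present, neither gene passed (0.656 and 0.098). The paper reports more PD-1 on EpA-Th9 cells. The transcript of *Pdcd1*, which encodes it, was lower with EpA, at 9.06 ± 0.585 against 11.5 ± 0.0944 FPKM (SD, n = 3; log2 fold change -0.34, limma adjusted p = 0.000253), and also lower with fatostatin present (-0.33, limma adjusted p = 0.0003).

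The paper reports enrichment of asthma, TNF, oxidative phosphorylation, calcium ion-binding, and ERK gene sets with EpA, from sets that are not the lists used here. The adjusted p from limma's camera was 0.0948 for asthma, 0.293 for TNF signaling, and 0.542 for oxidative phosphorylation, calcium ion binding families, and ERK target genes alike. Fry called the asthma (2.65e-06) and TNF (0.000302) lists higher, and fgsea the asthma list (0.00673). The calcium list (median log2 fold change -0.03) and the ERK list (-0.12) leaned lower, and fry called the ERK list lower (0.0321). No alternative called oxidative phosphorylation for EpA against DMSO. The paper reports lipid gene sets as lower, whereas the list for cholesterol biosynthesis was higher (median log2 fold change 0.08, limma camera adjusted p = 0.0035). The list for fatty acid synthesis had a median log2 fold change of 0.12 (limma camera adjusted p = 0.6), but at an adjusted p below 0.05 it had 4 genes higher and 5 lower, *Srebf1* and *Scd1* among the latter, and fry pointed lower (0.955). The sphingolipid list was lower past the threshold only with fry (2.9e-05) and fgsea (0.0247). For transport, the paper reports falls without significance. The sterol transport list leaned lower, with an adjusted p of 0.0948 from limma's camera, 0.623 from fgsea, and 0.000291 from fry. The list for long-chain fatty acids leaned higher, with 0.533, 0.623, and 0.0275 in the same order. The paper reports no enrichment of mTOR gene sets. Limma's camera did not call the mTOR list either (adjusted p = 0.596), and the Reactome set pointed lower (0.866). Only fry called the mTOR list, as higher (0.0274).

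The paper defines its signature as the 10 genes that rose most. By log2 fold change among all tested genes, *Il9* ranked 2, and the others ranked from 11 to 107 or were not tested. Ranked among genes with an adjusted p below 0.05, *Il9* (2), *Fbxl21* (6), and *Il1rn* (8) were in the first 10. With all genes above 0 tested, *Lhx6* (8) and *Myh11* (9) joined them in that ranking. With a pseudocount of 0.01, *Il9* ranked 18 among all tested genes and 9 in that ranking. It was then the only signature gene in the first 10, followed by *Fbxl21* (13). None of these settings placed all 10 genes there. By the ratio of group means of FPKM without a pseudocount, a ranking chosen after seeing the data, the order among the 10 genes follows the paper's apart from *H19* with *Fbxl21* and *Rab27b* with *C1s1*, which trade places. The ratios run from 11.7 for *Il9* to 4.35 for *Il1rn*. Among the 3752 tested genes with a ratio and an adjusted p below 0.05, *Il9* then ranked 1, *Fbxl21* 3, *H19* 4, *Myh11* 7, *Lhx6* 8, *Ccdc159* 11, and *Il1rn* 12. *Hao1* had an adjusted p from limma of 0.0551, and it passed 0.05 with a pseudocount of 0.01 (0.0459), with TPM (0.0488), without replicate 3 of EpA (0.0471), and with voom (0.0162), in a range of 0.0162 to 0.203. With all genes above 0 tested, *C1s1* was called (0.00966) and *Rab27b* was not (0.0541). The paper reports calcium ion transport, oxidative phosphorylation, and ERK signaling as enriched in the cluster that rises with EpA and fatostatin, and lipid biosynthesis as enriched in a cluster that falls. By Fisher's exact test, the adjusted p in the cluster of *Il9* was 0.886 for oxidative phosphorylation, 0.899 for calcium ion binding families, and 1 for ERK target genes. The calcium list was built from binding families and not from calcium transport, and the ERK list from feedback regulators and targets. These 2 lists therefore do not test the categories that the paper names. In the cluster of *Srebf1*, the adjusted p by Fisher's exact test was lowest for sphingolipids among the lipid lists, at 0.125.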

Other observations

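All tests of explanations in this part were chosen after the results were seen. The comparison of both compounds with fatostatin and the tests of lists for the difference between the effects of EpA were added after the data had been opened.

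Of the gene lists, 5 had an adjusted p below 0.05 for EpA against DMSO, 4 for fatostatin against DMSO, and 5 for both compounds against EpA. Among the 10 splits of the 6 libraries, 4 gave as many lists for EpA against DMSO, the real one included, and another split gave 5. For fatostatin against DMSO 1 of the 10 splits, the real one, gave as many, and the next gave 3. For both compounds against EpA 2 of the 10 splits gave as many, and another gave 6. For EpA against DMSO and for both compounds against EpA, other groupings of the same libraries gave as many lists or more. The number of lists therefore does not set treatment apart there. For fatostatin against DMSO the real split gave the most, but 10 splits allow no share below 0.1.

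With fatostatin, the lists for cholesterol biosynthesis and the mitochondrial ribosome moved against their direction with EpA. Fatostatin lowered 19 of 24 cholesterol genes against DMSO (median log2 fold change -0.10, limma camera adjusted p = 7.98e-05) and 20 of 24 against EpA (-0.08, limma camera adjusted p = 0.000756). The same genes were higher with both compounds than with fatostatin in 20 of 24 cases (limma camera adjusted p = 0.000995). A difference in scaling is argued against for the rise with EpA by the median log2 fold change of genes with a mean of at least 1 FPKM, which was 0.00289. Inhibition of the processing of SREBP proteins by fatostatin may explain the fall and was not tested. Of 77 mitochondrial ribosome genes, 15 were higher with fatostatin than with DMSO (limma camera adjusted p = 7.98e-05) and 8 were higher with both compounds than with EpA (limma camera adjusted p = 9.36e-08), and neither passed with an estimated correlation (0.357 and 0.162). The cholesterol list passed with an estimated correlation (0.0222 and 0.0268) and not with fgsea (0.606 and 0.549). The ERK list was higher with fatostatin than with DMSO in 13 of 18 genes (median log2 fold change 0.22, limma camera adjusted p = 0.00289) and with both compounds than with EpA in 17 of 18 genes (0.38, limma camera adjusted p = 2.43e-05). Against DMSO it did not pass with an estimated correlation (0.0514), fgsea (0.174), or the Reactome set (0.374), and against EpA it passed with the first of these (0.0158) and the second (0.00173) but not the Reactome set (0.486). The fatty acid list was lower with fatostatin than with DMSO in 14 of 19 genes (median log2 fold change -0.09, limma camera adjusted p = 0.000503). It did not pass with an estimated correlation (0.127) or fgsea (1). In it, *Scd1* fell from 243 to 172 FPKM (log2 fold change -0.50, limma adjusted p = 1.9e-08). The difference between the effects of EpA with and without fatostatin passed for 4 lists, glycolysis (limma camera adjusted p = 0.00954), ERK target genes (0.0201), TNF signaling (0.0248), and carbon metabolism (0.0446), all upward.

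Since *Cyp1a1* fell most with fatostatin, 8 target genes of the aryl hydrocarbon receptor were listed, of which 3 besides *Cyp1a1* were tested. All 3 fell past both thresholds against DMSO, *Ahrr* with a log2 fold change of -2.59 (limma adjusted p = 6.17e-08), *Cyp1b1* with -1.87 (1.56e-05), and *Tiparp* with -0.89 (7e-08). *Cyp1b1* rose with EpA (1.55, limma adjusted p = 3.36e-05). Lower activity of the aryl hydrocarbon receptor with fatostatin is a candidate explanation. It cannot be told apart from another cause acting on these few genes, because 3 genes are few and the receptor's activity was not measured.

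The log2 fold changes of EpA against DMSO and of fatostatin against DMSO correlated across genes with r of 0.289. Both comparisons share the DMSO libraries, and in 100 simulations of unchanged groups against shared controls the mean r was 0.496. Of the 59 genes called in both, 34 moved in the same direction. Fatostatin against DMSO and both compounds against EpA, which share no library, correlated with r of 0.346.

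Other genes that the paper names had these values for EpA against DMSO. *Irf4* went from 156 to 143 FPKM (log2 fold change -0.12, limma adjusted p = 0.00185), *Batf3* from 39.5 to 34.8 FPKM (-0.18, limma adjusted p = 0.0195), and *Gzmb* from 147 to 117 FPKM (-0.33, limma adjusted p = 6.21e-07). *Prf1* (-0.44, limma adjusted p = 0.341), *Cd69* (0.18, limma adjusted p = 0.225), and *Zap70* (-0.07, limma adjusted p = 0.0871) did not pass. With both compounds, *Cd69* was higher than with EpA (0.43, limma adjusted p = 0.013).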
